# Apolipoprotein E4 Effects a Distinct Transcriptomic Profile and Dendritic Arbor Characteristics in Hippocampal Neurons Cultured *in vitro*

**DOI:** 10.3389/fnagi.2022.845291

**Published:** 2022-04-29

**Authors:** Jenny R. Diaz, Mitchell Martá-Ariza, Alireza Khodadadi-Jamayran, Adriana Heguy, Aristotelis Tsirigos, Joanna E. Pankiewicz, Patrick M. Sullivan, Martin J. Sadowski

**Keywords:** Alzheimer’s disease, ApoE, gene ontology analysis, KEGG enrichment analysis, neurodegeneration, primary hippocampal cell cultures, synaptic plasticity, transcriptome

## Abstract

The *APOE* gene is diversified by three alleles *ε2*, *ε3*, and *ε4* encoding corresponding apolipoprotein (apo) E isoforms. Possession of the *ε4* allele is signified by increased risks of age-related cognitive decline, Alzheimer’s disease (AD), and the rate of AD dementia progression. ApoE is secreted by astrocytes as high-density lipoprotein-like particles and these are internalized by neurons upon binding to neuron-expressed apoE receptors. ApoE isoforms differentially engage neuronal plasticity through poorly understood mechanisms. We examined here the effects of native apoE lipoproteins produced by immortalized astrocytes homozygous for *ε2*, *ε3*, and *ε4* alleles on the maturation and the transcriptomic profile of primary hippocampal neurons. Control neurons were grown in the presence of conditioned media from *Apoe*^–/–^ astrocytes. ApoE2 and apoE3 significantly increase the dendritic arbor branching, the combined neurite length, and the total arbor surface of the hippocampal neurons, while apoE4 fails to produce similar effects and even significantly reduces the combined neurite length compared to the control. ApoE lipoproteins show no systemic effect on dendritic spine density, yet apoE2 and apoE3 increase the mature spines fraction, while apoE4 increases the immature spine fraction. This is associated with opposing effects of apoE2 or apoE3 and apoE4 on the expression of NR1 NMDA receptor subunit and PSD95. There are 1,062 genes differentially expressed across neurons cultured in the presence of apoE lipoproteins compared to the control. KEGG enrichment and gene ontology analyses show apoE2 and apoE3 commonly activate expression of genes involved in neurite branching, and synaptic signaling. In contrast, apoE4 cultured neurons show upregulation of genes related to the glycolipid metabolism, which are involved in dendritic spine turnover, and those which are usually silent in neurons and are related to cell cycle and DNA repair. In conclusion, our work reveals that lipoprotein particles comprised of various apoE isoforms differentially regulate various neuronal arbor characteristics through interaction with neuronal transcriptome. ApoE4 produces a functionally distinct transcriptomic profile, which is associated with attenuated neuronal development. Differential regulation of neuronal transcriptome by apoE isoforms is a newly identified biological mechanism, which has both implication in the development and aging of the CNS.

## Introduction

Apolipoprotein (apo) E is a 34-kDa protein, which regulates lipid metabolism, influences synaptic plasticity, and controls risk of sporadic Alzheimer’s disease (AD) (Yamazaki et al., 2019). Under physiological conditions, apoE is secreted by astrocytes in the form of high-density lipoprotein (HDL) like particles (Gong et al., 2002; Morikawa et al., 2005; Xu et al., 2006; Holtzman et al., 2012). Astrocyte expressed ATP-binding cassette transporter A1 is responsible for the apoE lipidation (Wahrle et al., 2005, 2008). ApoE lipoproteins are internalized by neurons upon binding to several types of receptors (Holtzman et al., 2012; Yamazaki et al., 2019). Within the family of CNS expressed apoE receptors the low-density lipoprotein receptor (LDLR) has been found foremost critical in controlling brain apoE level (Fryer et al., 2005; Kim et al., 2009; Castellano et al., 2012). The *APOE* gene is located in the human chromosome 19 and is diversified by three alleles *ε2*, *ε3*, and *ε4* (Weisgraber et al., 1981) with uneven prevalence in the population ε*3* > ε*4* > ε*2* (Ordovas et al., 1987; Yamazaki et al., 2019). Inheritance of the *ε4* allele increases risk of sporadic AD, which is elevated ∼3 and ∼15-fold in ε*4* hetero and homozygotes compared to ε*3/*ε*3* homozygotes, representing ∼50% of the population, respectively (Corder et al., 1993). The least common ε*2* allele reduces the AD risk (Corder et al., 1994; Reiman et al., 2020). Besides having elevated odds ratio for sporadic AD, ε*4* carriers also remain at higher risk for age-related cognitive decline (Greenwood et al., 2000; Caselli et al., 2007, 2009, 2011; Luck et al., 2015), worse outcome of the traumatic brain injury (Collie et al., 2004; Ariza et al., 2006; Merritt et al., 2018), and more aggressive clinical course of dementia once they develop symptoms of AD (Martins et al., 2005; Cosentino et al., 2008; Shi et al., 2017; Chen X. R. et al., 2021). These multiple biological effects differentially regulated by the *APOE* genotype are driven by structural differences across apoE isoforms, which are encoded by respective *APOE* alleles. The three apoE isoforms differ in the presence of cysteine and arginine at the residues 112 and 158: apoE2 (cys/cys), apoE3 (cys/arg), and apoE4 (arg/arg) (Sadowski and Wisniewski, 2006). These minute differences in the amino acidic sequence have impactful functional significance resulting in reduced receptor binding affinity of apoE2 and increased intramolecular domain interaction and reduced lipid content of apoE4 (Weisgraber et al., 1981; Frieden et al., 2017; Chen Y. et al., 2021). Phospholipids and cholesterol ferried by apoE lipoproteins play a crucial metabolic role in maintaining synaptic terminals (Mauch et al., 2001). Several studies have suggested that besides lipid delivery apoE impacts neurite outgrowth, synapse formation, and synaptic ion channel function, which all are involved in neuronal network plasticity and maintenance, and that these effects are differentially regulated by various apoE isoforms (Qiu et al., 2004; Lane-Donovan et al., 2016). Paradoxically, despite being a risk factor for age related cognitive decline, the ε*4* allele was found to be associated with enhanced performance on some cognitive tasks at younger age (Yu et al., 2000; Mondadori et al., 2007; Jochemsen et al., 2012; Rusted et al., 2013). This oppositional effect of the ε*4* allele, being an expedient characteristic in young individuals while becoming a disadvantageous one during the aging is known as the antagonistic pleiotropy (Tuminello and Han, 2011; Rusted and Carare, 2015; Di Battista et al., 2016). Despite the recognized role apoE plays in neuronal network maintenance and plasticity, mechanisms through which apoE isoforms differentially engages synaptic biology remain obscure. To this end we analyzed differences in dendritic arbor characteristics and transcriptomic profile across primary hippocampal neurons, which were cultured in the presence of native apoE lipoproteins between 10 and 17 day *in vitro* (DIV). Compared to neurons grown in the presence of apoE2 and apoE3, those grown in the presence of apoE4 feature lesser complexity of dendritic arbor and increased proportion of immature dendritic spine types. Transcriptomic analysis shows that apoE4 engages a distinctly different set of genes and signaling pathways than those engaged by apoE2 and apoE3. Differential regulation of neuronal transcriptome by apoE isoforms revealed by our work is a newly identified biological mechanism, with possible implication both in the development and aging of the neuronal networks.

## Materials and Methods

### Materials

Immortalized astrocytic lines, which produce natively lipidated apoE lipoproteins were originally derived from the human *APOE* targeted replacement mice (Sullivan et al., 1997, 1998; Knouff et al., 1999). These lines are homozygous for ε*2*, ε*3*, or ε*4* human *APOE* alleles. Development of immortalized astrocytic lines and characterization of apoE lipoproteins they produce have been described previously (Morikawa et al., 2005). Immortalized *Apoe^–/–^* astrocytes derived from the *Apoe^–/–^* mice (Zhang et al., 1992) were used to produce control conditioned media lacking human apoE lipoproteins. Cell culture media, supplements, and reagents used for isolation and culture of astrocytes and neurons were of Gibco™ brand and were purchased from Thermo Fisher Scientific (Waltham, MA, United States). Proteomic reagents were of Pierce™ brand and they also were purchased from Thermo Fisher Scientific. Kits and reagents for RNA extractions were obtained from Qiagen Sciences Inc. (Germantown, MD, United States). Recombinant human apoE was bought from Leinco Technologies (St. Louis, MO, United States). Primary and secondary antibodies were from different sources individually indicated in the text. All other chemicals and reagents were obtained either from Sigma-Aldrich (St. Louis, MO, United States) or from Thermo Fisher Scientific unless indicated otherwise.

### Culturing of Immortalized Astrocytes

Immortalized *Apoe^–/–^* astrocytes and those homozygous for ε*2*, ε*3*, and ε*4* human *APOE* alleles were maintained in the Dulbecco’s Modified Eagle Medium/Nutrient Mixture F-12 (DMEM/F-12) supplemented with 10% heat-inactivated fetal bovine serum (FBS), 1 mM sodium pyruvate, and 0.4% geneticin. To harvest the apoE lipoproteins, the astrocytes were plated in T-25 flasks and grown until they reach 75–85% confluence. Then the standard growth medium was replaced with serum free DMEM/F-12 supplemented with 1× N-2 supplement and 3 mM 25-hydroxycholesterol to enhance apoE production. The astrocytes were grown in the serum free DMEM/F-12 for 48 h. prior to harvesting the conditioned media containing apoE lipoproteins (Figure 1A).

**FIGURE 1:**
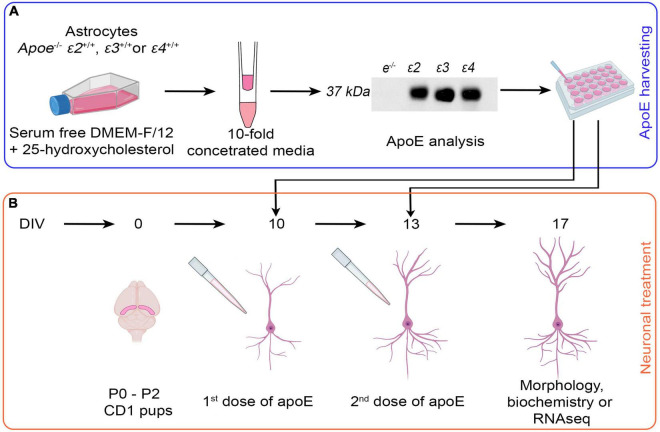
Schema of the experimental design. **(A)** Harvesting of native apoE lipoproteins. Immortalized *Apoe*^–/–^ astrocytes, and astrocytes homozygous for human *APOE* ε*2*, ε*3*, and ε*4* alleles are grown in the serum free DMEM/F-12 medium supplemented by 25-hydroxycholesterol for 48 h. Conditioned media are collected and 10-fold concentrated using 10 kDa MWCO Amicon Centrifugal Filter Units. ApoE level is verified by ELISA and balanced out by adding 10-fold concentrated media from *Apoe*^–/–^ astrocytes if needed. ApoE lipoprotein preparations or control media (10-fold concentrated *Apoe*^–/–^ conditioned media) are added to cultured neurons. **(B)** Treatment of primary hippocampal neurons with apoE lipoproteins. Primary hippocampal neuronal cultures are established from P0–P2 pups of CD1 mice in aseptic conditions. At 10 DIV and again at 13 DIV the control media or apoE lipoproteins are added. At 17 DIV the experiment is concluded and the neurons are subjected to morphological, biochemical, or transcriptomic analyses. The gradual development of dendritic arbor during *in vitro* maturation is schematically depicted in **(B)**. The diagram was created with the aid of BioRender.com.

### Concentration of ApoE Lipoproteins

Neat astrocytic media were 10-fold concentrated to minimize the amount of DMEM/F-12 introduced to the primary neuronal cultures. This was done by centrifugation of the media in Amicon^®^ Ultra-15 Centrifugal Filter Units with 10 kDa molecular weight cut off (MWCO) cellulose membranes (MilliporeSigma, Burlington, MA, United States) at 4,000 × *g* and 4°C (Figure 1A). To limit precipitation of apoE lipoproteins on the filter membrane the Amicon Filter Units were primed with 0.1 mg/ml solution of bovine serum albumin (BSA) in 0.01 M phosphate buffered saline (PBS) (Pankiewicz et al., 2021). The apoE level in 10-fold concentrated media was quantified using enzyme-linked immunosorbent assay (ELISA) (Pankiewicz et al., 2014) and the differences between batches were balanced out by adding 10-fold concentrated media from *Apoe^–/–^* astrocytes (Figure 1A). Lipidation status of the apoE lipoprotein particles was examined by Tris-Glycine native gel electrophoresis followed by Western blotting (Figures 2A,B).

**FIGURE 2:**
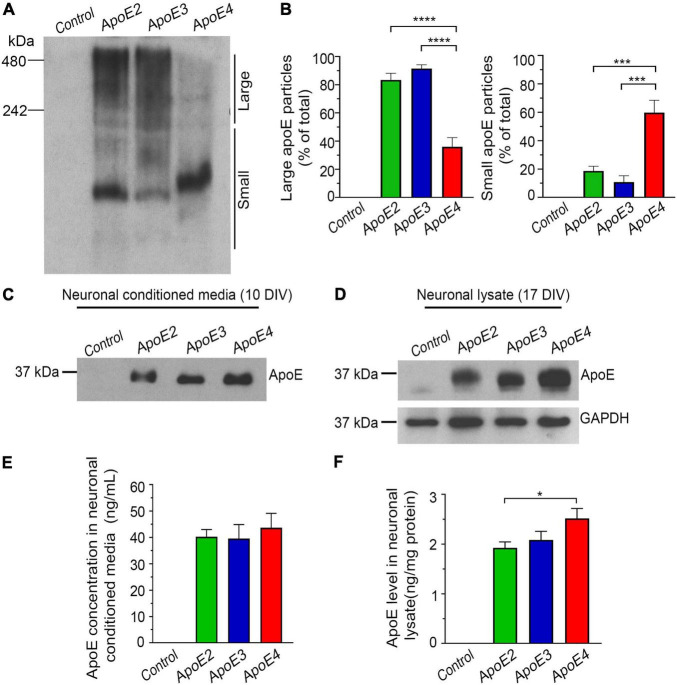
Characterization of the native apoE lipoprotein particles and their uptake by hippocampal neurons *in vitro*. Shown are Western blot analysis **(A)** and densitometric quantification **(B)** of apoE lipoproteins from astrocytic conditioned media, which are resolved under native conditions. The control denotes conditioned media from *Apoe^–/–^* astrocytes. The left and the right panel in **(B)** represent densitometric quantification of apoE protein band optical densities above and below the 242 kDa molecular weight marker, which is arbitrary used to discern large and small apoE lipoprotein particles, respectively. Whilst apoE2 and apoE3 signal dominates above the 242 kDa marker the apoE4 signal is localized mainly below it, what indicates reduced lipidation of apoE4 compared to apoE2 and apoE3. Shown is Western blot analysis of the apoE protein from the conditioned media of primary hippocampal neurons **(C)** and from the neuronal lysate **(D)**, which are resolved under reducing conditions. Neurons were treated with the control media (from *Apoe^–/–^* astrocytes) or indicated apoE lipoproteins. The conditioned media were sampled approximately 20 min. after adding the first dose of apoE lipoproteins, while neuronal lysates are from 17 DIV neurons collected at the conclusion of the experiment. Included also is Western blot analysis of GAPDH, used as the loading control for the Western blotting analysis of neuronal lysate. Shown are ELISA measures of apoE level in the neuronal media **(E)** and in the neuronal lysates **(F)**, which were sampled at the beginning and at the conclusion of the experiment, respectively. Consistently with the Western analysis, the ELISA measurements show comparable level of all three apoE isoforms in the neuronal media at the beginning of the experiment and elevated level of intraneuronal apoE4 compared to apoE2 and apoE3 at the conclusion of the experiment. Values in **(B)**, represent mean and SEM from five independent experiments, while those in **(E,F)** represent mean and SEM from eight independent experiments. **(B,E,F)** *p* < 0.0001 (ANOVA); *p < 0.05, ***p < 0.001, and ****p < 0.0001 (Holm’s–Sidak’s *post hoc* test).

### Cultures of Primary Hippocampal Neurons and Their Treatment With ApoE Lipoproteins

Dissociated cultures of primary hippocampal neurons were established from P0–P2 old pups of CD1 mice. Following rapid decapitation, the brains were extracted from the skulls and the hippocampi were dissected out in aseptic conditions (Figure 1B). Cell suspension was prepared by digesting the tissue with 30 units of Papain (Worthington Biochemical Corporation, Lakewood, NJ, United States) and 200 units of DNAse I (Worthington Biochemical Corporation) for 30 min at 37°C, triturating with fire-polished glass pipettes, and filtering through a 40 μm cell strainer (Kuszczyk et al., 2013). The neurons were counted and plated into 6-well plates in the amount of 50,000 per well for cytochemical analysis or in the amount of 500,000 per well for biochemical or RNA sequencing analyses. For the former type of analysis the neurons were seeded on poly-D-lysine coated, round, 18 mm in diameter coverslips (Ted Pella, Inc., Redding, CA, United States) placed on the bottom of the well. For the latter type of analysis, the neurons were seeded directly on the poly-D-lysine coated well bottom. Primary hippocampal neurons were cultured in the Neurobasal medium supplemented with 2% B-27 supplement, 2 mmol/L glutamine, 50 mg/mL of streptomycin, and 100 U/mL penicillin. One-third of the medium volume was replaced every third day. On the third DIV, primary hippocampal neurons were treated with 5 μmol/L cytosine-β-D-arabinoside to prevent growth of non-neuronal cells. On the 10 DIV and again on the 13 DIV apoE-enriched, 10-fold concentrated astrocytic conditioned media were added to the Neurobasal medium (1:10 vol/vol). The experiment was concluded at 17 DIV when the primary neuronal cultures were fixed for cytochemical characterization or lysed for biochemical or transcriptomic analyses. The concentration of apoE in the neuronal conditioned media at the commencement of the experiment and the amount of apoE internalized by neurons at the conclusion of the experiment were quantified by ELISA and by polyacrylamide gel electrophoresis (PAGE) performed under reducing conditions, followed by Western blotting (Figures 2C–F). The control neurons were treated on 10 and 13 DIV with 10-fold concentrated conditioned media from immortalized *Apoe^–/–^* astrocytes (1:10 vol/vol). The absence of apoE in the conditioned media from *Apoe^–/–^* astrocytes was confirmed using apoE ELISA and Western blotting. Likewise, the absence of apoE in the conditioned media from the control neurons at the commencement of the experiment and in their lysates at the conclusion of the experiment was confirmed (Figure 2). Contamination of dissociated neuronal cultures by native astrocytes was monitored by immunostaining against glial fibrillary acidic protein (GFAP) using a rabbit polyclonal anti-GFAP antibody (1:2000; Dako/Agilent Technologies; Santa Clara, CA, United States) and Alexa Fluor 488 conjugated goat anti-rabbit IgG secondary antibody (1:500; Jackson ImmunoResearch Laboratories Inc.; West Grove, PA, United States) followed by a nuclear counterstaining with 4′,6-diamidino-2-phenylindole (DAPI) (Pankiewicz et al., 2020). The number GFAP-labeled astrocytes was then manually enumerated in test fields 1.067 mm × 1.334 mm. Ten randomly selected test fields per coverslip from three independently established cultures per treatment condition were analyzed at 17 DIV. The degree of native astrocytic contamination ranged around 5.5% of all cells in the culture and did not vary significantly across treatment conditions (Supplementary Figure 1).

### ApoE Enzyme-Linked Immunosorbent Assay

Conditioned media from astrocytic or neuronal cultures were first treated with 0.5% sodium deoxycholate for 45 min at 37°C to delipidate apoE. Lysates of primary hippocampal neuronal cultures were prepared as previously described (Kuszczyk et al., 2013) and centrifuged at 10,000 × *g* for 20 min at 4°C to remove cellular debris. ApoE level was determined by sandwich ELISA utilizing HJ15.7 mouse monoclonal antibody (mAb) anti human apoE (Shi et al., 2017) as the capture antibody (0.1 μg/mL) (gift of D. M. Holtzman) and biotinylated goat anti-human apoE polyclonal antibody (1:5,000) (Meridian Life Science, Inc., Memphis, TN, United States) as the detection antibody (Pankiewicz et al., 2014). The color reaction was obtained using streptavidin conjugated horseradish peroxidase (HRP) (Fitzgerald Industries, Acton, MA, United States) and 3, 3′, 5, 5′- tetramethylbenzidine Peroxidase EIA Substrate Kit (Bio-Rad Laboratories, Inc., Hercules, CA, United States). Colorimetric ELISA readouts were converted to the actual apoE concentrations using standard curves prepared from increasing dilutions of recombinant human apoE. The level of apoE in the conditioned media was expressed in ng of apoE protein per mL while that in the cell lysate in ng of apoE protein per mg of the total protein, which was assessed by the Pierce BCA Protein Assay Kit following manufacturer provided instruction.

### ApoE Western Blotting

Western blots of gels run under native conditions were used to characterize apoE lipoproteins secreted by astrocytes to the conditioned media. Samples of 10-fold concentrated media were mixed with equal amounts of sample buffer containing Tris HCl 50 mM pH 6.8, 10% Glycerol, and 0.004% Coomassie blue G250 and immediately loaded on the pre-casted 4–20% Novex Tris-Glycine native gel and electrophoresed over 4 h at room temperature using Tris-Glycine Native Running Buffer. Following the electrophoresis, native gels were incubated with 1% SDS and 50 mM Tris pH 6.8 for 30 min, and electroblotted into nitrocellulose membranes over 3 h. The membranes were blocked with 5% soy milk diluted in the SuperBlock blocking buffer and incubated overnight at 4°C with polyclonal goat anti-human apoE antibody (1:7,000; Meridian Life Science, Inc.). ApoE-antibody complexes were visualized using HRP-linked donkey anti-goat IgG antibody (1:30,000; Santa Cruz Biotechnology Inc., Dallas, TX, United States) followed by SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Fisher Scientific). Membrane autoradiographs were then obtained and digitized as previously described (Asuni et al., 2013, 2014; Pankiewicz et al., 2019). The resulting images were densitometrically analyzed using NIH ImageJ2 (FIJI) (Bethesda, MD, United States) (Schindelin et al., 2012).

Western blots of gels run under reducing conditions were used to characterize apoE levels in the neuronal conditioned media and neuronal lysates. Samples of each were mixed with equal amounts of tricine sample buffer and beta-mercaptoethanol, boiled at 95°C for 5 min., resolved using 12.5% SDS-PAGE protein gels, and transferred into nitrocellulose membranes. Detection and quantification of apoE in the nitrocellulose membranes was performed analogously to that described for Western blots run under native conditions.

### Quantitative Analysis of Neuronal Dendritic Arbor

Primary hippocampal neurons on the cover slips were thrice washed with PBS, fixed with 4% paraformaldehyde (PFA) in 0.1 M phosphate buffer (PB) pH 7.4 over 15 min., thrice washed with PBS again, and permeabilized with 0.25% Triton X-100 in PBS. Then they were washed with PBS containing 0.05% Tween-20 and sequentially blocked with 10% BSA, and avidin/biotin kit (Vector Laboratories; Burlingame, CA, United States). The neuronal cytoskeleton was immunostained using a mouse mAb against microtubule-associated protein 2 (MAP2) (1:500; Sigma-Aldrich) followed by anti-mouse IgG biotinylated secondary antibody (1:500; Vector Laboratories) followed by Cyanine 3 (Cy3) conjugated streptavidin (1:1,000). Immunostained neurons were photographed under 40× objective magnification using high-sensitivity, cooled, monochrome DS-Qi1Mc camera attached to 80i Nikon fluorescent microscope (Nikon Corp., Tokyo, Japan) (Kuszczyk et al., 2013). Digitized neuronal images were analyzed using NIH ImageJ2 (FIJI) (Bethesda, MD, United States) (Schindelin et al., 2012). The dendritic arbor was traced using the simple neurite tracer plugin for NIH ImageJ2 (Longair et al., 2011) and the lengths of all dendritic branches were summed to obtain the combined dendritic length of a neuron. In addition, we quantified the arbor surface area, created by joining the tips of the most far out reaching dendrites using the Image J freehand tool (Wang et al., 2019). Dendrite branching was examined by the Sholl’s analysis (Binley et al., 2014), which enumerates the cross points between dendritic branches and the set of concentric circles spaced 3 μm apart from the center of the neuronal perikaryon (Figure 3B). Twenty randomly selected neurons per culture from three independent cultures per treatment condition were analyzed for all three parameters.

**FIGURE 3:**
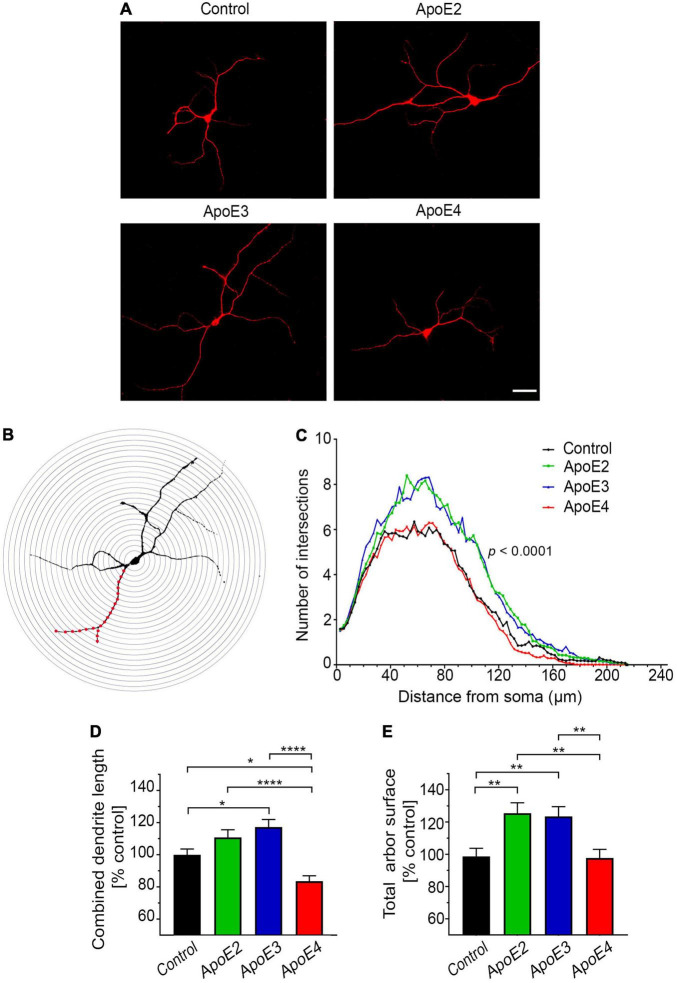
ApoE isoforms differentially regulate development of the dendritic arbor. **(A)** Representative microphotographs of 17 DIV hippocampal neurons grown in the presence of control media (from *Apoe^–/–^* astrocytes) or indicated apoE lipoproteins, which were stained against MAP-2. **(B)** Shown is an example of Sholl’s grid (a set of concentric circles 3 μm apart) overlying MAP-2 immunostained neuron. **(C)** Sholl’s analysis of 17 DIV primary hippocampal neurons, which were treated with the control media or indicated apoE lipoproteins. The radius of concentric circles from the center of the neuron is indicated on the abscissa, while the number of intersections made between the circle of a given radius and the dendritic arbor is given on the ordinate. Values represent mean number of intersections from 54 neurons per group (up to 20 neurons per culture from three independent cultures). SEM are omitted for presentation clarity. Also shown are analyses of the total arbor length **(D)** and the total arbor surface **(E)** of 17 DIV neurons treated with control media or indicated apoE lipoproteins. Values are expressed relative to those in neurons treated with control media and represent mean + SEM from 55 neurons per treatment (up to 20 neurons from each of three independent cultures). ApoE2 or apoE3 treatment significantly increases the number of dendritic branches and the total arbor surface of primary hippocampal neurons, while apoE4 has no significant effect on the number of dendritic branches and the total arbor surface compared to the control neurons, while it significantly reduces the combined dendritic length. **(B)** *p* < 0.0001 (two-way ANOVA); *p* < 0.0001 denotes *post hoc* significance (Holm’s–Sidak’s test) between apoE2 or apoE3 treated neurons and those apoE4 treated or control neurons. *Post hoc* difference between apoE2 and apoE3 treated neurons is not significant and it is not shown on the graph. *Post hoc* difference between the control and apoE4 treated neurons is *p* < 0.05, also is not shown on the graph. **(D,E)** *p* < 0.001 (ANOVA); *p < 0.05, **p < 0.01, and ****p < 0.0001 (Holm’s–Sidak’s *post hoc* test). Scale bar 40 μm in **(A)**.

### Dendritic Spine Analysis

Dendritic spines were labeled with a combination of 1, 1′-Dioctadecyl-3, 3, 3′, 3′-tetramethylindocarbocyanine perchlorate (DiI) and Phalloiding-iFluor 488 (Abcam Inc., Cambridge, MA, United States), which have complementary labeling affinity toward mature and immature spine forms, respectively. Dil solution was prepared by dissolving Dil crystals in dimethyl sulfoxide (DMSO) (2 μg/μl), and then diluting the DMSO based solution with Dulbecco’s phosphate-buffered saline (DPBS) 1:500. Neurons were first fixed with 2% PFA and then stained with Dil overnight at room temperature. On the following day, after copious washing with DPBS the neurons were stained again with 1:1,000 PBS solution of Phalloidin-iFluor 488 for 90 min at room temperature (Cheng et al., 2014). Dil/Phalloidin-iFluor 488 double labeled neurons were imaged using Zeiss 880 LSCM with ZEN Black 2.3 SP1 acquisition software. Z-stack of images were acquired through the entire thickness of a neuron with a capture speed of 5, 54% overlap between slices, and a pinhole diameter of 1 Airy unit. The Z-stacks were collapsed into two-dimensional images using the maximum intensity projection function. The background was subtracted with a rolling ball radius of 35 pixels, gamma was adjusted to 1.1, and the resolution of the pictures was proportionally increased by a factor of 5 both in *X*- and *Y*-axis using the Transform J plugin in FIJI software. The total number and subtype frequency of dendritic spines were analyzed along four 20-μm long segments randomly selected along secondary independent dendrites. Four spine subtypes were recognized based on their distinct morphology: filopodium, thin, stubby, and mushroom-shaped (Cheng et al., 2014) (Figures 4A,B). Ten randomly selected neurons per culture from four independent cultures per treatment condition were analyzed.

**FIGURE 4:**
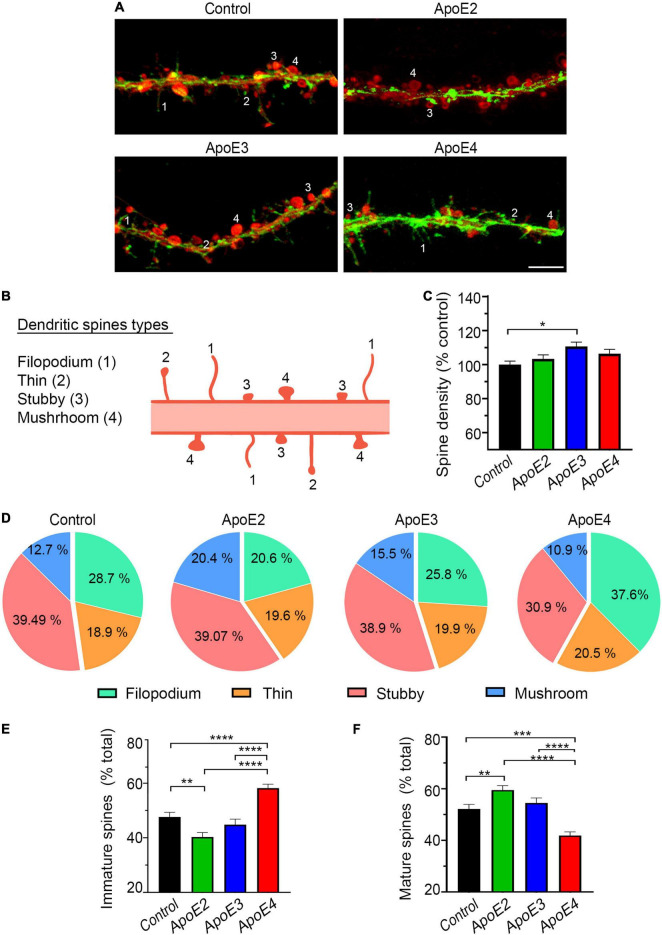
ApoE4 increases fraction of immature dendritic spines. **(A)** Representative microphotographs of dendritic spines in 17 DIV primary hippocampal neurons treated with the control conditioned media from *Apoe^–/–^* astrocytes or indicated apoE lipoproteins, which were stained with Phalloidin 488 (green) and DiI (red). Numerical labels denote types of dendritic spines 1 – filipodia, 2 – thin, 3 – stubby, and 4 – mushroom, which are schematically represented in **(B)**. Filipodia and thin spine represent immature spine forms and stain stronger with Phalloidin, while stubby and mushroom spines exemplify more mature spine forms and label more intensely with Dil. **(C)** Shown is analysis of dendritic spine density in 17 DIV hippocampal neurons treated with the control media or indicated apoE lipoproteins. Values are expressed relative to those in the control neurons and represent mean + SEM from 40 neurons per each treatment condition (10 neurons from each of four independent cultures). **(D)** Frequency analysis of spine types per treatment condition and the representation of immature (filipodia + thin) **(E)** and mature spines (stubby + mushroom) **(F)** as the fraction of the total spine number. Values represent mean + SEM (in **E,F**) from 40 neurons per treatment condition. Dendritic spine density remains relatively unchanged across the treatment conditions apart from a modest increase in apoE3 treated neurons. Analysis of spine type distribution shows that apoE2 significantly increases the fraction of mature spines at the expense of immature spines compared to the control neurons. ApoE4 significantly increases the fraction of immature spines and significantly decreases that of mature spines compared to all other treatment conditions. **(C)** *p* < 0.01, **(E)** *p* < 0.0001, and **(F)** *p* < 0.001 one-way ANOVA; *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 (Holm’s–Sidak’s *post hoc* test). Scale bar 5 μm in **(A)**.

### Synaptic Protein Expression

Primary hippocampal neurons were fixed 4% PFA and immunostained against postsynaptic density protein 95 (PSD95) with a mouse mAb (1:100; MilliporeSigma), NR1 subunit of the *N*-methyl-D-aspartate receptor (NMDAR) with a rabbit mAb (1:100; MilliporeSigma), or against synaptophysin with a mouse mAb (1:250; Santa Cruz Biotechnology, Dallas, TX, United States). Biotinylated anti-mouse or anti-rabbit secondary antibodies (both 1:500; Vector Laboratories) followed by Cy3 conjugated streptavidin (1:1,000) were used to visualize immunolabeled synaptic proteins. Neurons were imaged using Zeiss 880 laser scanning confocal microscope (LSCM) and ZEN Black 2.3 SP1 acquisition software (v. 14.0.18.201) (Carl Zeiss AG, Oberkochen, Germany) under the 63 × 1.4 N.A. objective. Z-stack of images were acquired through the entire thickness of the neuron with a capture speed of 7, 67% overlap between slices, and a pinhole diameter of 1 Airy unit. To quantify expression of synaptic proteins Z-stacks were collapsed into a two-dimensional image, which was converted into 8-bit format. Expression of synaptic proteins was quantified along secondary independent dendrites following our previously published protocols (Kuszczyk et al., 2013, 2014). Ten to 15 neurons per culture from four independent cultures per treatment condition were randomly chosen for analysis. Five rectangular test areas (20 μm × 10 μm) covering secondary independent dendrites were selected per neuron. Integrated density of the synaptic protein immunostaining within each test area was then measured using the FIJI software. The integrated density is defined as a product of area and mean gray value for a positive immunostaining within the test area.

### RNA Isolation and Deep Sequencing

Neuronal RNA was isolated using RNeasy Mini Kit, following manufacturer provided protocol, which included in column DNA digestion with 2 U of DNAse I. Processing of isolated RNA and its sequencing was carried out by the Genome Technology Center of the NYU Grossman School of Medicine. Purity and integrity of isolated RNA was first determined using 2100 Bioanalyzer (Agilent Technologies Inc., Santa Clara, CA, United States). RNA concentration was measured on NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific). Ribosomal RNA was depleted using the Ribo-Zero Gold kit (Illumina, Inc., San Diego, CA, United States). cDNA libraries were generated with Illumina Truseq kit with an input of 200 ng of RNA and 10 cycles. Sequencing was performed using the NovaSeq 6000 Sequencing System on an SP100 flowcell (Illumina, Inc.).

### Bioinformatic Analysis of the Transcript

Analysis of RNA sequencing readouts was performed with the help of the Applied Bioinformatics Laboratory of the NYU Grossman School of Medicine. Sequencing reads were mapped to the reference genome (mm10) using the STAR aligner software (v2.5.0c) (Dobin et al., 2013). Alignments were guided by a Gene Transfer Format (GTF) file. The mean read insert sizes and their standard deviations were calculated using Picard tools software (v.1.126)^1^. The read count tables were generated using HTSeq software (v0.6.0) (Love et al., 2014) and normalized based on their library size factors using the DEseq2 package (Quinlan and Hall, 2010). The gene expression analysis aimed to identify genes enriched by each apoE isoform compared to the control where apoE was absent. The Read Per Million normalized BigWig files were generated using BEDTools software (v2.17.0) 33 and bedGraphToBigWig tool (v4). Sets of genes enriched by each apoE isoform were analyzed using Kyoto Encyclopedia of Genes and Genomes (KEGG) with the aid of the DAVID Functional Classification Tool^2^ (Huang da et al., 2009). This allows for identification of pathways enriched by each apoE isoforms. Significantly up and down regulated genes, which are not included in any recognized KEGG pathway, were ontogenetically classified (gene ontology [GO] analysis) based on the function of its coded protein included in the Uniport database (UniProt, 2019) and/or by literature review for their specific roles in neuronal biology. Genes were considered differentially expressed if their RNA level changed at least two fold with *p* < 0.05 (Wang et al., 2021; Yamaguchi et al., 2021) between any of the apoE isoform treatment and the control neurons grown in the absence of added human apoE lipoproteins. Four independent neuronal cultures per each apoE isoform and four control cultures grown in the apoE absence were subjected to RNA sequencing and subsequent bioinformatic analysis.

### Data Presentation and Statistical Analysis

All data sets characterizing primary hippocampal neurons cultured in the presence of apoE lipoproteins are expressed relative to the control neurons grown in the presence of conditioned media from *Apoe^–/–^* astrocyte. All data sets were first assessed for normality using Shapiro–Wilk test. Differences across various treatment conditions were analyzed using one-way analysis of variance (ANOVA) except for comparison of dendritic arborization (Sholl’s analysis) where two-way ANOVA was used. Holm–Sidak test was chosen for *post hoc* analysis for one- and two-way ANOVA. All ANOVA analyses were performed using GraphPad Prism v8.4.3 (GraphPad Software Inc., San Diego, CA, United States). Differences in the individual gene expression between neurons treated with each of apoE lipoproteins and the control neurons were analyzed using Student’s *t-test*, which was performed in the R environment (v3.1.1)^3^. To determine the significance of KEGG pathway enrichment Fisher’s exact test was used and the analysis was performed using DAVID Functional Classification Tool. All data in the manuscript are presented as the mean and the standard error of the mean (SEM).

## Results

### Characterization of ApoE Lipoprotein Particles and Their Uptake by Hippocampal Neurons

Western blotting analysis of gels run under native conditions confirmed production of lipidated apoE particles by immortalized astrocytes and their secretion to the conditioned media (Figures 1A, 2A,B). Most of the apoE2 and apoE3 lipoproteins are large particles, which under native conditions resolve above the 242 kDa marker: 83.3% ± 4.7 and 91% ± 2.7%, respectively. Small particles, which resolve below the 242 kDa marker constitute only 18.6% ± 3.3 and 10.7% ± 4.5% of the total apoE2 and apoE3 particle pool, respectively. The relationship between large and small particles for apoE4 is inversed. The former constitutes only 35.9% ± 6.5% of the total apoE4 particle pool, while the later 59.7% ± 8.7%. These noticeable disparities in lipidated apoE particle size previously described in the literature underscore differences in the lipid binding characteristics across various apoE isoforms, indicating relatively poorer lipidation of the apoE4 (Morikawa et al., 2005; Kim et al., 2015; Fu et al., 2016; Chen Y. et al., 2021).

We confirmed that at the commencement of the experiment, the level of apoE protein in the neuronal media is similar for all apoE isoforms (Figures 2C,E). It averages 41.6 ng/mL ± 2.6 ng/mL as measured by the apoE ELISA (Figure 2E). This apoE concentration is comparable to the apoE concentration in the brain interstitial fluid of *APOE* ε3/ε3 targeted replacement mice, which is estimated at 38.1 ng/mL ± 4.0 ng/mL using *in vivo* microdialysis zero-flow method (Ulrich et al., 2013). We also directly confirmed internalization of apoE by neurons. At the conclusion of the experiment presence of the apoE protein in the neuronal lysate is both detectable by Western blotting of gels resolved under reducing conditions and ELISA (Figures 2D,F). Neurons grown in the presence of apoE4 contain 30.68% more apoE protein than neurons grown in the presence of apoE2 (*p* < 0.05) and 20.84% more than those grown in the presence of apoE3 (*p* = 0.067) (Figure 2F). The difference between apoE2 and apoE3 cultured neurons is negligible.

We also confirmed *Apoe^–/–^* astrocytes secrete no apoE to the conditioned media. The control neurons treated with the conditioned media from *Apoe^–/–^* astrocytes show no detectable apoE protein both in the neuronal media and in the neuronal lysate (Figure 2).

### ApoE Isoforms Differentially Regulate Complexity and Extent of the Dendritic Arbor

Our experimental setup shows that apoE isoforms differentially regulate complexity and extent of the dendritic arbor in primary hippocampal neurons cultured *in vitro*. Neurons, which between 10 and 17 DIV were cultured in the presence of apoE2 or apoE3 lipoproteins show a significant increase in the number of dendritic branches compared to the control neurons grown in the absence of added human apoE lipoproteins (Figure 3A). Sholl’s analysis reveals the greatest difference in the number of dendritic branches in the range of 30–110 μm from the soma, thus concerning primary and secondary dendrites (*p* < 0.0001 apoE2 vs. control and *p* < 0.0001 apoE3 vs. control) (Figure 3C). ApoE2 and apoE3 lipoproteins also increase the combined dendrite length by 10.8% ± 6% (*p* = 0.14) and 17.2% ± 6% (*p* < 0.05) compared to the control, respectively; and the total arbor surface by 26% ± 8.3% (*p* < 0.01) and 24.7% ± 8.3% (*p* < 0.01), compared to the control, respectively (Figures 3D,E). There are no significant differences concerning the number of dendritic branches, the combined dendrite length, and the total arbor surface between neurons cultured in the presence of apoE2 or apoE3 lipoproteins.

Neurons grown in the presence of apoE4 lipoproteins show significantly lower number of dendritic branches than those cultured in the presence of apoE2 (*p* < 0.0001) or apoE3 (*p* < 0.0001) lipoproteins. The difference in the number of branches between apoE4 treated neurons and the control neurons also reach statistical significance (*p* < 0.05) but this is more likely a result of the sum of minor variances in the number of cross points at various concentric circles, rather than represents any systematic effect attributable to apoE4 (Figures 3A,C). ApoE4 treated neurons demonstrate significantly lower values of the combined dendrite length and the total arbor surface metrics compared to those treated with apoE2 and apoE3 (Figures 3D,E). In comparison to the control neurons apoE4 reduces the combined dendritic length by 16% ± 6% (*p* < 0.05) but does not change the total arbor surface.

### ApoE Isoforms Show Opposing Effects on Dendritic Spine Subtype Frequency

Formation and maturation of the dendritic spines are the mechanisms underlying neuronal network plasticity. ApoE lipoproteins show no systematic effect on the dendritic spine density compared to the control neurons. Only apoE3 modestly increases the density of spines by 11.1% (*p* < 0.05) (Figures 4A,C). There is, however, apoE isoform specific effect on the subtype frequency of dendritic spines. We distinguished four forms of the dendritic spines listed in the order of advanced maturation and readiness to form the synaptic connections: filopodium, thin, stubby, and mushrooms (Figures 4A,B). In the control neurons grown in the absence of added human apoE lipoproteins the percentages of immature spines (filopodium + thin) and mature spines (stubby and mushroom) constitute 47.62% ± 1.7% and 52.1% ± 1.8%, respectively (Figures 4D–F). ApoE2 significantly increases the fraction of mature spines to 59.47% ± 1.74% (*p* < 0.01) at the expense of immature spine, which fraction is reduced to 40.3% ± 1.63% (*p* < 0.01) compared to the control. Similar trend, yet statistically insignificant vs. the control, is seen for apoE3, which increases the fraction of mature spines to 54.4% ± 1.95% (*p* = 0.34), while reducing the fraction of immature spines down to 44.8%, ± 2.0% (*p* = 0.24). In comparison, apoE4 lipoproteins produce an opposite effect increasing the fraction of immature spines to 58.2% ± 1.4% (*p* < 0.0001) and reducing the fraction of mature spines to 41.9% ± 1.4% (*p* < 0.001) compared to the control. The differences in the spine fractions between neurons treated with apoE4 lipoproteins and those treated with apoE2 or apoE3 lipoproteins also are significant (Figures 4D–F).

### ApoE Isoforms Show Opposing Effects on the Dendritic Expression of PSD95 and NR1 Synaptic Proteins

ApoE2 and apoE3 lipoproteins increase expression of PSD95 and NMDAR NR1 subunit in the dendrites. The integrated density of PSD95 is higher by 11.8% ± 4.9% (*p* = 0.064) and 5.6% ± 4.9% (*p* = 0.38) in apoE2 and apoE3 treated neurons, respectively; while that of NR1 by 33.2% ± 8.0% (*p* < 0.0001) and 11.7% ± 8.1% (*p* = 0.27), respectively (Figures 5A–C). In contrast, apoE4 lipoproteins reduce the integrated density of PSD95 by 12.5% ± 4.9% (*p* < 0.05) and show a parallel trend to reduce that of NR1 by 9.9% ± 8.2% (*p* = 0.27) compared to the control neurons. Due to opposing direction of changes *post hoc* differences in PSD-95 and NR1 integrated density values between neurons treated with apoE4 and those treated with apoE2 or apoE3 are significant (Figures 5A–C). No apoE isoform significantly alters expression of synaptophysin compared to the control neurons (Figure 5D). A statistically significant *post hoc* effect is observed between apoE2 and apoE4 treated neurons (*p* < 0.01) due to opposing direction of change in the synaptophysin integrated density values with the former showing 8.3% ± 4.7% (*p* = 0.20) reduction and the later 9.5% ± 4.8% (*p* = 0.18) increase compared to the control neurons.

**FIGURE 5:**
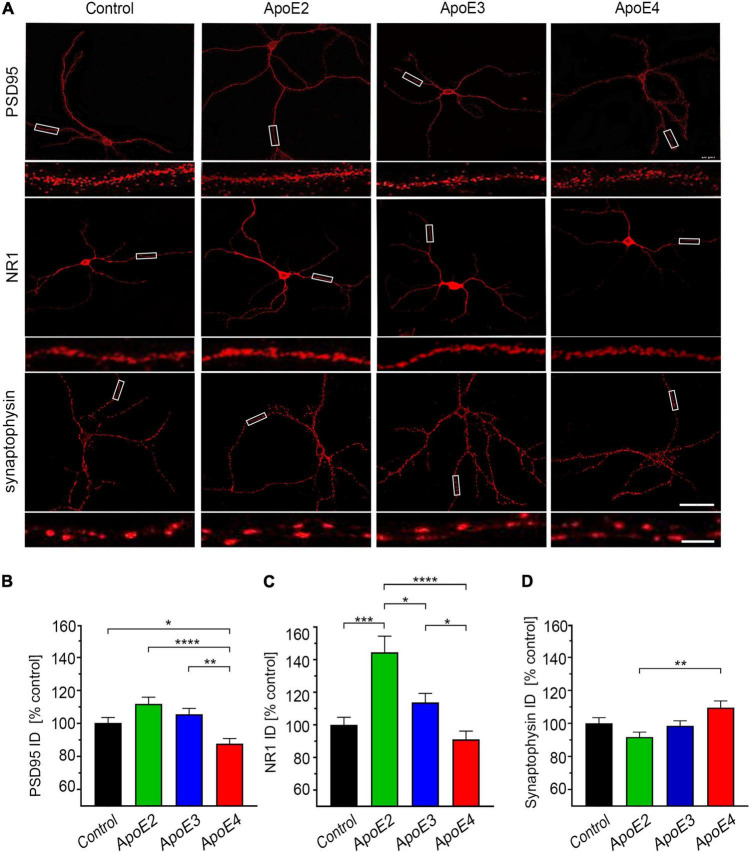
ApoE isoforms differentially regulate expression of PSD95 and NR1. **(A)** Representative microphotographs of 17 DIV hippocampal neurons grown in the presence of the control media from *Apoe^–/–^* astrocytes or indicated apoE particles, which were immunostained against post-synaptic density protein 95 (PSD95), NR1 subunit of the *N*-methyl-D-aspartate receptor or synaptophysin. Rectangular areas covering section of dendrites are enlarged directly underneath each image and exemplify test areas used to analyze integrated density of synaptic proteins. Shown is analysis of the integrated density for PSD95 **(B)**, NR1 **(C)**, and synaptophysin **(D)** in the independent secondary dendrites. Values are expressed relative to those in the control neurons and represent mean + SEM from 40 to 60 neurons per each treatment condition (10–15 neurons from each of four independent cultures). ApoE4 treated neurons show significantly reduced expression of PSD95 compared to all other treatment conditions and the NR1 expression compared to apoE2 and apoE3 treated neurons but not to the control neurons. ApoE2 significantly increases NR1 expression of compared all other treatment conditions. **(B,C)** *p* < 0.0001 (ANOVA); *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 (Holm’s–Sidak’s *post hoc* test). Scale bar 40 and 5 μm (inset) in **(A)**.

### ApoE Isoforms Differentially Enrich Neuronal Transcriptome

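RNA of primary hippocampal neurons of CD1 mice was sequenced in 4 libraries for each of 4 groups, 16 in all. The neurons received 10-fold concentrated medium at 10 and 13 DIV, conditioned by astrocytes that express human apoE2, apoE3 or apoE4 or by *Apoe-/-* astrocytes (the control neurons), and RNA was taken at 17 DIV. The cultures also received AraC, which stops dividing cells, at a concentration that the paper gives as 5 μmol/L and the sample labels as 5 mmol/L. The authors aligned the reads to the mouse genome mm10 with STAR, counted them per gene with HTSeq and deposited the raw counts, without normalization. Between 14087723 and 34248172 reads per library were counted on genes, with medians of 22397702 in the control, 27111196 in the apoE2, 19401000 in the apoE3 and 19439823 in the apoE4 libraries. Reads that HTSeq assigned to no gene made up 38.4 to 73.7% of a library's total. The counts were scaled by edgeR's TMM method and are given relative to the scaled library size (CPM). After a filter on low counts, 17038 genes were compared with edgeR's quasi-likelihood test over all 16 libraries, with Benjamini-Hochberg adjustment over these genes. A pair below is the treated and the control library with the same replicate number, since libraries that share a number also deviate together. The reported fit leaves these pairs out and is conservative for that reason. Few calls or a large p in it are therefore weak evidence against a change, and values with the replicate number as a block are given beside many results. A gene is said to meet the study's criterion at a fold change of at least 2 and an unadjusted p under 0.05. Only these thresholds are the study's. Unless another test is named, the p is that of edgeR on the filtered genes, while the study's methods name Student's t-test. A gene that does not meet the criterion here can thus have met it in the study, and the closing section compares the counts by setting.

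**Figure D1:**
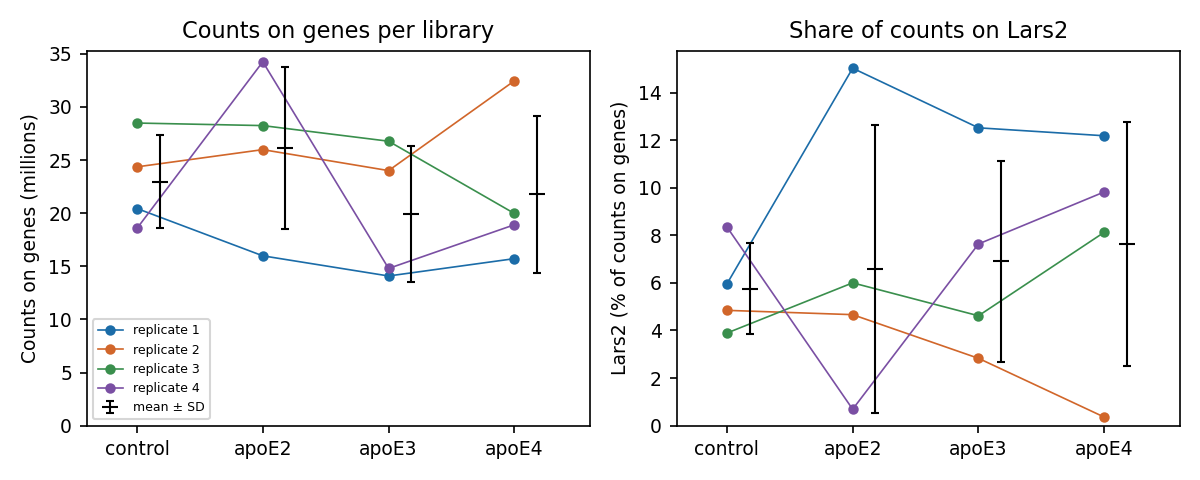
Reads counted on genes (left) and the share of them on *Lars2* (right, in percent) in each library, by group, with a line joining the libraries of 1 replicate number and black marks for the mean ± SD of the 4 libraries. The totals range from 14087723 to 34248172 reads and the share of *Lars2* from 0.359 to 15.0%.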

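At an adjusted p under 0.05 edgeR called 0 genes with apoE2, 1 with apoE3 and 33 with apoE4, each against the control neurons, and the 33 apoE4 genes were all higher. The smallest edgeR adjusted p was 0.0995 with apoE2, 0.0420 with apoE3 and 0.00175 with apoE4. At an unadjusted p under 0.05 the counts were 473, 1081 and 568 genes, and DESeq2 called 16, 51 and 91 genes at its own adjusted p. With the replicate number as a block in the edgeR fit, 293 genes were called with apoE2 (200 higher), 2004 with apoE3 (1360 higher) and 569 with apoE4 (547 higher), and all 33 apoE4 genes called without the block were among them. The setting that raised these counts most was DESeq2 with the replicate block, at 679, 2602 and 941 genes. With only the 2 groups compared in the edgeR fit, 0 genes were called with apoE3 and 0 with apoE4. The test that the study's methods name called 0 with apoE4. Leaving out 1 library at a time moved the apoE4 count between 15 (without control replicate 1) and 60 (without apoE4 replicate 2), and the single apoE3 call was lost in 14 of 16 such fits.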

Analysis of neurons grown in the presence of lipoproteins comprised of various apoE isoforms shows a substantial transcriptomic enrichment compared to the control neurons grown in the absence of added human apoE lipoproteins (Figures 6A–C). The observed effect is largely apoE isoform specific as the overlap between gene sets enriched by two or more of apoE lipoproteins is moderate (Figure 6D). 

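Tested directly against each other by edgeR, apoE4 and apoE3 differed at an adjusted p under 0.05 in 26 genes (24 higher with apoE4) and apoE4 and apoE2 in 43 genes (39 higher with apoE4). ApoE3 and apoE2 differed in 0 genes, with a smallest edgeR adjusted p of 0.932, while 388 genes had an unadjusted p under 0.05 and DESeq2 called 5. With the replicate block the counts were 307, 759 and 234 genes. The study's criterion was met by 210, 218 and 115 genes, or 355, 355 and 285 with the block. The count between apoE4 and apoE3 was 0 without apoE3 replicate 1, and that between apoE4 and apoE2 lay between 9 (without apoE2 replicate 4) and 85 (without apoE4 replicate 2). Of the 5 genes with the smallest p among those that differed at least 2-fold between apoE4 and apoE3, *Cmtm4* had a log2 fold change of 1.32 (standard error 0.16, edgeR adjusted p = 0.0117, higher in 4 of 4 pairs), *Eif4ebp2* of 2.31, *Gm340* of 1.34 and *Hpgd* of −2.16, while *Mir7053* rests on few reads, 1 with apoE3 and 89 with apoE4.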

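With apoE3, 211 genes were higher and 121 lower than in the control neurons at the study's criterion, and 597 and 214 with the replicate block. Without apoE3 replicate 2 the counts rose to 542 and 358, without apoE3 replicate 4 the higher genes numbered 114, and without control replicate 1 the lower genes numbered 78. The gene with the smallest p among those changed at least 2-fold was *Hpgd*, on chromosome 8 from 56294585 to 56321043, at 18.4 ± 3.46 CPM (SD, n = 4) against 4.15 ± 1.53 CPM in the control neurons. Its log2 fold change was 2.15 (standard error 0.29, edgeR adjusted p = 0.0420, higher in 4 of 4 pairs). *Top2a* had 23.5 ± 9.12 CPM against 4.16 ± 2.43 CPM, a log2 fold change of 2.5 (standard error 0.43, edgeR adjusted p = 0.209, higher in 4 of 4 pairs). The other genes among the first 5 were *Syndig1l*, *Gldn* with a log2 fold change of 2.79 and *Slc16a11* with −1.54.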

The most robust effect is caused by apoE3 which upregulates expression of 398 genes and downregulate expression of 218. ApoE4 upregulates expression of 308 genes and down regulates expression of 70 genes. 

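The study's criterion was met by 176 genes that were higher and 18 that were lower with apoE4. In the fit with the replicate block the counts were 388 and 35. How far the higher genes outnumber the lower ones depends on the setting, since with no low-count filter there were 467 and 257, and by the methods' test without a filter 273 and 256. Without control replicate 4 the higher genes numbered 337, and without apoE4 replicate 2 the lower genes numbered 50. Among genes changed at least 2-fold the smallest p belonged to *Eif4ebp2*, on chromosome 10 from 61428491 to 61452661, which encodes a repressor of translation initiation. It was counted at 53.0 ± 25.0 CPM (SD, n = 4) with apoE4 and at 6.33 ± 1.04 CPM in the control neurons. The log2 fold change was 3.06 (standard error 0.31, edgeR adjusted p = 0.00175, higher in 4 of 4 pairs). *Gm340* (1.62 (standard error 0.19, edgeR adjusted p = 0.00327, higher in 4 of 4 pairs)) and *Cmtm4* (1.34 (standard error 0.16, edgeR adjusted p = 0.00327, higher in 4 of 4 pairs)) followed on the same log2 scale, together with the transcription factor genes *Mafg* and *Elk4*.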

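At the study's criterion 71 genes were higher and 51 lower with apoE2 than in the control neurons, and with the replicate block 174 and 89. Leaving out control replicate 4 gave 151 higher and 85 lower genes. The smallest p of a gene changed at least 2-fold belonged to *Ldlrad4*, at 21.2 ± 1.36 CPM (SD, n = 4) with apoE2 and 10.3 ± 2.66 CPM in the control neurons, a log2 fold change of 1.03 (standard error 0.16, edgeR adjusted p = 0.133, higher in 4 of 4 pairs). The call was lost without control replicate 1 (0.95), control replicate 3 (0.99), control replicate 4 (0.98) and apoE2 replicate 2 (0.98). Of its exons, 52.1% lie over *Fam210a* on the other strand, and the strand setting of the counting is not stated, so its count is uncertain. *Lingo4*, which encodes a protein of the neuronal surface, had 3.23 ± 1.17 CPM against 0.844 ± 0.291 CPM, with a log2 fold change of 1.93 (standard error 0.33, edgeR adjusted p = 0.177, higher in 4 of 4 pairs). The first 5 also held *Hpgd* (1.37), *Gm10800* (3.08) and *Ninj1* (1.06), each given as a log2 fold change. *Gm10800* did not meet the criterion by the methods' test, and *Ninj1* no longer met the criterion without control replicate 1 (0.93) and apoE2 replicate 2 (0.95).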

ApoE2 produces the least robust effect upregulating 144 genes and down regulating 130 genes. There is a moderate overlap between genes differentially enriched by apoE3 and apoE2 with 51 and 27 commonly up and down regulated, respectively; and between apoE3 and apoE4 with 71 and 3 commonly up and down regulated, respectively. In contrast, the number of genes commonly up and down regulated by apoE2 and apoE4 are only 10 and 8, respectively. 

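Genes that met the study's criterion in the same direction with apoE2 and apoE3 but not with apoE4 were 22 higher and 15 lower, and with apoE3 and apoE4 but not apoE2 36 higher and 1 lower. Under the replicate block these counts were 63 and 32, and 135 and 4. Genes shared by each pair of isoforms, whatever the third did, numbered 49 and 49. The 3 comparisons use the same control libraries, which makes some genes shared by chance. In 20 simulations with no isoform effect, 3 and 2.95 genes were shared on average and at most 8 and 7, but these simulations do not settle how many chance gives, which the closing section takes up. Without control replicate 4 the pairs of isoforms shared 137 and 163 genes, and without control replicate 2 apoE3 and apoE4 shared 27.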

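ApoE2 and apoE4 shared 4 higher and 3 lower genes that apoE3 did not, at the study's criterion, and 5 and 4 with the replicate block. Counted whatever apoE3 did, they shared 19 genes, against 2.85 on average and 5 at most in the simulations without an isoform effect, but these do not settle the question of chance, and the closing section does not exclude it for this overlap. This count ranged from 15 without control replicate 2 to 64 without control replicate 4.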

Out of the pool of 1,062 genes differentially enriched by any of apoE isoforms only 15 are upregulated and 3 are downregulated by all three isoforms.

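Altogether 543 genes met the study's criterion with at least 1 isoform. All 3 isoforms shared 11 higher genes and 1 lower gene, where the simulations without an isoform effect gave 1.30 genes on average, and in the closing section chance is excluded for this overlap only with the replicate block. Once blocked by replicate number, 1133 genes met the criterion with at least 1 isoform, and 59 higher and 1 lower genes were common to the 3 isoforms. Leaving out apoE3 replicate 2 raised the first count to 1086. Without control replicate 2 the isoforms shared 6 genes and without control replicate 4 they shared 51.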

**FIGURE 6:**
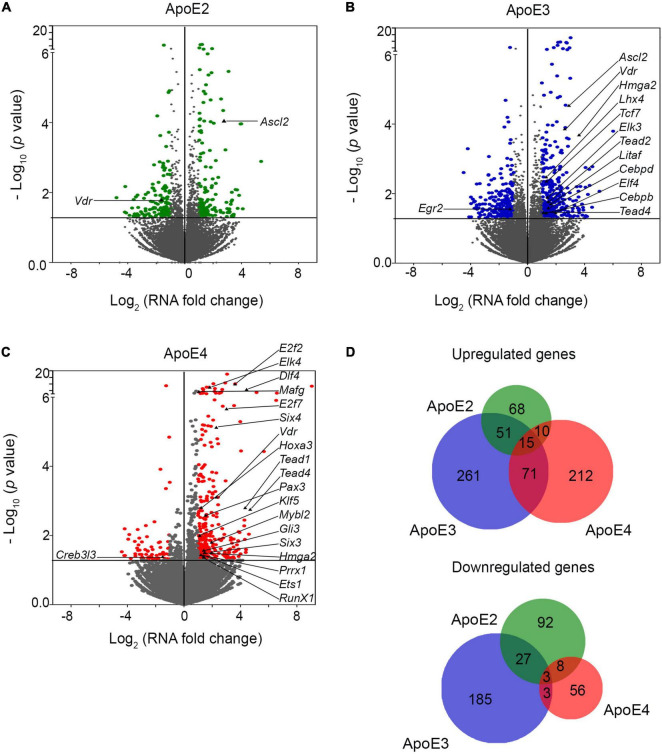
ApoE lipoproteins differentially modulate transcriptomic profile of maturating hippocampal neurons. Panels **(A–C)** show volcano plots of genes, which are enriched in primary hippocampal neurons maturated in the presence of indicated apoE lipoproteins compared to the control neurons grown in the presence of conditioned media from *Apoe^–/–^* astrocytes. Abscissas represent Log_2_ of the mRNA level fold change vs. the control neurons and ordinates represent negative Log_10_ of *p*-values for the genes variably expressed under a given apoE lipoprotein treatment condition. The horizontal lines indicate the *p*-value of 0.05. Genes, which *p*-value is less than 0.05 and mRNA fold change is greater than two are considered significantly enriched and are highlighted in color. Significantly enriched transcriptomic factors are indicated by their names. ApoE3 effects the greatest number of enriched genes while the apoE2 the smallest. **(D)** Shown are the Venn diagrams depicting the overlap of genes, which are enriched by the treatment with various apoE lipoproteins. Gene enrichment effect is relatively apoE isoform specific. There is a moderate overlap between gene sets enriched by apoE2 and apoE3, and those enriched by apoE3 and apoE4, while the overlap between apoE2 and apoE4 and across all three apoE isoforms is negligible.

There are numerous transcription factors among genes, which are differentially enriched by apoE lipoproteins (Figures 6A–C and Supplementary Table 1). 

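Supplementary Table 1 lists 29 transcription factors, of which 24 had enough counts to be tested. At an adjusted p under 0.05 over all genes, edgeR called 4 of them with apoE4, *Mafg*, *Elk4*, *E2f2* and *Elf4*, and 0 with apoE2 or apoE3. Adjusted over the list alone the counts were 1 with apoE2, 2 with apoE3 and 10 with apoE4, which is not independent evidence, since the study chose the list on these libraries. With the replicate block, 3, 15 and 18 were called over all genes. *Elf4*, on chromosome X from 48411046 to 48463132, had 3.16 ± 1.80 CPM (SD, n = 4) with apoE4 and 0.151 ± 0.184 CPM in the control neurons, a log2 fold change of 4.40 (standard error 0.82, edgeR adjusted p = 0.0468, higher in 4 of 4 pairs). *Elk4*, on chromosome 1 from 132007607 to 132032612, rose from 26.3 ± 4.29 CPM to 94.1 ± 30.6 CPM, a log2 fold change of 1.84 (standard error 0.24, edgeR adjusted p = 0.00511, higher in 4 of 4 pairs). The log2 fold change of *E2f2* was 3.62 (standard error 0.63, edgeR adjusted p = 0.0303, higher in 4 of 4 pairs), and that of *Mafg* was 1.06 (standard error 0.13, edgeR adjusted p = 0.00327, higher in 4 of 4 pairs). Without apoE4 replicate 1 the log2 fold change of *Mafg* was 0.92, under the fold of the study's criterion.

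**Figure D2:**
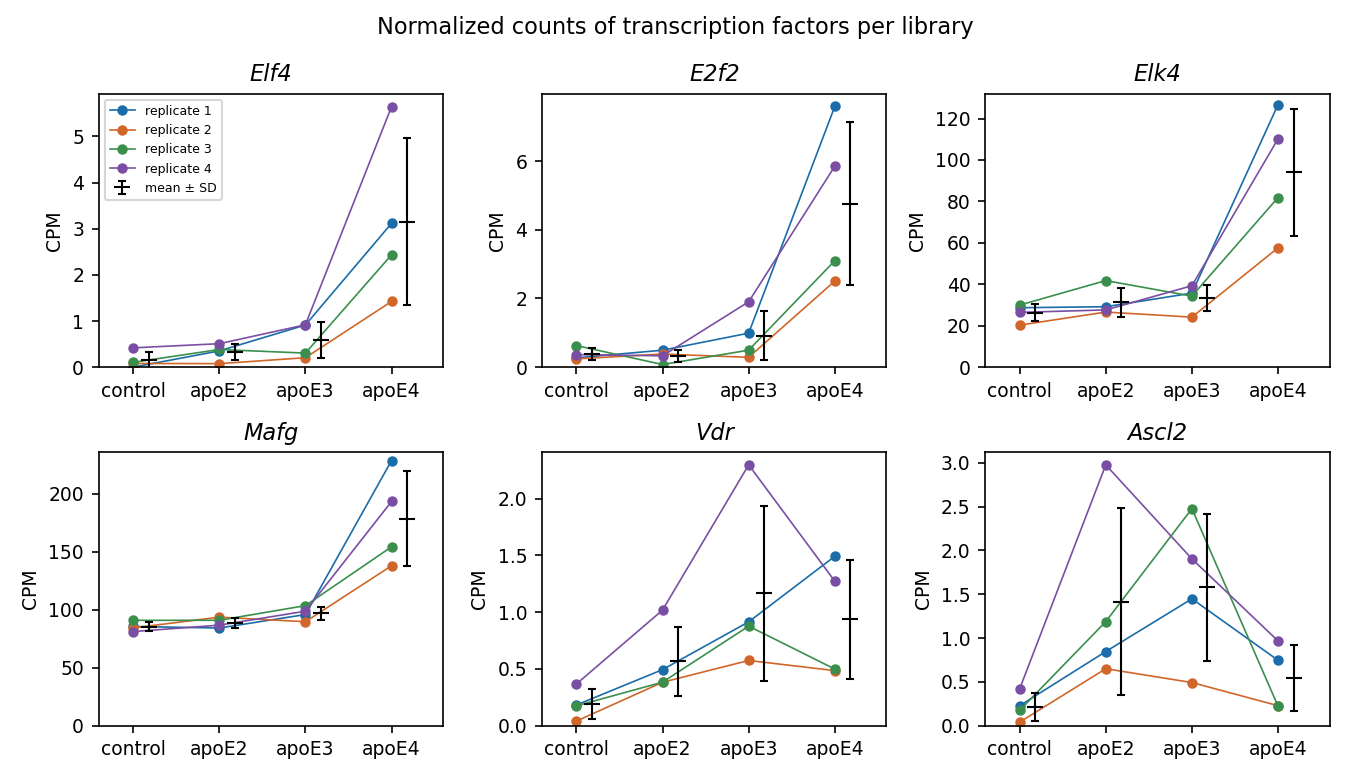
CPM of 6 transcription factor genes in each library, by group, with a line joining the libraries of 1 replicate number and black marks for the mean ± SD of the 4 libraries. The apoE4 libraries of *Elk4* lie at 94.1 ± 30.6 CPM and those of the control neurons at 26.3 ± 4.29 CPM.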

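Of the transcription factors that Supplementary Table 1 lists for apoE4, 15 of 20 were tested and 11 met the study's criterion, or 15 with the replicate block. Of all 24 tested factors of the table, 15 met it with apoE4 without control replicate 4. Besides the genes above, *E2f7* had the largest log2 fold change of those tested, 2.98 (standard error 0.62, edgeR adjusted p = 0.0920, higher in 4 of 4 pairs). With the replicate block all 15 tested genes listed for apoE4, *E2f7* among them, had an edgeR adjusted p under 0.05. *Pax3*, *Hoxa3* and *Six3* had too few counts for the test. *Pax3* had 0 reads over the 4 control libraries and 16 over the 4 apoE4 libraries, and *Hoxa3* had 1 and 20. *Six3* had 16 and 38 reads.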

Interestingly, the most robust effect is caused by apoE4, which affects expression of 20 transcription factors. ApoE3 alters expression of 12 while apoE2 only two. Most of these differentially expressed transcription factors are upregulated. 

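Among the genes listed for apoE3, 12 of 13 were tested and 11 met the study's criterion, and both genes listed for apoE2, *Ascl2* and *Vdr*, met it. By the methods' test neither *Ascl2* (2.705) nor *Vdr* (1.56) met it with apoE2. The apoE3 count with the replicate block was 17 of all 24 tested transcription factors. It was 5 without apoE3 replicate 1 and 16 without apoE3 replicate 2. *Ascl2* had a log2 fold change of 2.75 (standard error 0.73, edgeR adjusted p = 0.770, higher in 4 of 4 pairs) with apoE2 and of 2.89 (standard error 0.74, edgeR adjusted p = 0.414, higher in 4 of 4 pairs) with apoE3. With the replicate block edgeR called *Ascl2* with apoE2 at an adjusted p under 0.05 over all genes. Between apoE3 and apoE2 it differed by a log2 fold change of 0.14 (edgeR adjusted p = 1.00). *Hmga2*, listed for apoE3, was not tested and had 9 reads over the control and 76 over the apoE3 libraries.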

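Over all 24 tested transcription factors of the table, 20 were higher and 4 lower with apoE2, 23 higher and 1 lower with apoE3, and 23 higher and 1 lower with apoE4. At the study's criterion all 11 of apoE4 were higher, as were 10 of the 11 of apoE3.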

Only *Egr2* is downregulated by apoE3, while apoE4 downregulates *Creb3l3*. 

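*Egr2*, on chromosome 10 from 67535475 to 67542188, was at 2.00 ± 0.523 CPM (SD, n = 4) with apoE3 and at 4.59 ± 3.25 CPM in the control neurons. Its log2 fold change was −1.20 (standard error 0.54, edgeR adjusted p = 0.778, lower in 2 of 4 pairs), and it no longer met the study's criterion without any one of control replicate 2, control replicate 3, apoE2 replicate 1, apoE3 replicate 1, apoE3 replicate 2, apoE3 replicate 3, apoE4 replicate 1 and apoE4 replicate 2, where it lay between −1.23 and −0.79. The call was also lost by the methods' test (−1.22) and by DESeq2 with the replicate block (−0.99). It was lost too with only the 2 groups compared in the edgeR fit (−1.22). With apoE4 the log2 fold change of *Egr2* was −0.44, and between apoE4 and apoE3 it differed by 0.76 (edgeR adjusted p = 1.00). *Creb3l3*, on chromosome 10 from 81084324 to 81098874, had too few counts for the test, with 47 reads over the 4 control libraries and 16 over the 4 apoE4 libraries. With no filter on low counts its log2 fold change was −1.48 and it did not meet the criterion.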

There is a minimal overlap across transcription factors enriched by various apoE isoforms. 

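Of the tested transcription factors, 15 met the study's criterion with 1 isoform, 3 with 2 isoforms and 1 with all 3. *Ascl2* was shared by apoE2 and apoE3, and *Elf4* and *Tead4* by apoE3 and apoE4. In the fit with the replicate block the counts were 14, 7 and 3. By the methods' test *Ascl2* lost its apoE2 call (2.705), and *Elf4* and *Tead4* lost their apoE3 calls (1.95 and 1.31). *Tead4* with apoE3 was also lost with DESeq2 size factors (1.30) and with the length and GC correction (1.32). It was lost too with only the 2 groups compared in the edgeR fit (1.31). *Elf4* met the criterion with apoE3 at a log2 fold change of 1.93 (standard error 0.83), which was lost without control replicate 1 (1.51), control replicate 2 (1.72), control replicate 3 (1.79), apoE3 replicate 1 (1.63) and apoE3 replicate 4 (1.60). *Tead4* had 1.32 (standard error 0.61) with apoE3, lost in 12 of the 16 fits that leave out 1 library, and 1.54 (standard error 0.61) with apoE4, lost without control replicate 2 (1.24) and apoE4 replicate 1 (1.32).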

Only *Vdr* encoding vitamin D3 receptor is upregulated by all three of them. 

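*Vdr*, on chromosome 15 from 97854425 to 97910630, was at 0.191 ± 0.134 CPM in the control neurons and at 0.569 ± 0.303 CPM, 1.17 ± 0.769 CPM and 0.936 ± 0.522 CPM with apoE2, apoE3 and apoE4 (SD, n = 4). Its log2 fold changes were 1.62 (standard error 0.64, edgeR adjusted p = 1, higher in 4 of 4 pairs), 2.60 (standard error 0.64, edgeR adjusted p = 0.398, higher in 4 of 4 pairs) and 2.28 (standard error 0.64, edgeR adjusted p = 0.432, higher in 4 of 4 pairs). The apoE2 value fell out of the study's criterion without control replicate 2 (1.27) and apoE2 replicate 4 (1.14) and by the methods' test (1.56). Under the replicate block the edgeR adjusted p was 0.0562, 8.86e-04 and 0.00370, and *Ascl2* and *Litaf* also met the criterion with all 3 isoforms.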

About 40% of transcription factors, which expression is affected by various apoE lipoproteins also belong to KEGG pathways, significantly enriched by the apoE lipoproteins.

### Signaling Pathways and Gene Sets Enriched by ApoE4 Lipoproteins Are Functionally Distinct From Those Enriched by ApoE2 and ApoE3 Lipoproteins

KEGG pathway analysis shows apoE3 lipoproteins upregulate the greatest number of pathways 19, while apoE4 and apoE2 lipoproteins upregulate 10 and 7 pathways, respectively (Figures 7A,B and Supplementary Table 2). There are five pathways commonly upregulated by apoE3 and apoE2 and another 5 by apoE3 and apoE4, but there is no single pathway, which is commonly upregulated by apoE2 and apoE4 or by all three apoE isoforms. Relatively few pathways are down regulated. ApoE2 down regulates two pathways, while apoE3 down regulates one (Figure 7C and Supplementary Table 2).

**FIGURE 7:**
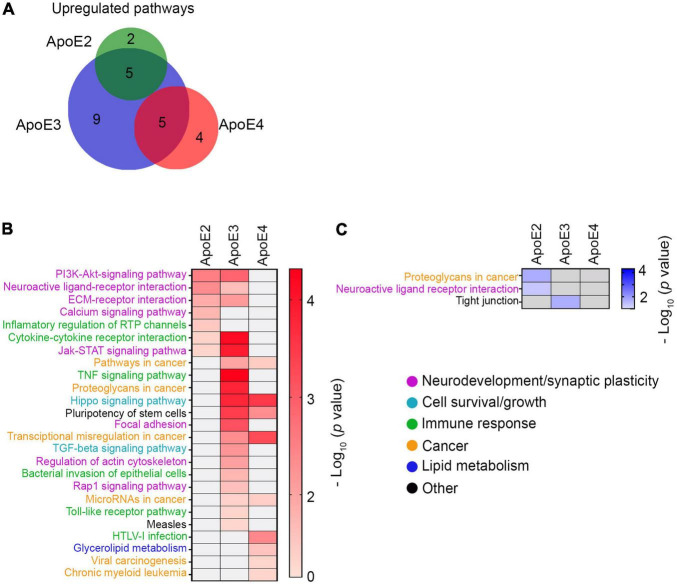
KEGG pathway analysis. **(A)** Shown is a Venn diagram depicting the overlap of KEGG pathways differentially upregulated by various apoE lipoproteins. While there is a considerable overlap between the number of KEGG pathways upregulated by apoE2 or apoE3 and those upregulated by apoE3 or apoE4, there is no overlap between apoE2 and apoE4 and across all three apoE isoforms. Shown are heat maps of KEGG pathways, which are significantly upregulated **(B)** or downregulated **(C)** in neurons maturated in the presence of indicated apoE lipoproteins vs. the control neurons. Color intensity gradients included alongside each heatmap graphically represent negative Log_10_ of *p*-values for enriched KEGG pathways.

KEGG pathways enriched by various apoE isoforms are functionally categorized as related to (1) neurodevelopment and synaptic plasticity, (2) cell survival and growth, (3) immune response, (4) cancer, (5) lipid metabolism, and (6) others. Pathways upregulated by apoE2 and apoE3 are functionally distinct from those primarily upregulated by apoE4. Both apoE2 and apoE3 but not apoE4 significantly upregulate four signaling pathways importantly involved in neurodevelopment and synaptic plasticity: PI3-AKT pathway (*p* < 0.01 apoE2; *p* < 0.01 apoE3), neuroactive ligand-receptor pathway (*p* < 0.01 apoE2; *p* < 0.05 apoE3), ECM receptor interaction pathway (*p* < 0.05 apoE2; *p* < 0.01 apoE3) and JAK-STAT pathway (*p* < 0.05 apoE2; *p* < 0.001 apoE3). 

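The pathway gene sets themselves are not used here, so the genes that Supplementary Table 2 lists for each pathway were counted. The study chose these genes on the same libraries, so their tallies are not independent evidence of enrichment. Of 18 tested genes listed for the PI3K-AKT pathway, 4, 9 and 2 were higher with apoE2, apoE3 and apoE4 at the study's criterion, and 10, 15 and 7 with the replicate block. Their median log2 fold changes were 1.03, 1.52 and 0.82. Adjusted over the list alone, edgeR called 0, 1 and 0 of them, and adjusted over all tested genes 0, 0 and 0, or 10, 15 and 9 with the replicate block. Between apoE4 and apoE3 1 of these genes differed at the criterion. The 13 tested genes of the neuroactive ligand-receptor pathway gave 7, 10 and 2 at the criterion, median log2 fold changes of 1.09, 1.59 and 0.60 and 3, 11 and 0 calls adjusted over the list alone (0, 0 and 0 over all tested genes, or 5, 8 and 2 with the block), and 5 met the criterion as lower with apoE4 than with apoE3. For the JAK-STAT pathway 2, 5 and 0 of 9 tested genes were higher, and 3, 8 and 3 with the replicate block. The ECM-receptor genes, as the supplement's text lists them, gave 2, 7 and 1 of 15, and 6, 12 and 6 with the block, but the table's layout leaves it unclear which genes at the ends of that list belong to it.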

ApoE2 also exclusively upregulates the calcium signaling pathway (*p* < 0.05), while apoE3 the focal adhesion pathway (*p* < 0.001) and the actin cytoskeleton regulatory pathway (*p* < 0.01), and in the category of pathways involved in cell survival and growth the TGFβ signaling pathway (*p* < 0.01). 

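Among the 5 tested genes listed for calcium signaling, 4, 3 and 0 were higher with apoE2, apoE3 and apoE4 at the study's criterion, and 4, 4 and 0 were called adjusted over the list alone (0, 0 and 0 over all tested genes, or 3, 3 and 0 with the replicate block). Directly compared, 3 lay higher and 2 lower with apoE3 than with apoE2, and 0 met the criterion. The focal adhesion list had 0, 5 and 1 of 12 genes higher (3, 10 and 3 with the replicate block), the actin cytoskeleton list 0, 6 and 0 of 11 (2, 9 and 3) and the TGF-beta list 0, 3 and 1 of 5 (1, 5 and 3). Between apoE3 and apoE2, 0, 1 and 1 genes of these lists were higher with apoE3 at the criterion, or 1, 2 and 2 with the block.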

ApoE2 has down regulating effect on a part of the neuroactive ligand-receptor pathway (*p* < 0.05) (Figure 7C). ApoE4 does not upregulate any pathways classified as related to neurodevelopment and synaptic plasticity either exclusively or in common with other apoE isoforms. It does upregulate commonly with apoE3 the Hippo signaling pathway, which is related to cell survival and growth (*p* < 0.001 apoE3; *p* < 0.001 apoE4). 

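With apoE4, the median log2 fold change of the listed genes was 0.82 for focal adhesion, 0.89 for the actin cytoskeleton, 0.97 for JAK-STAT and 0.72 for calcium signaling, where 2 of the 5 genes lay below 0. The study chose these genes against the same control libraries, so the medians are no evidence of an effect of apoE4. With the same test between apoE4 and apoE3, 0 of the 12 focal adhesion genes, 0 of the 11 actin cytoskeleton genes and 2 of the 5 calcium signaling genes were lower with apoE4 at the study's criterion, or 1, 0 and 2 with the replicate block, while 11, 11 and 4 lay lower whatever their p.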

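Supplementary Table 2 lists 18 genes for the Hippo signaling pathway, and 17 were tested. At the study's criterion 2, 8 and 7 were higher with apoE2, apoE3 and apoE4, and 3, 12 and 9 with the replicate block, with median log2 fold changes of 0.38, 1.35 and 1.07. ApoE4 and apoE3 differed at the criterion in 1 of these genes, which was higher with apoE4, and with the block also in 1 that was lower. Adjusted over the list alone, edgeR called 0, 0 and 0, and adjusted over all tested genes 0, 0 and 0, or 3, 14 and 10 with the block.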

ApoE4 also upregulates pathways involved in glycerophospholipid metabolism (*p* < 0.05). 

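The table lists 4 genes for glycerolipid metabolism. Of the 4 that were tested, 0, 1 and 3 were higher with apoE2, apoE3 and apoE4 at the study's criterion (0, 2 and 4 with the replicate block), and 2 passed with apoE4 when adjusted over the list alone (by edgeR 0 over all tested genes, or 3 with the block). Directly between apoE4 and apoE3, 4 of them lay higher with apoE4, and 0 met the criterion, or 1 with the block.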

All types of apoE isoforms upregulate, either commonly or individually, several pathways related to cancer and immune response, which implication in the biology of developing neurons is unclear (Figure 7B).

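The genes listed for pathways in cancer numbered 22 after the filter, and 2, 7 and 5 were higher with apoE2, apoE3 and apoE4 at the study's criterion, or 3, 15 and 10 with the replicate block. TNF signaling had 0, 5 and 0 of 10 genes higher, or 0, 10 and 2 with the replicate block, and cytokine-receptor interaction 3, 7 and 1 of 13, or 5, 12 and 6. For HTLV-1 infection the tally was 0, 3 and 8 of 9 and for viral carcinogenesis 0, 1 and 7 of 7, and 5 genes of the last list met the criterion as higher with apoE4 than with apoE3. Toll-like receptor signaling gave 0, 3 and 1 of 6 (with the block 1, 6 and 1), measles 1, 4 and 1 of 6 and chronic myeloid leukemia 0, 0 and 3 of 4 (with the block 0, 1 and 4).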

There are numerous genes differentially enriched by treatment with various apoE lipoproteins, which do not belong to any established KEGG pathway. We subjected these genes to the GO analysis according to the function their encoded proteins play in neurons. Protein function was cross-referenced against the Uniprot database and the literature search (Figure 8 and Supplementary Table 3). 

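Supplementary Table 3 lists 22 cytoskeleton genes, of which 20 were tested and 3, 8 and 3 were higher with apoE2, apoE3 and apoE4 at the study's criterion, or 3, 13 and 7 with the replicate block. For neurodevelopment the tally was 2, 6 and 8 of 22 genes, or 3, 13 and 15 with the block, and for immune response 3, 6 and 1 of 11, or 4, 8 and 4. Cell adhesion genes moved both ways, with 1, 4 and 7 of 25 higher and 3, 6 and 0 lower (with the block 2, 12 and 13 higher and 4, 6 and 0 lower), and so did Wnt signaling genes, with 2, 4 and 1 of 12 higher and 3, 1 and 0 lower (with the block 3, 5 and 1 higher and 4, 2 and 0 lower). The oxidative stress list had 0, 2 and 2 of 6 genes higher (with the block 1, 3 and 3), the excitatory signaling list 1, 2 and 2 of 5 (1, 3 and 2) and the survival list 2, 6 and 1 of 11 (3, 8 and 2).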

All apoE isoforms commonly enrich a category of genes pertinent to cytoskeleton structure and maintenance, myelin maintenance, neurodevelopment, immune response, synthesis and metabolism of retinol, cell adhesion, oxidative stress, Wnt signaling, excitatory signaling, neurological and sensory disorders, excitatory signaling, survival, and energy and glucose metabolism. 

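Genes listed for the inhibition of neurite growth were higher in 0, 2 and 0 of 3 cases with apoE2, apoE3 and apoE4 at the study's criterion (with the replicate block 1, 3 and 1), those for its promotion in 0, 2 and 0 of 4 (1, 2 and 0) and those for excitatory inhibition in 1, 2 and 0 of 3 (2, 2 and 0). Of 6 tested ion channel and transporter genes, 1 was higher and 3 were lower with apoE3, and 0 with apoE2 and with apoE4, while with the block 1, 2 and 1 were higher. Lipid metabolism genes gave 1, 2 and 2 of 7 (2, 4 and 4 with the block). The 27 tested cell cycle genes gave 1, 5 and 23 (2, 10 and 22 with the block), with median log2 fold changes of 0.44, 0.96 and 1.58 and 6 genes higher and 1 lower with apoE4 than with apoE3 at the criterion.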

In categories including neurite growth control, excitatory inhibition, and ion channels, transporters genes are predominantly enriched by apoE2 and apoE3 with few genes affected by apoE4, while genes involved in exosomal and lysosomal biology, lipid metabolism and cell cycle are largely enriched both by apoE3 and apoE4 and to lesser extent by apoE2. 

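The 6 genes listed for AMPAR signaling moved both ways, with 4, 2 and 0 lower and 1, 1 and 0 higher with apoE2, apoE3 and apoE4 at the study's criterion, and 1 was higher and 1 lower with apoE4 than with apoE3. Synaptic plasticity genes gave 1, 3 and 1 of 7 higher, and neurotransmitter exocytosis genes 1, 1 and 0 of 7, or 4, 3 and 2 with the replicate block. Of 4 tested chaperone genes, 1, 1 and 0 were higher, or 2, 4 and 2 with the block, and their median log2 fold changes were 1.17, 1.41 and 0.81. The single gene listed for cellular growth suppression was lower with apoE2 and with apoE3 (log2 fold changes of −1.43 and −1.29) and at −0.72 with apoE4, while 1 of 2 tumor suppressor genes was higher, with apoE3, or 2 with the block.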

Genes involved in the excitatory α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid receptor (AMPAR) signaling, synaptic plasticity, neurotransmitter exocytosis, chaperone proteins, and suppression of cellular and tumor growth are enriched by apoE2 and apoE3 but not by apoE4. ApoE3 and apoE4 but not apoE2 affect expression of genes involved in intracellular trafficking, apoptosis, DNA repair. 

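Among the 7 tested genes listed for intracellular trafficking, 0, 3 and 3 were higher with apoE2, apoE3 and apoE4 at the study's criterion. The apoptosis list had 0, 2 and 5 of 11 genes higher, or 0, 7 and 7 with the replicate block, and median log2 fold changes of 0.60, 1.42 and 1.11. Directly compared, 2 apoptosis genes were higher and 0 lower with apoE4 than with apoE3 at the criterion.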

There is a prominent group of genes exclusively enriched by apoE4, which includes histone structural proteins.

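All 4 histone genes of Supplementary Table 3 met the study's criterion with apoE4 and none of them with apoE2 or apoE3, and all 4 were also higher with apoE4 than with apoE3 in the direct comparison. *Hist1h4m*, on chromosome 13 from 21811746 to 21812147, was at 1.52 ± 0.969 CPM (SD, n = 4) with apoE4 and 0.131 ± 0.107 CPM in the control neurons. Its log2 fold change was 3.51 (standard error 0.64, edgeR adjusted p = 0.0394, higher in 4 of 4 pairs). The log2 fold changes of *Hist1h3g*, *Hist1h2bk* and *Hist1h2bh* were 1.35 (standard error 0.56, edgeR adjusted p = 1.00, higher in 4 of 4 pairs), 1.12 (standard error 0.52, edgeR adjusted p = 1.00, higher in 4 of 4 pairs) and 1.01 (standard error 0.40, edgeR adjusted p = 1.00, higher in 4 of 4 pairs). The call of *Hist1h2bk* was lost without control replicate 1 (1.17), control replicate 2 (0.93), control replicate 3 (0.91), apoE2 replicate 1 (1.12), apoE2 replicate 2 (1.11), apoE2 replicate 4 (1.10), apoE3 replicate 2 (1.12), apoE3 replicate 3 (1.12), apoE4 replicate 1 (1.14) and apoE4 replicate 4 (0.65). The call of *Hist1h2bh* was lost without control replicate 2 (0.84), control replicate 3 (0.80), apoE2 replicate 4 (0.99), apoE4 replicate 1 (0.91), apoE4 replicate 3 (0.996) and apoE4 replicate 4 (0.91). With no low-count filter *Hist1h2bh* had 0.997, just under the fold of the criterion. With only the 2 groups compared in the edgeR fit *Hist1h2bh* (1.00) and *Hist1h2bk* (1.11) lost their calls too. That of *Hist1h2bk* was also lost by the methods' test (1.11). The call of *Hist1h3g* was lost without control replicate 1 (1.00), control replicate 3 (1.36), apoE4 replicate 1 (1.19) and apoE4 replicate 4 (1.23). The members of these multigene families share sequence. Reads without a unique alignment were counted on no gene, so some of their reads could be missing.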

**FIGURE 8:**
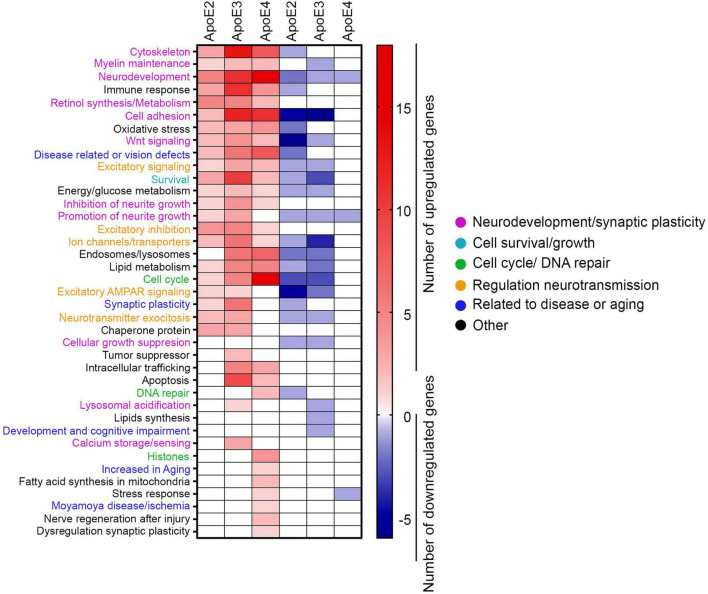
GO analysis. The heat map depicts the number of genes for each of the ontological category, which are differentially enriched by indicated apoE lipoprotein treatment compared to the control neurons. Only genes showing twofold change and *p*-value < 0.05 are represented.

## Discussion

Previously several groups including ours have shown that apoE promotes dendritic arborization, dendritic spine sprouting, synapse formation, and various synaptic protein expression (Gordon et al., 1995; Raber et al., 1998, 2000; Qiu et al., 2004; Kuszczyk et al., 2013; Kim et al., 2014). Each of these biological functions play an important role in the development, long-term maintenance, and adaptive plasticity of neuronal networks. In this paper we have shown native apoE lipoproteins differentially influence neuroplasticity mechanisms through epigenetic regulation of neuronal transcriptome. In primary hippocampal neurons treated with human apolipoproteins, which concentrations mimic that established in the brain interstitial fluid, apoE2 and apoE3 increase extent and complexity of the dendritic arbor while apoE4 show no effect on the number of dendritic branches and the total arbor surface compared to the control neurons, while it reduces the combined dendrite length. ApoE lipoproteins also regulate the frequency of various dendritic spine types in seemingly differing ways. ApoE2 and apoE3 increase the frequency of mature spines (i.e., stubby and mushrooms) at the expense of immature spines (i.e., filipodia and thin), while apoE4 produces an opposite effect by reducing the frequency of mature spines and increasing the frequency of immature spines. However, apoE lipoproteins show no systematic effect on dendritic spine density. Mature spines can readily form synaptic contacts and feature greater expression of PSD95 and NMDAR NR1 subunit (Hering and Sheng, 2001; Yoshihara et al., 2009), which we also noticed in apoE2 and apoE3 treated neurons. In contrast, immature spine types like filopodia, which are upregulated by apoE4, feature enhanced plasticity potential and can be rapidly formed or eliminated. They play an important role in fast one-trial learning (Ozcan, 2017). Interestingly, the work by Nwabuisi-Heath et al. (2014) also suggested that apoE4 may not only prevent dendritic spine maturation, but it also may precipitate loss of mature spines promoting dendritic spine turnover. In accordance with these observations, analysis of neuronal structure in young *APOE*-ε*4* targeted replacement mice revealed simpler neuronal network characteristics compared to *APOE*-ε*3* mice with key differences concerning reduced dendritic branching, density and length of dendritic spines (Dumanis et al., 2009; Rodriguez et al., 2013). These discrete effects caused by apoE4 appear to leave the neurons in a less mature state but endows them with a greater plasticity potential, should they engage in the formation of neuronal networks. In fact, several groups have independently noted the superior level of cognitive performance and in particular the enhancement of episodic memory in young *APOE*ε*4* carriers compared to non-carriers (Yu et al., 2000; Mondadori et al., 2007; Jochemsen et al., 2012; Rusted et al., 2013). As cognitive task performance relies on the adaptive plasticity of neuronal networks, reduced degree of dendritic spine maturation and its increased turnover featured by *APOE* ε*4* carriers render them more capable of adaptive changes during the cognitive tasks. Consistent with this notion, the enhancement of hippocampal LTP at younger age in *APOE*-ε*4* mice also was shown (Kitamura et al., 2004). The outstanding performance in *APOE ε4* carriers at young age remains in stark contrast to the effect of *ε4* allele during aging when it becomes a dominant risk factor for age related cognitive decline (Greenwood et al., 2000; Caselli et al., 2007, 2009, 2011; Luck et al., 2015). Opposing effects the ε*4* allele on cognition in young vs. aging carriers is known as the antagonistic pleiotropy effect (Tuminello and Han, 2011; Rusted and Carare, 2015; Di Battista et al., 2016). Mechanisms underlying worse cognitive outcomes in elderly carriers of the ε*4* allele remain obscure, but one can suggest detrimental effect of enhanced synaptic plasticity throughout the lifespan leading to accelerated senility (Nuriel et al., 2017a). Detrimental effect of the ε*4* allele on the aging of neuronal networks has been consistently reproduced in multiple transgenic mouse lines expressing human apoE4 under the control of various promoters, which showed both behavioral and LTP deficiencies with advanced age [reviewed in Kim et al. (2014)]. Though *APOE* ε*4* carriers remain at significantly greater risk for AD (Corder et al., 1993) due to increased propensity to develop β-amyloid (Castellano et al., 2011; Holtzman et al., 2012) and tau pathologies (Shi et al., 2017), detrimental, age-related effect of the *APOE* ε*4* allele on neuronal network plasticity potential constitutes an independent risk factor promoting earlier age of onset and more rapidly progressing AD symptoms due to limiting the cognitive reserve [reviewed in Yamazaki et al. (2019)].

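Across the tested genes, which are not independent replicates, the log2 fold changes against the control neurons correlated with Pearson's r of 0.663 between apoE2 and apoE3, 0.637 between apoE3 and apoE4 and 0.442 between apoE2 and apoE4. The shared control libraries alone give a positive correlation. In the simulations with no isoform effect it was 0.486, 0.480 and 0.495 on average and at most 0.502, 0.492 and 0.510. For genes shared by apoE2 and apoE3 these simulations gave at most 8, while regroupings of labels within replicate numbers reached 67. The correlation was not computed in such regroupings, so these maxima do not bound what chance gives.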

The main conclusion drawn from the transcriptomic analysis of primary hippocampal neurons treated with human apoE lipoproteins, is that the effect of the apoE lipoproteins is not systemic but rather isoform specific with relatively moderate overlap between gene sets commonly enriched by two or more isoforms. Importantly this moderate overlap between KEGG pathways and ontological gene categories exists between apoE2 and apoE3 and between apoE3 and apoE4. In contrast, the overlap between apoE2 and apoE4 and likewise between all three apoE isoforms is minimal. From the functional perspective effects of transcriptomic enrichment caused by apoE2 and apoE3 are often similar, while those caused by apoE3 and apoE4 are at times oppositional. Both apoE2 and apoE3 commonly upregulate PI3K-AKT, neuroactive ligand receptor pathway, ECM-receptor interaction, and Jak-STAT signaling pathways where numerous genes are involved in promoting neurite branching (Peterson et al., 2010; Kerrisk et al., 2014; Skupien et al., 2014; Woodbury and Ikezu, 2014; Roszkowska et al., 2016; Kurshan and Shen, 2019), long term potentiation (McLean et al., 1993; Evers et al., 2002; Rosch et al., 2005; Gratacos et al., 2009; Guimond and Gallo-Payet, 2012; Daimon et al., 2013; Gross and Bassell, 2014; Garcia-Recio and Gascon, 2015; Linden et al., 2018; Sherman and Bang, 2018), or inhibitory signaling (Becker et al., 2006; Horvath et al., 2014; McCracken et al., 2017). In addition apoE2 and apoE3 also enrich multiple genes involved in retinoic acid metabolism and calcium signaling, which also are implicated in cellular maturation and neuronal signaling (Chen W. et al., 2010; Iwasawa et al., 2012; Sheng et al., 2013; Chou and Wang, 2016; Stoney et al., 2016). In contrast, apoE4, which has opposite effects on dendritic arbor and spine subtype characteristics shows less conspicuous effect on the expression of genes involved in retinoic acid and calcium metabolism. Instead apoE4 strongly upregulates genes involved in glycolipid turnover including *Prkd3*, which increases diacylglycerol (DAG) signaling, involved in dendritic spines destabilization (Kim et al., 2010; Buchser et al., 2012). Thus, activation of DAG signaling could be contributory to the higher number of immature dendritic spines observed in neurons treated with apoE4 lipoproteins. 

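Of the 8 genes that Supplementary Table 3 lists for retinol, 5 were tested, and 2, 3 and 0 were higher with apoE2, apoE3 and apoE4 at the study's criterion, with 1 lower with apoE2. Once blocked by replicate number, 4, 3 and 2 were higher. The genes listed there for calcium storage and sensing numbered 2, and 1 was higher, with apoE3, or 0, 2 and 1 with apoE2, apoE3 and apoE4 with the block.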

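In the direct comparison, 2 of the 5 tested retinol genes were lower with apoE4 than with apoE3 at the study's criterion, and compared with apoE2 1 was lower and 1 higher with apoE4. Their median log2 fold changes against the control neurons were 1.38, 1.04 and 0.93 with apoE2, apoE3 and apoE4.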

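*Prkd3*, on chromosome 17 from 78949405 to 79020816, was at 18.9 ± 11.2 CPM (SD, n = 4) with apoE4 and 7.85 ± 3.45 CPM in the control neurons. Its log2 fold change was 1.27 (standard error 0.59, edgeR adjusted p = 1.00, higher in 4 of 4 pairs). It met the study's criterion, but not without control replicate 1, control replicate 2, control replicate 3, apoE2 replicate 3, apoE2 replicate 4, apoE3 replicate 1, apoE3 replicate 3, apoE4 replicate 1 and apoE4 replicate 4, each left out in turn, where the log2 fold change lay between 0.93 and 1.39. It did not meet it either with no low-count filter (1.25), by the methods' test (1.26) and with the length and GC correction (1.21). With the replicate block the log2 fold change was 1.16 (edgeR adjusted p = 6.08e-04). Between apoE4 and apoE3 *Prkd3* differed by 0.42 (standard error 0.58, edgeR adjusted p = 1.00, higher in 4 of 4 pairs).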

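*Hipk2*, on chromosome 6 from 38694390 to 38876165, was counted at 17.2 ± 8.41 CPM in the control neurons and at 72.7 ± 35.6 CPM (SD, n = 4) with apoE4, a log2 fold change of 2.08 (standard error 0.43, edgeR adjusted p = 0.0920, higher in 4 of 4 pairs). In the fit with the replicate block it was 2.07 (edgeR adjusted p = 9.42e-06). Compared with apoE3, *Hipk2* was higher with apoE4 by 1.13 (standard error 0.42, edgeR adjusted p = 0.885, higher in 4 of 4 pairs), which also met the study's criterion.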

ApoE4 also upregulates *Hipk2*, which suppresses the expression of NMDAR subunits and this effect could be directly related to reduced expression of NR1 and PSD95 which is functionally and anatomically associated with the NMDAR (Shang et al., 2018).

Both apoE2 and apoE3 also enrich genes involved in eliminating extra synapses, such as *C1ql1* and genes that suppress cell growth, which suggests other ways these apoE isoforms regulate synaptic plasticity and control excessive synaptogenesis to maintain only essential, or mature, connections between neurons. 

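*C1ql1*, on chromosome 11 from 102939264 to 102946688, had 0.993 ± 0.167 CPM with apoE2, 1.74 ± 1.19 CPM with apoE3 and 0.548 ± 0.170 CPM in the control neurons (SD, n = 4). With apoE3 the log2 fold change was 1.65 (standard error 0.53, edgeR adjusted p = 0.621, higher in 3 of 4 pairs) and met the study's criterion, though not by the methods' test. With apoE2 it was 0.87 (standard error 0.53, edgeR adjusted p = 1, higher in 4 of 4 pairs) and did not meet it. The direct comparison of apoE3 and apoE2 without the replicate block gave 0.78 (edgeR adjusted p = 1.00), so this fit did not show a difference between these isoforms.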

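*Syndig1l*, on chromosome 12 from 84677277 to 84698831, rose from 5.54 ± 1.42 CPM in the control neurons to 12.3 ± 3.92 CPM with apoE2 and 19.8 ± 6.44 CPM with apoE3 (SD, n = 4). The log2 fold changes were 1.16 (standard error 0.32, edgeR adjusted p = 0.781, higher in 4 of 4 pairs) and 1.84 (standard error 0.32, edgeR adjusted p = 0.209, higher in 4 of 4 pairs), and the apoE2 value no longer met the study's criterion without control replicate 3 (0.99) and apoE2 replicate 3 (0.98). Under the replicate block they were 1.19 (edgeR adjusted p = 0.0683) and 1.84 (edgeR adjusted p = 0.00232). *Gsg1l*, on chromosome 7 from 125878420 to 126082411, fell from 5.50 ± 1.41 CPM to 2.61 ± 1.40 CPM and 2.71 ± 1.18 CPM, log2 fold changes of −1.07 (standard error 0.38, edgeR adjusted p = 1, lower in 4 of 4 pairs) and −1.01 (standard error 0.38, edgeR adjusted p = 0.762, lower in 4 of 4 pairs). Both met the criterion. The apoE2 value did not without control replicate 1 (−0.94) and apoE2 replicate 4 (−0.82). The apoE3 value did not without control replicate 1 (−0.88), control replicate 2 (−0.95), apoE3 replicate 1 (−0.94), apoE3 replicate 3 (−0.996) and apoE3 replicate 4 (−0.82). With the length and GC correction the apoE3 value did not meet it either (−0.997).

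**Figure D3:**
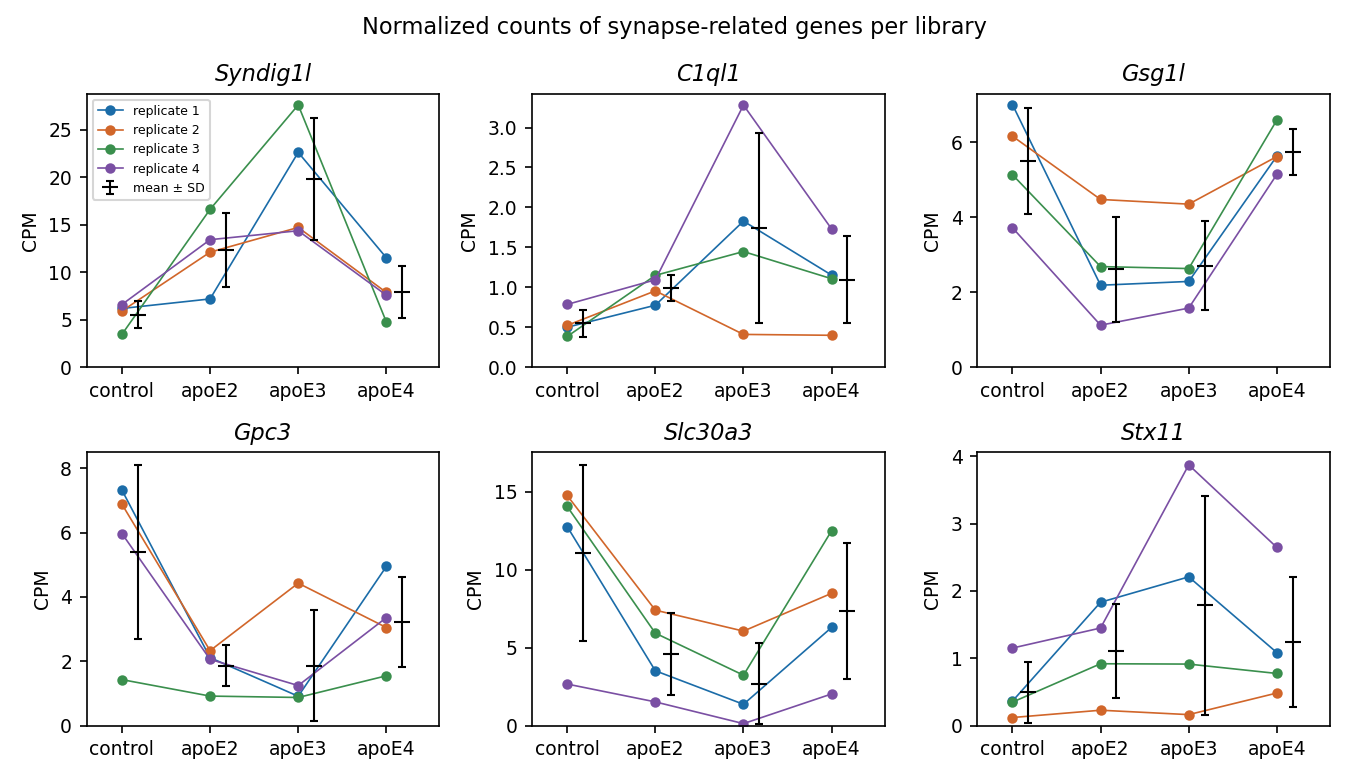
CPM of 6 genes that the discussion names for synapses, in each library, by group, with a line joining the libraries of 1 replicate number and black marks for the mean ± SD of the 4 libraries. *Syndig1l* lies at 19.8 ± 6.44 CPM with apoE3 and 5.54 ± 1.42 CPM in the control neurons, and *Gsg1l* at 2.71 ± 1.18 CPM and 5.50 ± 1.41 CPM.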

ApoE2 and apoE3 commonly affect excitatory signaling mediated by AMPARs receptors by increasing expression of *Syndig1l* and downregulating *Gsg1l* which underlies increased AMPAR expression (Kalashnikova et al., 2010; Gu et al., 2016). In addition, their downregulation of *Nptx1*, *Wnt7a* and *Gpc3* suggests increased control of excessive excitatory signaling by AMPAR (DeGregorio-Rocasolano et al., 2001; Figueiro-Silva et al., 2015; Schaukowitch et al., 2017). 

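*Nptx1*, on chromosome 11 from 119538719 to 119547753, was at 260 ± 145 CPM in the control neurons, 107 ± 61.5 CPM with apoE2 and 134 ± 85.7 CPM with apoE3 (SD, n = 4). Its log2 fold changes, −1.28 (standard error 0.63, edgeR adjusted p = 1, lower in 4 of 4 pairs) and −0.95 (standard error 0.63, edgeR adjusted p = 0.808, lower in 4 of 4 pairs), did not meet the study's criterion. The apoE2 value met it without control replicate 4 (−1.54), apoE2 replicate 3 (−1.71) and apoE4 replicate 4 (−1.29), and with the replicate block the values were −1.26 (edgeR adjusted p = 7.73e-04) and −1.01 (edgeR adjusted p = 5.41e-04), both past the criterion. *Wnt7a*, on chromosome 6 from 91363981 to 91411363, met it with apoE2 at −1.05 (standard error 0.47, edgeR adjusted p = 1, lower in 4 of 4 pairs), but not without control replicate 1 (−0.93), control replicate 4 (−0.79), apoE2 replicate 2 (−0.91) and apoE2 replicate 3 (−0.95). The apoE2 call was also lost by the methods' test (−1.07). With apoE3 *Wnt7a* was at −0.27, and the direct comparison of apoE3 and apoE2 gave 0.78 (edgeR adjusted p = 1.00). *Gpc3*, on chromosome X from 52272426 to 52613950, was lower with apoE2 by −1.54 (standard error 0.59, edgeR adjusted p = 1, lower in 4 of 4 pairs) and with apoE3 by −1.51 (standard error 0.59, edgeR adjusted p = 0.770, lower in 4 of 4 pairs) on the log2 scale. These calls were lost without control replicate 1 (−1.36) and apoE2 replicate 3 (−1.32) for apoE2 and without control replicate 1 (−1.33), control replicate 2 (−1.37), apoE3 replicate 1 (−1.29), apoE3 replicate 3 (−1.27) and apoE3 replicate 4 (−1.35) for apoE3. The apoE3 call was also lost by the methods' test (−1.54) and with only the 2 groups compared in the edgeR fit (−1.51). In the apoE3 group 1 library, replicate 2, lay far above the other 3.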

ApoE2 and apoE3 also commonly upregulate genes encoding ion channel proteins, which are involved in hyperpolarization and depolarization of neurons (Sugita et al., 2002; Lewerenz et al., 2013; Andero et al., 2014; Zhang et al., 2015; Kheradpezhouh et al., 2017; Polster et al., 2018; Rahmati et al., 2018) and enhancement of excitatory activity. Examples of these genes include *Otof* and *Stx11* or *Slc30a3* (Qian and Noebels, 2005; Johnson and Chapman, 2010; Martel et al., 2010; Zhou et al., 2013). On the other hand, regulatory effects of apoE2 and apoE3 seem to prevent hyperexcitability by downregulation of genes involved in neurotransmitter release and upregulation of genes related to enhancement of inhibitory signaling by GABA, galanin and glycine (Levanon et al., 2002; Becker et al., 2006; Anselmi et al., 2009; Horvath et al., 2014; McCracken et al., 2017; Tao et al., 2018). These observations suggest apoE2 and apoE3 regulate both excitatory and inhibitory hippocampal inputs maintaining compensatory balance between them. In contrast, apoE4 affects expression of several genes related to excitotoxicity including *Slc7a11* (Bridges et al., 2012) (also upregulated by apoE3) and *Gpr39* (Gilad et al., 2015) but does not enrich genes involved in the inhibitory input. 

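*Otof*, on chromosome 5 from 30367062 to 30461932, was lower than in the control neurons, at 1.14 ± 0.953 CPM there, 0.347 ± 0.133 CPM with apoE2 and 0.593 ± 0.186 CPM with apoE3 (SD, n = 4). With apoE2 the log2 fold change of −1.67 (standard error 0.60, edgeR adjusted p = 1, lower in 4 of 4 pairs) met the study's criterion. That call was lost without control replicate 2 (−0.94) and by the methods' test (−1.72). With apoE3 the −0.91 (standard error 0.59, edgeR adjusted p = 0.808, lower in 3 of 4 pairs) did not meet it, except without control replicate 3 (−1.24). *Slc30a3*, on chromosome 5 from 31086106 to 31108237, was also lower, with −1.27 (standard error 0.80) with apoE2, which did not meet the criterion but did so with the replicate block (−1.25), with the replicate block and the length and GC correction (−1.27), by DESeq2 on only the 2 groups compared (−1.27) and by DESeq2 with the replicate block (−1.26), and −2.01 (standard error 0.82, edgeR adjusted p = 0.770, lower in 4 of 4 pairs) with apoE3. The apoE3 call was lost without control replicate 2 (−1.84), control replicate 3 (−1.87) and apoE3 replicate 1 (−1.80). With only the 2 groups compared in the edgeR fit it was lost too (−2.01). *Stx11*, on chromosome 10 from 12938209 to 12964298, was higher, by 1.17 (standard error 0.88, edgeR adjusted p = 1, higher in 4 of 4 pairs) with apoE2 and 1.84 (standard error 0.89, edgeR adjusted p = 0.778, higher in 4 of 4 pairs) with apoE3. Neither met the criterion, the apoE3 value did without control replicate 4 (2.64), apoE2 replicate 2 (1.83), apoE3 replicate 2 (2.24), apoE3 replicate 3 (2.07) and apoE4 replicate 4 (1.83), and with the replicate block both did, at 1.21 (edgeR adjusted p = 0.162) and 1.71 (edgeR adjusted p = 0.0122).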

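*Slc7a11*, on chromosome 3 from 49892526 to 50443614, was at 30.9 ± 17.3 CPM in the control neurons, 72.9 ± 48.3 CPM with apoE3 and 89.6 ± 70.8 CPM with apoE4 (SD, n = 4). With apoE4 its log2 fold change was 1.54 (standard error 0.66, edgeR adjusted p = 1.00, higher in 4 of 4 pairs) and met the study's criterion, though not without control replicate 1 (1.57), control replicate 2 (1.31), control replicate 3 (1.39), apoE4 replicate 1 (1.43) and apoE4 replicate 4 (0.92). With apoE3 it was 1.24 (standard error 0.66, edgeR adjusted p = 0.80, higher in 4 of 4 pairs) and did not, but it did without control replicate 4 (1.65) and apoE3 replicate 2 (1.51) and by DESeq2 (1.22), with the replicate block and the length and GC correction (1.18), by DESeq2 on only the 2 groups compared (1.22) and by DESeq2 with the replicate block (1.09). It also did with the replicate block, at 1.11 (edgeR adjusted p = 0.00343). The apoE4 call was also lost by the methods' test (1.52) and with the length and GC correction (1.43). The isoforms differed by 0.30 (edgeR adjusted p = 1.00) when compared directly. *Gpr39*, on chromosome 1 from 125676995 to 125873862, had too few reads for a fold change, 1 over the 4 control libraries and 4, 4 and 12 over those with apoE2, apoE3 and apoE4. Of its exons, 39.9% lie over *Lypd1* on the other strand, which makes its count uncertain.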

Hyperexcitability and swift synaptic plasticity along with decreased background synaptic inhibition have been described in *APOE ε4* targeted replacement mice lacking AD pathology and have been suggested as causative for memory and learning impairment exhibited by these mice (Persson et al., 2008; Andrews-Zwilling et al., 2010, 2012; Tong et al., 2016; Nuriel et al., 2017a). Mechanism underlying this phenomenon, which has potential implication in accelerating cognitive aging and increased AD susceptibility among *APOE ε4* carriers is unclear. It has been explained by the loss of GABA-ergic neurons loss due to the presumed toxicity of apoE4 expressed by these neurons (Knoferle et al., 2014). However, our transcriptomic data establish new evidence to suggest apoE lipoproteins directly regulate neuronal excitatory potential, which is augmented in the presence of apoE4 and balanced out by the other isoforms. This more balanced regulatory effects of apoE2 and apoE3 on excitatory and inhibitory signaling, appears to be essential for neuroprotection and cognition maintenance (Persson et al., 2008; Andrews-Zwilling et al., 2010, 2012; Tong et al., 2016; Nuriel et al., 2017a).

Though apoE3 and apoE4 lipoproteins enrich a common set of KEGG pathways and ontological gene categories the functional effect of this enrichment in many cases may be different or even opposing. Both apoE3 and apoE4 enrich genes related to lipid metabolism in neurons. 

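*Lipg*, on chromosome 18 from 74939322 to 74961263, was at 3.77 ± 1.74 CPM with apoE3 and 8.41 ± 3.82 CPM in the control neurons (SD, n = 4), a log2 fold change of −1.15 (standard error 0.49, edgeR adjusted p = 0.777, lower in 4 of 4 pairs). It met the study's criterion, but not without control replicate 2 (−1.03), control replicate 3 (−0.88), apoE3 replicate 1 (−0.94), apoE3 replicate 3 (−1.06) and apoE3 replicate 4 (−1.18) or by the methods' test. *Liph*, on chromosome 16 from 21953817 to 21995663, was at 0.808 ± 0.312 CPM and 0.228 ± 0.170 CPM, and its log2 fold change of 1.75 (standard error 0.55, edgeR adjusted p = 0.619, higher in 4 of 4 pairs) met the criterion in each of the 16 fits that leave out 1 library. Once blocked by replicate number, the values were −1.15 (edgeR adjusted p = 0.0206) for *Lipg* and 1.75 (edgeR adjusted p = 0.0362) for *Liph*.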

ApoE3 downregulates *Lipg* implicated in glutamate signaling and upregulates *Liph*, which is involved in neurite branching, what is consistent with the observed effect of apoE3 on enhancing dendritic tree complexity (Yung et al., 2015; Roza et al., 2019; Yun et al., 2019). ApoE4 upregulates *AloX8*, which is involved in lipid signaling and *Apobr*, which encodes the apolipoprotein B receptor. 

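*Alox8*, which the paper writes *AloX8*, was left out by the filter on low counts, with 7 reads over the 4 control libraries and 32 over the 4 apoE4 libraries. With no filter its log2 fold change was 2.24 and met the study's criterion. *Apobr*, on chromosome 7 from 126584942 to 126589112, was at 0.875 ± 0.415 CPM (SD, n = 4) with apoE4 and 0.297 ± 0.121 CPM in the control neurons, a log2 fold change of 1.51 (standard error 0.60, edgeR adjusted p = 1.00, higher in 4 of 4 pairs). The call was lost without control replicate 2 (1.25) and apoE4 replicate 1 (1.23), and with the replicate block the value was 1.46 (edgeR adjusted p = 0.100).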

Previous reports showed that interaction of apoE4 with neuron expressed apoE receptor 2 decreases the availability of this receptor at the neuronal membrane (Chen Y. et al., 2010; Xian et al., 2018), hence upregulation of *Apobr* could constitute a mechanism to increase the availability of apoE receptor 2 and also to help lipid internalization especially that apoE4 lipoproteins contain significantly less lipids compared to lipoproteins comprised of apoE2 and apoE3 (Barber and Raben, 2019).

The Hippo signaling pathway is an evolutionarily conserved pathway that controls cell proliferation, apoptosis, and stem cell self-renewal (Lavado et al., 2018). Our transcriptomic studies provide novel evidence that both apoE3 and apoE4 strongly enrich the Hippo pathway during neuronal maturation, however, effects of apoE3 and apoE4 appear to be opposing. 

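Hippo signaling inhibits the transcriptional activator YAP, which acts on its target genes together with TEAD, so these genes read out the pathway. They do so over all cells of a culture, not neurons alone. A list of astrocyte genes also rose with apoE3 and apoE4, by median log2 fold changes of 0.82 and 0.68. A list of 24 target genes was tested with limma's camera, and 20 of them lay over 10 CPM. The study's own tables hold 7 of these genes. They were higher as a set with apoE2 (camera adjusted p = 0.00208, median log2 fold change 0.36), with apoE3 (camera adjusted p = 7.43e-04, median 0.85) and with apoE4 (camera adjusted p = 1.81e-07, median 0.56). All 3 comparisons use the same control libraries, which by themselves favour the same direction in each. The apoE2 value was 0.0569 without apoE2 replicate 1 (camera adjusted p), and the calls with apoE3 and apoE4 stayed in every fit that leaves out 1 library. With fry, which takes no preset correlation, the adjusted p was 0.526, 0.410 and 0.282, and with the replicate block fry gave adjusted p of 0.0568, 0.0130 and 0.00451.

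**Figure D4:**
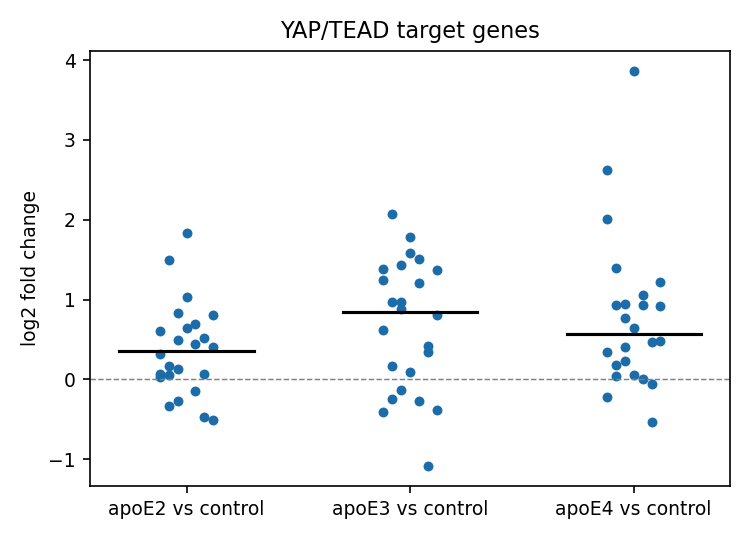
Log2 fold change against the control neurons of each of the 24 YAP/TEAD target genes, by isoform, with 1 point per gene, a black line at the median and a dashed line at no change. The medians are 0.36, 0.85 and 0.56.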

Whilst apoE4 upregulates genes related to the Hippo pathway activation the apoE3 upregulates genes involved in its inhibition. Activation of the Hippo pathway has been associated with the transcription of genes involved in homeostasis and neuroprotection, however, its hyperactivation may be deleterious, triggering DNA damage and apoptosis. Hyperactivation of the Hippo pathway also is linked to higher susceptibility to cellular death and progression of neurodegeneration (Wang and Wang, 2016).

ApoE3 and apoE4 also commonly regulate genes related to endosomal and lysosomal pathway, suggesting higher endocytosis of receptors or increased neurotransmitter recycling (Gindhart and Weber, 2009; Lee et al., 2011, 2012; Kam et al., 2013; Breusegem and Seaman, 2014). 

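Of the 8 tested genes listed for endosomes and lysosomes, 0, 3 and 4 were higher with apoE2, apoE3 and apoE4 at the study's criterion, or 1, 4 and 6 with the replicate block. Their median log2 fold changes were 0.20, 1.21 and 1.12, and 1 of them was higher and 1 lower with apoE4 than with apoE3 at the criterion.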

Previous studies showed that apoE4 alters the endosomal-lysosomal pathway and produces an enlargement of endosomal-lysosomal compartments (Nuriel et al., 2017b). Consistently, our studies showed increased intraneuronal retention of apoE4 compared to apoE2 and apoE3 isoforms, which may lead to upregulation of transcript related to endosomal and lysosomal pathway.

Several ontological gene categories appeared to be selectively enriched in neurons maturated in the presence of apoE4 lipoproteins. These include genes involved in cell cycle, DNA repair and histones and their expression is usually associated with cellular stress (Fishel et al., 2007; Szpara et al., 2007; Greenberg, 2008; Wang et al., 2009; Arendt et al., 2010; Frade and Ovejero-Benito, 2015). Additionally, apoE4 induces expression of *Trib3* involved in neuronal apoptosis (Zhang et al., 2019). 

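Lists that do not rest on the study's tables were tested with camera at its preset correlation. Of 93 tested genes of a cell cycle list, 29 over 10 CPM, the set was higher with apoE2 (camera adjusted p = 0.00422, median log2 fold change 0.10), apoE3 (camera adjusted p = 0.00168, median 0.20) and apoE4 (camera adjusted p = 1.81e-07, median 0.26). With fry the adjusted p was 0.621, 0.538 and 0.526, and with camera at an estimated correlation the adjusted p was 0.574, 0.574 and 0.511, so neither calls the list. In the fit with the replicate block fry gave an adjusted p of 0.157, 0.0685 and 0.0297. With apoE2 the camera adjusted p at the preset correlation rose to 0.141 without apoE2 replicate 4, 0.131 without control replicate 2 and 0.0952 without control replicate 3. It rose by camera, as an adjusted p, to 0.580 with apoE3 without apoE3 replicate 4 and to 0.0598 with apoE4 without apoE4 replicate 4. The 52 tested replication-dependent histone genes were lower as a set with apoE2 (camera adjusted p = 2.04e-06, median −0.26), not called with apoE3 (camera adjusted p = 0.619, median −0.02) and higher with apoE4 (camera adjusted p = 0.00154, median 0.13). With fry the histone list was not called with apoE2 or apoE4 either (adjusted p of 0.526 and 0.526), nor by camera at an estimated correlation (adjusted p of 0.456 and 0.574). Without control replicate 3 the apoE4 value was 0.164, and without control replicate 4 the apoE2 value was 0.491, both camera adjusted p at the preset correlation. Reads shared by these near-identical genes could be missing, since reads without a unique alignment were counted on no gene.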

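*Trib3*, on chromosome 2 from 152337422 to 152344032, was at 1.55 ± 0.872 CPM with apoE4 and 0.609 ± 0.237 CPM in the control neurons (SD, n = 4). The log2 fold change of 1.34 (standard error 0.57, edgeR adjusted p = 1.00, higher in 4 of 4 pairs) met the study's criterion, though not without control replicate 1 (1.28), control replicate 2 (1.31), control replicate 3 (1.17), apoE4 replicate 1 (1.18) and apoE4 replicate 4 (0.99). The call was also lost by the methods' test (1.34). With the replicate block the log2 fold change was 1.22 (edgeR adjusted p = 0.0744). Between apoE4 and apoE3 the difference was 0.40 (standard error 0.56, edgeR adjusted p = 1.00, higher in 3 of 4 pairs).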

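A list of 60 heat shock and chaperone genes, 58 of them tested and 50 over 10 CPM, was not called with any isoform. With apoE2 and apoE3 the set lay higher (camera adjusted p = 0.121 and 0.127, median log2 fold changes 0.05 and 0.03). With apoE4 it lay lower (camera adjusted p = 0.134, median −0.04), although the mean log2 fold change of 0.07 was positive. Without control replicate 3 the camera adjusted p was 0.0329 with apoE2 and 0.0379 with apoE3, and without control replicate 4 it was 0.0424 with apoE2. With apoE4 the camera adjusted p was 0.00588 without apoE4 replicate 4 and 0.00829 without control replicate 1. The study's tables hold 3 of the list's genes.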

ApoE2 and apoE3 but not apoE4 upregulate genes expressing heat shock protein and other protein folding chaperones, which protect neurons from aggregation and accumulation of misfolded proteins as this is often a leading pathological event in several neurodegenerative diseases (Galvin et al., 2006; Srivastava et al., 2012; Crippa et al., 2016; Ousman et al., 2017). Heat shock proteins also help to stabilize cytoskeleton and prevent apoptosis (Leak, 2014; Treweek et al., 2015; San Gil et al., 2017). These observations imply that apoE isoforms differentially regulate neuronal transcriptomic profile already during maturation rendering it more or less predisposed to neurodegeneration.

There are several ways through which apoE lipoproteins may exert their regulatory effect on neuronal transcriptome. Most commonly accepted mechanisms include differential interaction with neuron-expressed apoE receptors and subsequent engagement of intraneuronal signaling pathways (Qiu et al., 2004; Chen W. et al., 2010; Holtzman et al., 2012; Zhao et al., 2018). It also has been suggested that apoE lipoproteins may contain RNA species of astrocytic origin and those upon the lipoprotein internalization may regulate neuronal lipid metabolism (Li et al., 2021). 

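Between apoE4 and apoE3, the log2 fold changes of the 4 transcription factors called with apoE4 at an adjusted p under 0.05 were 1.5 (standard error 0.24, edgeR adjusted p = 0.0214, higher in 4 of 4 pairs) for *Elk4*, 0.88 (standard error 0.13, edgeR adjusted p = 0.0124, higher in 4 of 4 pairs) for *Mafg*, 2.40 (standard error 0.59, edgeR adjusted p = 0.321, higher in 4 of 4 pairs) for *E2f2* and 2.48 (standard error 0.73, edgeR adjusted p = 0.592, higher in 4 of 4 pairs) for *Elf4*.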

Our work provides evidence that apoE lipoproteins enrich multiple neuronal transcription factors and that this effect is the strongest for apoE4, which also shows the greatest intraneuronal accumulation. Thus, it is possible that upon internalization apoE directly engages regulatory mechanism of the neuronal transcriptome. Previous work has identified a specific apoE4 DNA binding sequence while subsequent genome-wide mapping indicated its presence across ∼1,700 gene promoter regions (Theendakara et al., 2016). The direct transcriptional effect of apoE4 has been postulated to occur during AD pathogenesis owing nuclear translocation of apoE4 liberated from ruptured endosomal vesicles (Theendakara et al., 2018). This work suggests the interaction between apoE and the neuronal DNA may play a role in physiological neuronal functions. At the moment it remains unclear to what extent epigenetic effects of apoE lipoproteins depend on differences in their lipid content (Chen Y. et al., 2021). Our experimental setup, which assumed neuronal treatment with equimolar concentrations of apoE protein, inherently rendered lipid load higher in apoE2 and apoE3 treated neurons than in those treated with apoE4 given significantly lower lipidation level of apoE4 (Figures 2A,B). While one can hypothesize equilibration of the lipid load could produce different experimental outcome, such a design could also cause treatment with increased amount of apoE4. The work of Theendakara et al. (2016, 2018) which was based on the expression of apoE4 cDNA in neuroblastoma cell suggests preferential interaction of non-lipidated or lipid-poor apoE with its DNA binding in sequence. Hence, limited lipidation of apoE4 may inherently predispose this isoform to greater degree of interaction with the genomic DNA. Whether and how apoE isoforms differentially engage neuronal transcriptome during aging remains to be experimentally determined but the evidence collected during this study suggests such possibility and this mechanism may play a role in preventing or facilitating age related cognitive decline and neurodegeneration. Thus, our findings support further transcriptomic analyses in aged *APOE*-targeted replacement mice and in human subjects diversified by *APOE* genotype with the objective to identify KEGG signaling pathway and ontological gene categories differentially enriched by various apoE isoforms.

## Conclusion

Our work demonstrates differential regulation of neuronal transcriptome by apoE lipoproteins comprised of various apoE isoforms. This observation evidences a novel apoE-dependent biological mechanism with potential implications for the development and aging of the central nervous system and also contributory to the individual susceptibility to neurodegenerative diseases.

## Data Availability Statement

The original presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193162.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committees of the New York University Grossman School of Medicine.

## Author Contributions

JD and MS conceived of the project, designed the experiments, and wrote the manuscript. JD and MM-A conducted the research. AH, AT, JP, and PS provided methodological expertise and unique resources. JD, MM-A, AK-J, and MS analyzed the data and designed figures. All authors have read and approved the final version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Apolipoprotein E4 Effects a Distinct Transcriptomic Profile and Dendritic Arbor Characteristics in Hippocampal Neurons Cultured in vitro
**Source:** Front Aging Neurosci. 2022 Apr 29;14:845291. doi: 10.3389/fnagi.2022.845291
**Supplement:** Supplementary file 1

## SUPPLEMENTARY MATERIALS

Supplementary Figure 1

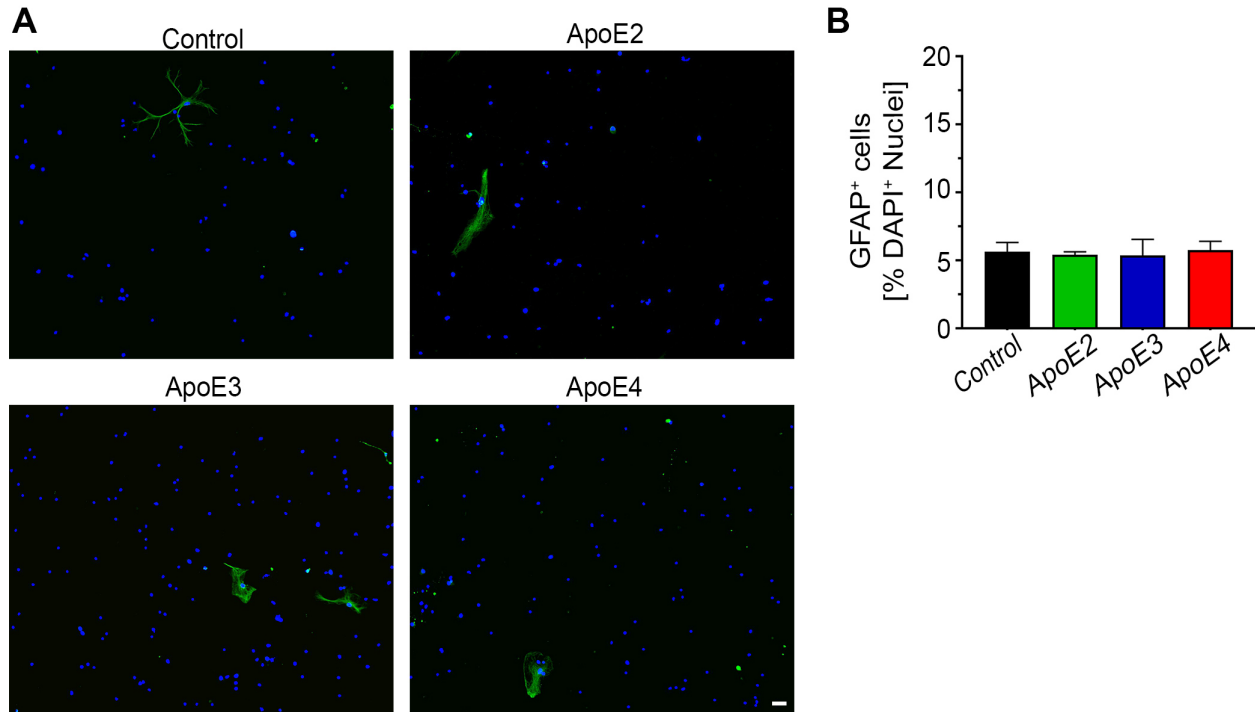

**Supplementary Figure 1.** Monitoring astrocytic contaminations in dissociated neuronal cultures.

**A.** Representative microphotographs of 17 DIV hippocampal primary neuronal cultures grown in the presence of control media (from *ApoE*<sup>-/-</sup> astrocytes) or indicated apoE lipoproteins, which were stained against GFAP and counterstained with DAPI. **B.** Shown is analysis of the number of GFAP-labeled cells against all cells in the culture, which nuclei were labeled with DAPI. Contamination of dissociated neuronal cultures by native astrocytes is in the range of 5.5% and does not vary across treatment conditions. Values represent mean + SEM from three cultures independently established per each treatment condition. **B**  $p = 0.98$  (ANOVA). Scale bar 50  $\mu\text{m}$  in **A**.

**Supplementary Table 1.** List of transcription factors differentially enriched in primary hippocampal neurons by apoE2, apoE3, or apoE4 lipoproteins. Transcription factors involved in KEGG pathways are highlighted in red. Fold change vs. control neurons grown in the apoE absence. NE - not expressed in the control neurons. *t*-test \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, \*\*\*\**p* < 0.0001 vs. control neurons.

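The folds of Supplementary Table 1 compare treated with control neurons, and a negative sign marks a gene that was lower. A gene given as not expressed in the control neurons has no ratio to print. The files hold counts for all 29 listed genes.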

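Supplementary Table 2 groups the changed genes by KEGG pathway, a public collection of genes drawn by shared function, and a gene can stand under several pathways. A pathway's p-value in such a table asks whether changed genes fall into it more often than genes drawn at random, so it depends on which genes were counted as changed and on the set of genes they were drawn from.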

**Supplementary Table 2.** List of KEGG pathways and individual genes of KEGG pathways, which are differentially enriched by apoE2, apoE3, or apoE4 lipoprotein treatment in primary hippocampal neurons. Fold change vs. control neurons grown in the apoE absence. NE - not expressed in apoE treatment. *t*-test \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, \*\*\*\**p* < 0.0001 vs. control neurons.

**Supplementary Table 3.** List of genes not included in KEGG pathways, which are differentially enriched by apoE2, apoE3, or apoE4 lipoprotein treatment in primary hippocampal neurons. Fold change vs. control neurons grown in the apoE absence. NE - not expressed in the control neurons. *t*-test \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, \*\*\*\**p* < 0.0001 vs. control neurons.

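Its caption gives Supplementary Table 3 as changed genes outside KEGG pathways. Some of them, such as *Il11*, *Lif* and *Tlr7*, also stand under pathways of Supplementary Table 2. The authors placed the genes into functional categories from database entries and the literature. A category therefore lists changed genes only, and the number of unchanged genes of the same function is not part of it.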

#### Enriched by apoE2<sub>HDL</sub> and apoE3<sub>HDL</sub>

#### Enriched by apoE3<sub>HDL</sub> and apoE4<sub>HDL</sub>.

#### Enriched by apoE3<sub>HDL</sub>

#### Enriched by apoE4<sub>HDL</sub>

## SUPPLEMENTARY REFERENCES

- Abbas, T., Faivre, E. and Holscher, C. (2009). Impairment of synaptic plasticity and memory formation in GLP-1 receptor KO mice: Interaction between type 2 diabetes and Alzheimer's disease. *Behav Brain Res.* 205, 265-271. doi: 10.1016/j.bbr.2009.06.035
- Aguiniga, L. M., Yang, W., Yaggie, R. E., Schaeffer, A. J., Klumpp, D. J. and Group, M. R. N. S. (2019). Acyloxyacyl hydrolase modulates depressive-like behaviors through aryl hydrocarbon receptor. *Am J Physiol Regul Integr Comp Physiol.* 317, R289-R300. doi: 10.1152/ajpregu.00029.2019
- Akhter, R., Saleem, S., Saha, A. and Biswas, S. C. (2018). The pro-apoptotic protein Bmf co-operates with Bim and Puma in neuron death induced by beta-amyloid or NGF deprivation. *Mol Cell Neurosci.* 88, 249-257. doi: 10.1016/j.mcn.2018.02.011
- Andero, R., Dias, B. G. and Ressler, K. J. (2014). A role for Tac2, NkB, and Nk3 receptor in normal and dysregulated fear memory consolidation. *Neuron.* 83, 444-454. doi: 10.1016/j.neuron.2014.05.028
- Andre, E. A., Forcelli, P. A. and Pak, D. T. (2018). What goes up must come down: homeostatic synaptic plasticity strategies in neurological disease. *Future Neurol.* 13, 13-21. doi: 10.2217/fnl-2017-0028
- Anselmi, L., Stella, S. L., Jr., Brecha, N. C. and Sternini, C. (2009). Galanin inhibition of voltage-dependent Ca(2+) influx in rat cultured myenteric neurons is mediated by galanin receptor 1. *J Neurosci Res.* 87, 1107-1114. doi: 10.1002/jnr.21923

Arlt, A. and Schafer, H. (2011). Role of the immediate early response 3 (IER3) gene in cellular stress response, inflammation and tumorigenesis. *Eur J Cell Biol.* 90, 545-552. doi: 10.1016/j.ejcb.2010.10.002

Axelrod, H. and Pienta, K. J. (2014). Axl as a mediator of cellular growth and survival. *Oncotarget.* 5, 8818-8852. doi: 10.18632/oncotarget.2422

Bajgar, R., Seetharaman, S., Kowaltowski, A. J., Garlid, K. D. and Paucek, P. (2001). Identification and properties of a novel intracellular (mitochondrial) ATP-sensitive potassium channel in brain. *J Biol Chem.* 276, 33369-33374. doi: 10.1074/jbc.M103320200

Baldelli, P. and Meldolesi, J. (2015). The Transcription Repressor REST in Adult Neurons: Physiology, Pathology, and Diseases. *eNeuro.* 2 doi: 10.1523/ENEURO.0010-15.2015

Bando, T., Morikawa, Y., Hisaoka, T., Komori, T., Miyajima, A. and Senba, E. (2013). Dynamic expression pattern of leucine-rich repeat neuronal protein 4 in the mouse dorsal root ganglia during development. *Neurosci Lett.* 548, 73-78. doi: 10.1016/j.neulet.2013.05.024

Banko, J. L., Poulin, F., Hou, L., DeMaria, C. T., Sonenberg, N. and Klann, E. (2005). The translation repressor 4E-BP2 is critical for eIF4F complex formation, synaptic plasticity, and memory in the hippocampus. *J Neurosci.* 25, 9581-9590. doi: 10.1523/JNEUROSCI.2423-05.2005

Basso, M., Berlin, J., Xia, L., Sleiman, S. F., Ko, B., Haskew-Layton, R., et al. (2012). Transglutaminase inhibition protects against oxidative stress-induced neuronal death downstream of pathological ERK activation. *J Neurosci.* 32, 6561-6569. doi: 10.1523/JNEUROSCI.3353-11.2012

- Basu, S. and Lamprecht, R. (2018). The Role of Actin Cytoskeleton in Dendritic Spines in the Maintenance of Long-Term Memory. *Front Mol Neurosci.* 11, 143. doi: 10.3389/fnmol.2018.00143
- Becker, K., Hohoff, C., Schmitt, B., Christen, H. J., Neubauer, B. A., Sandrieser, T., et al. (2006). Identification of the microdeletion breakpoint in a GLRA1null allele of Turkish hyperekplexia patients. *Hum Mutat.* 27, 1061-1062. doi: 10.1002/humu.9455
- Bellon, A., Luchino, J., Haigh, K., Rougon, G., Haigh, J., Chauvet, S., et al. (2010). VEGFR2 (KDR/Flk1) signaling mediates axon growth in response to semaphorin 3E in the developing brain. *Neuron.* 66, 205-219. doi: 10.1016/j.neuron.2010.04.006
- Berry, G. T., Wang, Z. J., Dreha, S. F., Finucane, B. M. and Zimmerman, R. A. (1999). In vivo brain myo-inositol levels in children with Down syndrome. *J Pediatr.* 135, 94-97. doi: 10.1016/s0022-3476(99)70334-3
- Bliss, T. V. and Lomo, T. (1973). Long-lasting potentiation of synaptic transmission in the dentate area of the anaesthetized rabbit following stimulation of the perforant path. *J Physiol.* 232, 331-356. doi: 10.1113/jphysiol.1973.sp010273
- Bluher, M. (2015). Distinct roles of angiopoietin-like 4 in the regulation of central and peripheral lipid metabolism? *Mol Metab.* 4, 79-80. doi: 10.1016/j.molmet.2014.12.003
- Bodzeta, A., Kahms, M. and Klingauf, J. (2017). The Presynaptic v-ATPase Reversibly Disassembles and Thereby Modulates Exocytosis but Is Not Part of the Fusion Machinery. *Cell Rep.* 20, 1348-1359. doi: 10.1016/j.celrep.2017.07.040
- Bolliger, M. F., Martinelli, D. C. and Sudhof, T. C. (2011). The cell-adhesion G protein-coupled receptor BAI3 is a high-affinity receptor for C1q-like proteins. *Proc Natl Acad Sci U S A.* 108, 2534-2539. doi: 10.1073/pnas.1019577108
- Brennan, A. M., Suh, S. W., Won, S. J., Narasimhan, P., Kauppinen, T. M., Lee, H., et al. (2009). NADPH oxidase is the primary source of superoxide induced by NMDA receptor activation. *Nat Neurosci.* 12, 857-863. doi: 10.1038/nn.2334

- Bretaud, S., Guillon, E., Karppinen, S.-M., Pihlajaniemi, T. and Ruggiero, F. (2020). Collagen XV, a multifaceted multiplexin present across tissues and species. *Matrix Biology Plus*. 6-7, 100023. doi: <https://doi.org/10.1016/j.mbplus.2020.100023>
- Breusegem, S. Y. and Seaman, M. N. J. (2014). Genome-wide RNAi screen reveals a role for multipass membrane proteins in endosome-to-golgi retrieval. *Cell Rep*. 9, 1931-1945. doi: 10.1016/j.celrep.2014.10.053
- Bridges, R. J., Natale, N. R. and Patel, S. A. (2012). System xc(-) cystine/glutamate antiporter: an update on molecular pharmacology and roles within the CNS. *Br J Pharmacol*. 165, 20-34. doi: 10.1111/j.1476-5381.2011.01480.x
- Buchser, W. J., Smith, R. P., Pardinas, J. R., Haddox, C. L., Hutson, T., Moon, L., et al. (2012). Peripheral nervous system genes expressed in central neurons induce growth on inhibitory substrates. *PLoS One*. 7, e38101. doi: 10.1371/journal.pone.0038101
- Burmester, T. and Hankeln, T. (2009). What is the function of neuroglobin? *J Exp Biol*. 212, 1423-1428. doi: 10.1242/jeb.000729
- Capurro, M., Martin, T., Shi, W. and Filmus, J. (2014). Glypican-3 binds to Frizzled and plays a direct role in the stimulation of canonical Wnt signaling. *J Cell Sci*. 127, 1565-1575. doi: 10.1242/jcs.140871
- Castillo, D. S., Campalans, A., Belluscio, L. M., Carcagno, A. L., Radicella, J. P., Canepa, E. T., et al. (2015). E2F1 and E2F2 induction in response to DNA damage preserves genomic stability in neuronal cells. *Cell Cycle*. 14, 1300-1314. doi: 10.4161/15384101.2014.985031
- Chen, C. J., Yang, C. J., Yang, S. F., Huang, M. S. and Liu, Y. P. (2020). The MyoD family inhibitor domain-containing protein enhances the chemoresistance of cancer stem cells in the epithelial state by increasing beta-catenin activity. *Oncogene*. 39, 2377-2390. doi: 10.1038/s41388-019-1152-4

- Chen, W., Bergsman, J. B., Wang, X., Gilkey, G., Pierpoint, C. R., Daniel, E. A., et al. (2010). Presynaptic external calcium signaling involves the calcium-sensing receptor in neocortical nerve terminals. *PLoS One*. 5, e8563. doi: 10.1371/journal.pone.0008563
- Chen, Y. A., Lu, I. L. and Tsai, J. W. (2018). Contactin-1/F3 Regulates Neuronal Migration and Morphogenesis Through Modulating RhoA Activity. *Front Mol Neurosci*. 11, 422. doi: 10.3389/fnmol.2018.00422
- Choi, D. H., Kim, J. H., Seo, J. H., Lee, J., Choi, W. S. and Kim, Y. S. (2014). Matrix metalloproteinase-3 causes dopaminergic neuronal death through Nox1-regenerated oxidative stress. *PLoS One*. 9, e115954. doi: 10.1371/journal.pone.0115954
- Chong, J. R., Chai, Y. L., Lee, J. H., Howlett, D., Attems, J., Ballard, C. G., et al. (2017). Increased Transforming Growth Factor beta2 in the Neocortex of Alzheimer's Disease and Dementia with Lewy Bodies is Correlated with Disease Severity and Soluble Abeta42 Load. *J Alzheimers Dis*. 56, 157-166. doi: 10.3233/JAD-160781
- Chou, F. S. and Wang, P. S. (2016). The Arp2/3 complex is essential at multiple stages of neural development. *Neurogenesis (Austin)*. 3, e1261653. doi: 10.1080/23262133.2016.1261653
- Crippa, V., D'Agostino, V. G., Cristofani, R., Rusmini, P., Cicardi, M. E., Messi, E., et al. (2016). Transcriptional induction of the heat shock protein B8 mediates the clearance of misfolded proteins responsible for motor neuron diseases. *Sci Rep*. 6, 22827. doi: 10.1038/srep22827
- D'Alessandro, R., Klajn, A. and Meldolesi, J. (2009). Expression of dense-core vesicles and of their exocytosis are governed by the repressive transcription factor NRSF/REST. *Ann N Y Acad Sci*. 1152, 194-200. doi: 10.1111/j.1749-6632.2008.03988.x
- Dai, G., Yu, H., Kruse, M., Traynor-Kaplan, A. and Hille, B. (2016). Osmoregulatory inositol transporter SMIT1 modulates electrical activity by adjusting PI(4,5)P2 levels. *Proc Natl Acad Sci U S A*. 113, E3290-3299. doi: 10.1073/pnas.1606348113

- Daimon, C. M., Chirdon, P., Maudsley, S. and Martin, B. (2013). The role of Thyrotropin Releasing Hormone in aging and neurodegenerative diseases. *Am J Alzheimers Dis (Columbia)*. 1 doi: 10.7726/ajad.2013.1003
- Dandoy-Dron, F., Griffond, B., Mishal, Z., Tovey, M. G. and Dron, M. (2003). Scrg1, a novel protein of the CNS is targeted to the large dense-core vesicles in neuronal cells. *Eur J Neurosci*. 18, 2449-2459. doi: 10.1046/j.1460-9568.2003.03009.x
- De Backer, I., Hussain, S. S., Bloom, S. R. and Gardiner, J. V. (2016). Insights into the role of neuronal glucokinase. *Am J Physiol Endocrinol Metab*. 311, E42-55. doi: 10.1152/ajpendo.00034.2016
- DeGregorio-Rocasolano, N., Gasull, T. and Trullas, R. (2001). Overexpression of neuronal pentraxin 1 is involved in neuronal death evoked by low K(+) in cerebellar granule cells. *J Biol Chem*. 276, 796-803. doi: 10.1074/jbc.M007967200
- Delprat, B., Boulanger, A., Wang, J., Beaudoin, V., Guitton, M. J., Venteo, S., et al. (2002). Downregulation of otospiralin, a novel inner ear protein, causes hair cell degeneration and deafness. *J Neurosci*. 22, 1718-1725.
- Duan, X., Krishnaswamy, A., Laboulaye, M. A., Liu, J., Peng, Y. R., Yamagata, M., et al. (2018). Cadherin Combinations Recruit Dendrites of Distinct Retinal Neurons to a Shared Interneuronal Scaffold. *Neuron*. 99, 1145-1154 e1146. doi: 10.1016/j.neuron.2018.08.019
- Evans, J. C., Robinson, C. M., Shi, M. and Webb, D. J. (2015). The guanine nucleotide exchange factor (GEF) Asef2 promotes dendritic spine formation via Rac activation and spinophilin-dependent targeting. *J Biol Chem*. 290, 10295-10308. doi: 10.1074/jbc.M114.605543

- Evers, M. R., Salmen, B., Bukalo, O., Rollenhagen, A., Bosl, M. R., Morellini, F., et al. (2002). Impairment of L-type Ca<sup>2+</sup> channel-dependent forms of hippocampal synaptic plasticity in mice deficient in the extracellular matrix glycoprotein tenascin-C. *J Neurosci.* 22, 7177-7194. doi: 20026735
- Fassio, A., Esposito, A., Kato, M., Saitsu, H., Mei, D., Marini, C., et al. (2018). De novo mutations of the ATP6V1A gene cause developmental encephalopathy with epilepsy. *Brain.* 141, 1703-1718. doi: 10.1093/brain/awy092
- Feinberg, K., Eshed-Eisenbach, Y., Frechter, S., Amor, V., Salomon, D., Sabanay, H., et al. (2010). A glial signal consisting of gliomedin and NrCAM clusters axonal Na<sup>+</sup> channels during the formation of nodes of Ranvier. *Neuron.* 65, 490-502. doi: 10.1016/j.neuron.2010.02.004
- Figueiro-Silva, J., Gruart, A., Clayton, K. B., Podlesniy, P., Abad, M. A., Gasull, X., et al. (2015). Neuronal pentraxin 1 negatively regulates excitatory synapse density and synaptic plasticity. *J Neurosci.* 35, 5504-5521. doi: 10.1523/JNEUROSCI.2548-14.2015
- Frade, J. M. and Ovejero-Benito, M. C. (2015). Neuronal cell cycle: the neuron itself and its circumstances. *Cell Cycle.* 14, 712-720. doi: 10.1080/15384101.2015.1004937
- Franco, A., Knafo, S., Banon-Rodriguez, I., Merino-Serrais, P., Feraud-Espinosa, I., Nieto, M., et al. (2012). WIP is a negative regulator of neuronal maturation and synaptic activity. *Cereb Cortex.* 22, 1191-1202. doi: 10.1093/cercor/bhr199
- Franke, K., Otto, W., Johannes, S., Baumgart, J., Nitsch, R. and Schumacher, S. (2012). miR-124-regulated RhoG reduces neuronal process complexity via ELMO/Dock180/Rac1 and Cdc42 signalling. *EMBO J.* 31, 2908-2921. doi: 10.1038/emboj.2012.130

- Fukuda, M. (2003). Molecular cloning and characterization of human, rat, and mouse synaptotagmin XV. *Biochem Biophys Res Commun.* 306, 64-71. doi: 10.1016/s0006-291x(03)00911-2
- Fukui, H., Runker, A., Fabel, K., Buchholz, F. and Kempermann, G. (2018). Transcription factor Runx1 is pro-neurogenic in adult hippocampal precursor cells. *PLoS One.* 13, e0190789. doi: 10.1371/journal.pone.0190789
- Galvin, J. E., Palamand, D., Strider, J., Milone, M. and Pestronk, A. (2006). The muscle protein dysferlin accumulates in the Alzheimer brain. *Acta Neuropathol.* 112, 665-671. doi: 10.1007/s00401-006-0147-8
- Ganapathy, V., Thangaraju, M., Gopal, E., Martin, P. M., Itagaki, S., Miyauchi, S., et al. (2008). Sodium-coupled monocarboxylate transporters in normal tissues and in cancer. *AAPS J.* 10, 193-199. doi: 10.1208/s12248-008-9022-y
- Gezen-Ak, D., Dursun, E. and Yilmazer, S. (2011). The effects of vitamin D receptor silencing on the expression of LVSCC-A1C and LVSCC-A1D and the release of NGF in cortical neurons. *PLoS One.* 6, e17553. doi: 10.1371/journal.pone.0017553
- Gilad, D., Shorer, S., Ketzeff, M., Friedman, A., Sekler, I., Aizenman, E., et al. (2015). Homeostatic regulation of KCC2 activity by the zinc receptor mZnR/GPR39 during seizures. *Neurobiol Dis.* 81, 4-13. doi: 10.1016/j.nbd.2014.12.020
- Gilman, C. P., Perry, T., Furukawa, K., Grieg, N. H., Egan, J. M. and Mattson, M. P. (2003). Glucagon-like peptide 1 modulates calcium responses to glutamate and membrane depolarization in hippocampal neurons. *J Neurochem.* 87, 1137-1144. doi: 10.1046/j.1471-4159.2003.02073.x
- Gordon, R., Neal, M. L., Luo, J., Langley, M. R., Harischandra, D. S., Panicker, N., et al. (2016). Prokineticin-2 upregulation during neuronal injury mediates a compensatory protective response against dopaminergic neuronal degeneration. *Nat Commun.* 7, 12932. doi: 10.1038/ncomms12932

- Gorelik, A., Sapir, T., Woodruff, T. M. and Reiner, O. (2017). Serping1/C1 Inhibitor Affects Cortical Development in a Cell Autonomous and Non-cell Autonomous Manner. *Front Cell Neurosci.* 11, 169. doi: 10.3389/fncel.2017.00169
- Gottschling, C., Wegrzyn, D., Denecke, B. and Faissner, A. (2019). Elimination of the four extracellular matrix molecules tenascin-C, tenascin-R, brevican and neurocan alters the ratio of excitatory and inhibitory synapses. *Sci Rep.* 9, 13939. doi: 10.1038/s41598-019-50404-9
- Grassi, D., Franz, H., Vezzali, R., Bovio, P., Heidrich, S., Dehghanian, F., et al. (2017). Neuronal Activity, TGFbeta-Signaling and Unpredictable Chronic Stress Modulate Transcription of Gadd45 Family Members and DNA Methylation in the Hippocampus. *Cereb Cortex.* 27, 4166-4181. doi: 10.1093/cercor/bhx095
- Greenberg, R. A. (2008). Recognition of DNA double strand breaks by the BRCA1 tumor suppressor network. *Chromosoma.* 117, 305-317. doi: 10.1007/s00412-008-0154-8
- Gross, C. and Bassell, G. J. (2014). Neuron-specific regulation of class I PI3K catalytic subunits and their dysfunction in brain disorders. *Front Mol Neurosci.* 7, 12. doi: 10.3389/fnmol.2014.00012
- Gu, X., Mao, X., Lussier, M. P., Hutchison, M. A., Zhou, L., Hamra, F. K., et al. (2016). GSG1L suppresses AMPA receptor-mediated synaptic transmission and uniquely modulates AMPA receptor kinetics in hippocampal neurons. *Nat Commun.* 7, 10873. doi: 10.1038/ncomms10873
- Guaiquil, V. H., Pan, Z., Karagianni, N., Fukuoka, S., Alegre, G. and Rosenblatt, M. I. (2014). VEGF-B selectively regenerates injured peripheral neurons and restores sensory and trophic functions. *Proc Natl Acad Sci U S A.* 111, 17272-17277. doi: 10.1073/pnas.1407227111

Guimond, M. O. and Gallo-Payet, N. (2012). The Angiotensin II Type 2 Receptor in Brain Functions: An Update. *Int J Hypertens.*

2012, 351758. doi: 10.1155/2012/351758

Hamer, G., Gell, K., Kouznetsova, A., Novak, I., Benavente, R. and Hoog, C. (2006). Characterization of a novel meiosis-specific protein within the central element of the synaptonemal complex. *J Cell Sci.* 119, 4025-4032. doi: 10.1242/jcs.03182

Heneka, M. T., Wiesinger, H., Dumitrescu-Ozimek, L., Riederer, P., Feinstein, D. L. and Klockgether, T. (2001). Neuronal and glial coexpression of argininosuccinate synthetase and inducible nitric oxide synthase in Alzheimer disease. *J Neuropathol Exp Neurol.* 60, 906-916. doi: 10.1093/jnen/60.9.906

Hermey, G., Mahlke, C., Gutzmann, J. J., Schreiber, J., Bluthgen, N. and Kuhl, D. (2013). Genome-wide profiling of the activity-dependent hippocampal transcriptome. *PLoS One.* 8, e76903. doi: 10.1371/journal.pone.0076903

Hirsch-Reinshagen, V., Donkin, J., Stukas, S., Chan, J., Wilkinson, A., Fan, J., et al. (2009). LCAT synthesized by primary astrocytes esterifies cholesterol on glia-derived lipoproteins. *J Lipid Res.* 50, 885-893. doi: 10.1194/jlr.M800584-JLR200

Horvath, E., Farkas, K., Herczegfalvi, A., Nagy, N. and Szell, M. (2014). Identification of a novel missense GLRA1 gene mutation in hyperekplexia: a case report. *J Med Case Rep.* 8, 233. doi: 10.1186/1752-1947-8-233

Hubert, T., Grimal, S., Carroll, P. and Fichard-Carroll, A. (2009). Collagens in the developing and diseased nervous system. *Cell Mol Life Sci.* 66, 1223-1238. doi: 10.1007/s00018-008-8561-9

Hung, Y. F., Chen, C. Y., Shih, Y. C., Liu, H. Y., Huang, C. M. and Hsueh, Y. P. (2018). Endosomal TLR3, TLR7, and TLR8 control neuronal morphology through different transcriptional programs. *J Cell Biol.* 217, 2727-2742. doi: 10.1083/jcb.201712113

- Inestrosa, N. C. and Varela-Nallar, L. (2014). Wnt signaling in the nervous system and in Alzheimer's disease. *J Mol Cell Biol.* 6, 64-74. doi: 10.1093/jmcb/mjt051
- Isaksen, T. J., Fujita, Y. and Yamashita, T. (2020). Repulsive Guidance Molecule A Suppresses Adult Neurogenesis. *Stem Cell Reports.* 14, 677-691. doi: 10.1016/j.stemcr.2020.03.003
- Iwasawa, N., Negishi, M. and Oinuma, I. (2012). R-Ras controls axon branching through afadin in cortical neurons. *Mol Biol Cell.* 23, 2793-2804. doi: 10.1091/mbc.E12-02-0103
- Jaillard, C., Mouret, A., Niepon, M. L., Clerin, E., Yang, Y., Lee-Rivera, I., et al. (2012). Nxn12 splicing results in dual functions in neuronal cell survival and maintenance of cell integrity. *Hum Mol Genet.* 21, 2298-2311. doi: 10.1093/hmg/ddc050
- Jang, S., Oh, D., Lee, Y., Hosy, E., Shin, H., van Riesen, C., et al. (2016). Synaptic adhesion molecule IgSF11 regulates synaptic transmission and plasticity. *Nat Neurosci.* 19, 84-93. doi: 10.1038/nn.4176
- Johnson, C. P. and Chapman, E. R. (2010). Otoferlin is a calcium sensor that directly regulates SNARE-mediated membrane fusion. *J Cell Biol.* 191, 187-197. doi: 10.1083/jcb.201002089
- Johnson, L. A., Olsen, R. H., Merkens, L. S., DeBarber, A., Steiner, R. D., Sullivan, P. M., et al. (2014). Apolipoprotein E-low density lipoprotein receptor interaction affects spatial memory retention and brain ApoE levels in an isoform-dependent manner. *Neurobiol Dis.* 64, 150-162. doi: 10.1016/j.nbd.2013.12.016
- Kailey, B., van de Bunt, M., Cheley, S., Johnson, P. R., MacDonald, P. E., Gloyn, A. L., et al. (2012). SSTR2 is the functionally dominant somatostatin receptor in human pancreatic beta- and alpha-cells. *Am J Physiol Endocrinol Metab.* 303, E1107-1116. doi: 10.1152/ajpendo.00207.2012

- Kalashnikova, E., Lorca, R. A., Kaur, I., Barisone, G. A., Li, B., Ishimaru, T., et al. (2010). SynDIG1: an activity-regulated, AMPA-receptor-interacting transmembrane protein that regulates excitatory synapse development. *Neuron*. 65, 80-93. doi: 10.1016/j.neuron.2009.12.021
- Kalus, I., Salmen, B., Viebahn, C., von Figura, K., Schmitz, D., D'Hooge, R., et al. (2009). Differential involvement of the extracellular 6-O-endosulfatases Sulf1 and Sulf2 in brain development and neuronal and behavioural plasticity. *J Cell Mol Med*. 13, 4505-4521. doi: 10.1111/j.1582-4934.2008.00558.x
- Kam, T. I., Song, S., Gwon, Y., Park, H., Yan, J. J., Im, I., et al. (2013). FcgammaRIIb mediates amyloid-beta neurotoxicity and memory impairment in Alzheimer's disease. *J Clin Invest*. 123, 2791-2802. doi: 10.1172/JCI66827
- Katsuoka, F., Motohashi, H., Tamagawa, Y., Kure, S., Igarashi, K., Engel, J. D., et al. (2003). Small Maf compound mutants display central nervous system neuronal degeneration, aberrant transcription, and Bach protein mislocalization coincident with myoclonus and abnormal startle response. *Mol Cell Biol*. 23, 1163-1174. doi: 10.1128/mcb.23.4.1163-1174.2003
- Kerrisk, M. E., Cingolani, L. A. and Koleske, A. J. (2014). ECM receptors in neuronal structure, synaptic plasticity, and behavior. *Prog Brain Res*. 214, 101-131. doi: 10.1016/B978-0-444-63486-3.00005-0
- Kfoury, N. and Kapatos, G. (2009). Identification of neuronal target genes for CCAAT/enhancer binding proteins. *Mol Cell Neurosci*. 40, 313-327. doi: 10.1016/j.mcn.2008.11.004
- Killian, R. L., Flippin, J. D., Herrera, C. M., Almenar-Queralt, A. and Goldstein, L. S. (2012). Kinesin light chain 1 suppression impairs human embryonic stem cell neural differentiation and amyloid precursor protein metabolism. *PLoS One*. 7, e29755. doi: 10.1371/journal.pone.0029755

- Kim, K., Yang, J. and Kim, E. (2010). Diacylglycerol kinases in the regulation of dendritic spines. *J Neurochem.* 112, 577-587. doi: 10.1111/j.1471-4159.2009.06499.x
- Knapp, L. T. and Klann, E. (2002). Role of reactive oxygen species in hippocampal long-term potentiation: contributory or inhibitory? *J Neurosci Res.* 70, 1-7. doi: 10.1002/jnr.10371
- Komatsu, Y., Watakabe, A., Hashikawa, T., Tochitani, S. and Yamamori, T. (2005). Retinol-binding protein gene is highly expressed in higher-order association areas of the primate neocortex. *Cereb Cortex.* 15, 96-108. doi: 10.1093/cercor/bhh112
- Koppaka, V., Thompson, D. C., Chen, Y., Ellermann, M., Nicolaou, K. C., Juvonen, R. O., et al. (2012). Aldehyde dehydrogenase inhibitors: a comprehensive review of the pharmacology, mechanism of action, substrate specificity, and clinical application. *Pharmacol Rev.* 64, 520-539. doi: 10.1124/pr.111.005538
- Korb, E. and Finkbeiner, S. (2013). PML in the Brain: From Development to Degeneration. *Front Oncol.* 3, 242. doi: 10.3389/fonc.2013.00242
- Kosti, A., Du, L., Shivram, H., Qiao, M., Burns, S., Garcia, J. G., et al. (2020). ELF4 Is a Target of miR-124 and Promotes Neuroblastoma Proliferation and Undifferentiated State. *Mol Cancer Res.* 18, 68-78. doi: 10.1158/1541-7786.MCR-19-0187
- Koulakoff, A., Ezan, P. and Giaume, C. (2008). Neurons control the expression of connexin 30 and connexin 43 in mouse cortical astrocytes. *Glia.* 56, 1299-1311. doi: 10.1002/glia.20698
- Kurshan, P. T. and Shen, K. (2019). Synaptogenic pathways. *Curr Opin Neurobiol.* 57, 156-162. doi: 10.1016/j.conb.2019.03.005

- La Padula, V., Staszewski, O., Nestel, S., Busch, H., Boerries, M., Roussa, E., et al. (2016). HSPB3 protein is expressed in motoneurons and induces their survival after lesion-induced degeneration. *Exp Neurol*. 286, 40-49. doi: 10.1016/j.expneurol.2016.08.014
- Lane-Donovan, C. and Herz, J. (2017). ApoE, ApoE Receptors, and the Synapse in Alzheimer's Disease. *Trends Endocrinol Metab*. 28, 273-284. doi: 10.1016/j.tem.2016.12.001
- Lavado, A., Park, J. Y., Pare, J., Finkelstein, D., Pan, H., Xu, B., et al. (2018). The Hippo Pathway Prevents YAP/TAZ-Driven Hypertranscription and Controls Neural Progenitor Number. *Dev Cell*. 47, 576-591 e578. doi: 10.1016/j.devcel.2018.09.021
- Lecomte, M. J., De Gois, S., Guerici, A., Ravassard, P., Faucon Biguet, N., Mallet, J., et al. (2005). Differential expression and regulation of the high-affinity choline transporter CHT1 and choline acetyltransferase in neurons of superior cervical ganglia. *Mol Cell Neurosci*. 28, 303-313. doi: 10.1016/j.mcn.2004.09.014
- Lee, K. J., Queenan, B. N., Rozeboom, A. M., Bellmore, R., Lim, S. T., Vicini, S., et al. (2013). Mossy fiber-CA3 synapses mediate homeostatic plasticity in mature hippocampal neurons. *Neuron*. 77, 99-114. doi: 10.1016/j.neuron.2012.10.033
- Lee, S., Shang, Y., Redmond, S. A., Urisman, A., Tang, A. A., Li, K. H., et al. (2016). Activation of HIPK2 Promotes ER Stress-Mediated Neurodegeneration in Amyotrophic Lateral Sclerosis. *Neuron*. 91, 41-55. doi: 10.1016/j.neuron.2016.05.021
- Lee, S. M., Chin, L. S. and Li, L. (2012). Charcot-Marie-Tooth disease-linked protein SIMPLE functions with the ESCRT machinery in endosomal trafficking. *J Cell Biol*. 199, 799-816. doi: 10.1083/jcb.201204137

- Lee, S. M., Olzmann, J. A., Chin, L. S. and Li, L. (2011). Mutations associated with Charcot-Marie-Tooth disease cause SIMPLE protein mislocalization and degradation by the proteasome and aggresome-autophagy pathways. *J Cell Sci.* 124, 3319-3331. doi: 10.1242/jcs.087114
- Levanon, D., Bettoun, D., Harris-Cerruti, C., Woolf, E., Negreanu, V., Eilam, R., et al. (2002). The Runx3 transcription factor regulates development and survival of TrkC dorsal root ganglia neurons. *EMBO J.* 21, 3454-3463. doi: 10.1093/emboj/cdf370
- Lewerenz, J., Hewett, S. J., Huang, Y., Lambros, M., Gout, P. W., Kalivas, P. W., et al. (2013). The cystine/glutamate antiporter system x(c)(-) in health and disease: from molecular mechanisms to novel therapeutic opportunities. *Antioxid Redox Signal.* 18, 522-555. doi: 10.1089/ars.2011.4391
- Lin, J., Wang, C., Yang, C., Fu, S. and Redies, C. (2016). Pax3 and Pax7 interact reciprocally and regulate the expression of cadherin-7 through inducing neuron differentiation in the developing chicken spinal cord. *J Comp Neurol.* 524, 940-962. doi: 10.1002/cne.23885
- Lin, Y. T., Yu, Y. L., Hong, W. C., Yeh, T. S., Chen, T. C. and Chen, J. C. (2017). NPFFR2 Activates the HPA Axis and Induces Anxiogenic Effects in Rodents. *Int J Mol Sci.* 18 doi: 10.3390/ijms18081810
- Linden, J., James, A. S., McDaniel, C. and Jentsch, J. D. (2018). Dopamine D2 Receptors in Dopaminergic Neurons Modulate Performance in a Reversal Learning Task in Mice. *eNeuro.* 5 doi: 10.1523/ENEURO.0229-17.2018
- Liu, C., Liu, X., Song, F., Li, J., Zhang, X. and Yang, J. (2015). The effects of neuropeptide urocortin 2 on the spontaneous discharge and glutamatergic neurotransmission of striatum neurons. *Neuropeptides.* 50, 17-21. doi: 10.1016/j.npep.2015.03.001

- Liu, Z., Xiang, Y. and Sun, G. (2013). The KCTD family of proteins: structure, function, disease relevance. *Cell Biosci.* 3, 45. doi: 10.1186/2045-3701-3-45
- Luck, R., Urban, S., Karakatsani, A., Harde, E., Sambandan, S., Nicholson, L., et al. (2019). VEGF/VEGFR2 signaling regulates hippocampal axon branching during development. *Elife.* 8 doi: 10.7554/eLife.49818
- Maag, J. L., Panja, D., Sporild, I., Patil, S., Kaczorowski, D. C., Bramham, C. R., et al. (2015). Dynamic expression of long noncoding RNAs and repeat elements in synaptic plasticity. *Front Neurosci.* 9, 351. doi: 10.3389/fnins.2015.00351
- Maiese, K. (2014). WISP1: Clinical insights for a proliferative and restorative member of the CCN family. *Curr Neurovasc Res.* 11, 378-389. doi: 10.2174/1567202611666140912115107
- Martel, G., Hevi, C., Friebely, O., Baybutt, T. and Shumyatsky, G. P. (2010). Zinc transporter 3 is involved in learned fear and extinction, but not in innate fear. *Learn Mem.* 17, 582-590. doi: 10.1101/lm.1962010
- Matschinsky, F. M. and Wilson, D. F. (2019). The Central Role of Glucokinase in Glucose Homeostasis: A Perspective 50 Years After Demonstrating the Presence of the Enzyme in Islets of Langerhans. *Front Physiol.* 10, 148. doi: 10.3389/fphys.2019.00148
- McCracken, L. M., Lowes, D. C., Salling, M. C., Carreau-Vollmer, C., Odean, N. N., Blednov, Y. A., et al. (2017). Glycine receptor alpha3 and alpha2 subunits mediate tonic and exogenous agonist-induced currents in forebrain. *Proc Natl Acad Sci U S A.* 114, E7179-E7186. doi: 10.1073/pnas.1703839114
- McLeod, F. and Salinas, P. C. (2018). Wnt proteins as modulators of synaptic plasticity. *Curr Opin Neurobiol.* 53, 90-95. doi: 10.1016/j.conb.2018.06.003

- Miller, B. L., Moats, R. A., Shonk, T., Ernst, T., Woolley, S. and Ross, B. D. (1993). Alzheimer disease: depiction of increased cerebral myo-inositol with proton MR spectroscopy. *Radiology*. 187, 433-437. doi: 10.1148/radiology.187.2.8475286
- Morales-Garcia, J. A., Redondo, M., Alonso-Gil, S., Gil, C., Perez, C., Martinez, A., et al. (2011). Phosphodiesterase 7 inhibition preserves dopaminergic neurons in cellular and rodent models of Parkinson disease. *PLoS One*. 6, e17240. doi: 10.1371/journal.pone.0017240
- Moran, C., Sanz-Rodriguez, A., Jimenez-Pacheco, A., Martinez-Villareal, J., McKiernan, R. C., Jimenez-Mateos, E. M., et al. (2013). Bmf upregulation through the AMP-activated protein kinase pathway may protect the brain from seizure-induced cell death. *Cell Death Dis*. 4, e606. doi: 10.1038/cddis.2013.136
- Musa, J., Aynaud, M. M., Mirabeau, O., Delattre, O. and Grunewald, T. G. (2017). MYBL2 (B-Myb): a central regulator of cell proliferation, cell survival and differentiation involved in tumorigenesis. *Cell Death Dis*. 8, e2895. doi: 10.1038/cddis.2017.244
- O'Byrne, S. M., Wongsiriroj, N., Libien, J., Vogel, S., Goldberg, I. J., Baehr, W., et al. (2005). Retinoid absorption and storage is impaired in mice lacking lecithin:retinol acyltransferase (LRAT). *J Biol Chem*. 280, 35647-35657. doi: 10.1074/jbc.M507924200
- Obara, Y., Nagasawa, R., Nemoto, W., Pellegrino, M. J., Takahashi, M., Habecker, B. A., et al. (2016). ERK5 induces ankrd1 for catecholamine biosynthesis and homeostasis in adrenal medullary cells. *Cell Signal*. 28, 177-189. doi: 10.1016/j.cellsig.2015.12.016
- Okuda, T., Higashi, Y., Kokame, K., Tanaka, C., Kondoh, H. and Miyata, T. (2004). Ndrp1-deficient mice exhibit a progressive demyelinating disorder of peripheral nerves. *Mol Cell Biol*. 24, 3949-3956. doi: 10.1128/mcb.24.9.3949-3956.2004

- Okuda, T., Kokame, K. and Miyata, T. (2008). Differential expression patterns of NDRG family proteins in the central nervous system. *J Histochem Cytochem.* 56, 175-182. doi: 10.1369/jhc.7A7323.2007
- Ostrowski, M., Carmo, N. B., Krumeich, S., Fanget, I., Raposo, G., Savina, A., et al. (2010). Rab27a and Rab27b control different steps of the exosome secretion pathway. *Nat Cell Biol.* 12, 19-30; sup pp 11-13. doi: 10.1038/ncb2000
- Ould-yahoui, A., Tremblay, E., Sbail, O., Ferhat, L., Bernard, A., Charrat, E., et al. (2009). A new role for TIMP-1 in modulating neurite outgrowth and morphology of cortical neurons. *PLoS One.* 4, e8289. doi: 10.1371/journal.pone.0008289
- Pang, T., Wakabayashi, S. and Shigekawa, M. (2002). Expression of calcineurin B homologous protein 2 protects serum deprivation-induced cell death by serum-independent activation of Na<sup>+</sup>/H<sup>+</sup> exchanger. *J Biol Chem.* 277, 43771-43777. doi: 10.1074/jbc.M208313200
- Pannasch, U., Freche, D., Dallerac, G., Ghezali, G., Escartin, C., Ezan, P., et al. (2014). Connexin 30 sets synaptic strength by controlling astroglial synapse invasion. *Nat Neurosci.* 17, 549-558. doi: 10.1038/nn.3662
- Peng, L., Yu, Y., Liu, J., Li, S., He, H., Cheng, N., et al. (2015). The chemerin receptor CMKLR1 is a functional receptor for amyloid-beta peptide. *J Alzheimers Dis.* 43, 227-242. doi: 10.3233/JAD-141227
- Peterson, T. S., Camden, J. M., Wang, Y., Seye, C. I., Wood, W. G., Sun, G. Y., et al. (2010). P2Y2 nucleotide receptor-mediated responses in brain cells. *Mol Neurobiol.* 41, 356-366. doi: 10.1007/s12035-010-8115-7
- Qian, J. and Noebels, J. L. (2005). Visualization of transmitter release with zinc fluorescence detection at the mouse hippocampal mossy fibre synapse. *J Physiol.* 566, 747-758. doi: 10.1113/jphysiol.2005.089276

- Raasakka, A., Linxweiler, H., Brophy, P. J., Sherman, D. L. and Kursula, P. (2019). Direct Binding of the Flexible C-Terminal Segment of Periaxin to beta4 Integrin Suggests a Molecular Basis for CMT4F. *Front Mol Neurosci.* 12, 84. doi: 10.3389/fnmol.2019.00084
- Rachdaoui, N., Li, L., Willard, B., Kasumov, T., Previs, S. and Sarkar, D. (2017). Turnover of histones and histone variants in postnatal rat brain: effects of alcohol exposure. *Clin Epigenetics.* 9, 117. doi: 10.1186/s13148-017-0416-5
- Rafi, S. K., Fernandez-Jaen, A., Alvarez, S., Nadeau, O. W. and Butler, M. G. (2019). High Functioning Autism with Missense Mutations in Synaptotagmin-Like Protein 4 (SYTL4) and Transmembrane Protein 187 (TMEM187) Genes: SYTL4- Protein Modeling, Protein-Protein Interaction, Expression Profiling and MicroRNA Studies. *Int J Mol Sci.* 20 doi: 10.3390/ijms20133358
- Rahmati, N., Hoebeek, F. E., Peter, S. and De Zeeuw, C. I. (2018). Chloride Homeostasis in Neurons With Special Emphasis on the Olivocerebellar System: Differential Roles for Transporters and Channels. *Front Cell Neurosci.* 12, 101. doi: 10.3389/fncel.2018.00101
- Riske, L., Thomas, R. K., Baker, G. B. and Dursun, S. M. (2017). Lactate in the brain: an update on its relevance to brain energy, neurons, glia and panic disorder. *Ther Adv Psychopharmacol.* 7, 85-89. doi: 10.1177/2045125316675579
- Rodriguez-Grande, B., Swana, M., Nguyen, L., Englezou, P., Maysami, S., Allan, S. M., et al. (2014). The acute-phase protein PTX3 is an essential mediator of glial scar formation and resolution of brain edema after ischemic injury. *J Cereb Blood Flow Metab.* 34, 480-488. doi: 10.1038/jcbfm.2013.224

- Rojek, K. O., Krzemien, J., Dolezyczek, H., Boguszewski, P. M., Kaczmarek, L., Konopka, W., et al. (2019). Amot and Yap1 regulate neuronal dendritic tree complexity and locomotor coordination in mice. *PLoS Biol.* 17, e3000253. doi: 10.1371/journal.pbio.3000253
- Rosch, H., Schweigreiter, R., Bonhoeffer, T., Barde, Y. A. and Korte, M. (2005). The neurotrophin receptor p75NTR modulates long-term depression and regulates the expression of AMPA receptor subunits in the hippocampus. *Proc Natl Acad Sci U S A.* 102, 7362-7367. doi: 10.1073/pnas.0502460102
- Roszkowska, M., Skupien, A., Wojtowicz, T., Konopka, A., Gorlewicz, A., Kisiel, M., et al. (2016). CD44: a novel synaptic cell adhesion molecule regulating structural and functional plasticity of dendritic spines. *Mol Biol Cell.* 27, 4055-4066. doi: 10.1091/mbc.E16-06-0423
- Roza, C., Campos-Sandoval, J. A., Gomez-Garcia, M. C., Penalver, A. and Marquez, J. (2019). Lysophosphatidic Acid and Glutamatergic Transmission. *Front Mol Neurosci.* 12, 138. doi: 10.3389/fnmol.2019.00138
- Ruiz-Ferrer, M., Torroglosa, A., Nunez-Torres, R., de Agustin, J. C., Antinolo, G. and Borrego, S. (2011). Expression of PROKR1 and PROKR2 in human enteric neural precursor cells and identification of sequence variants suggest a role in HSCR. *PLoS One.* 6, e23475. doi: 10.1371/journal.pone.0023475
- Saini, P. and Courtneidge, S. A. (2018). Tks adaptor proteins at a glance. *J Cell Sci.* 131 doi: 10.1242/jcs.203661
- Salim, S. (2017). Oxidative Stress and the Central Nervous System. *J Pharmacol Exp Ther.* 360, 201-205. doi: 10.1124/jpet.116.237503

- Sato-Maeda, M., Fujimura, M., Kanoke, A., Morita-Fujimura, Y., Niizuma, K. and Tominaga, T. (2016). Transient middle cerebral artery occlusion in mice induces neuronal expression of RNF213, a susceptibility gene for moyamoya disease. *Brain Res.* 1630, 50-55. doi: 10.1016/j.brainres.2015.10.055
- Schaukowitch, K., Reese, A. L., Kim, S. K., Kilaru, G., Joo, J. Y., Kavalali, E. T., et al. (2017). An Intrinsic Transcriptional Program Underlying Synaptic Scaling during Activity Suppression. *Cell Rep.* 18, 1512-1526. doi: 10.1016/j.celrep.2017.01.033
- Schwartz, V., Friedrich, K., Polleichtner, G. and Grunder, S. (2015). Acid-sensing ion channel (ASIC) 4 predominantly localizes to an early endosome-related organelle upon heterologous expression. *Sci Rep.* 5, 18242. doi: 10.1038/srep18242
- Scott, A., Hasegawa, H., Sakurai, K., Yaron, A., Cobb, J. and Wang, F. (2011). Transcription factor short stature homeobox 2 is required for proper development of tropomyosin-related kinase B-expressing mechanosensory neurons. *J Neurosci.* 31, 6741-6749. doi: 10.1523/JNEUROSCI.5883-10.2011
- Sedaghat, Y., Mazur, C., Sabripour, M., Hung, G. and Monia, B. P. (2012). Genomic analysis of wig-1 pathways. *PLoS One.* 7, e29429. doi: 10.1371/journal.pone.0029429
- Shang, Y., Zhang, J. and Huang, E. J. (2018). HIPK2-Mediated Transcriptional Control of NMDA Receptor Subunit Expression Regulates Neuronal Survival and Cell Death. *J Neurosci.* 38, 4006-4019. doi: 10.1523/JNEUROSCI.3577-17.2018
- Sharma, R., Kumar, D., Jha, N. K., Jha, S. K., Ambasta, R. K. and Kumar, P. (2017). Re-expression of cell cycle markers in aged neurons and muscles: Whether cells should divide or die? *Biochim Biophys Acta Mol Basis Dis.* 1863, 324-336. doi: 10.1016/j.bbadis.2016.09.010

- Shen, Y., Rampino, M. A., Carroll, R. C. and Nawy, S. (2012). G-protein-mediated inhibition of the Trp channel TRPM1 requires the Gbetagamma dimer. *Proc Natl Acad Sci U S A.* 109, 8752-8757. doi: 10.1073/pnas.1117433109
- Sheng, L., Leshchyns'ka, I. and Sytnyk, V. (2013). Cell adhesion and intracellular calcium signaling in neurons. *Cell Commun Signal.* 11, 94. doi: 10.1186/1478-811X-11-94
- Shimozaki, K., Clemenson, G. D., Jr. and Gage, F. H. (2013). Paired related homeobox protein 1 is a regulator of stemness in adult neural stem/progenitor cells. *J Neurosci.* 33, 4066-4075. doi: 10.1523/JNEUROSCI.4586-12.2013
- Shin, D., Shin, J. Y., McManus, M. T., Ptacek, L. J. and Fu, Y. H. (2009). Dicer ablation in oligodendrocytes provokes neuronal impairment in mice. *Ann Neurol.* 66, 843-857. doi: 10.1002/ana.21927
- Simpson, M. T., Venkatesh, I., Callif, B. L., Thiel, L. K., Coley, D. M., Winsor, K. N., et al. (2015). The tumor suppressor HHEX inhibits axon growth when prematurely expressed in developing central nervous system neurons. *Mol Cell Neurosci.* 68, 272-283. doi: 10.1016/j.mcn.2015.08.008
- Skupien, A., Konopka, A., Trzaskoma, P., Labus, J., Gorlewicz, A., Swiech, L., et al. (2014). CD44 regulates dendrite morphogenesis through Src tyrosine kinase-dependent positioning of the Golgi. *J Cell Sci.* 127, 5038-5051. doi: 10.1242/jcs.154542
- Song, Y., Li, D., Farrelly, O., Miles, L., Li, F., Kim, S. E., et al. (2019). The Mechanosensitive Ion Channel Piezo Inhibits Axon Regeneration. *Neuron.* 102, 373-389 e376. doi: 10.1016/j.neuron.2019.01.050
- Srivastava, A. K., Renusch, S. R., Naiman, N. E., Gu, S., Sneh, A., Arnold, W. D., et al. (2012). Mutant HSPB1 overexpression in neurons is sufficient to cause age-related motor neuronopathy in mice. *Neurobiol Dis.* 47, 163-173. doi: 10.1016/j.nbd.2012.03.035

- Starossom, S. C., Mascanfroni, I. D., Imitola, J., Cao, L., Raddassi, K., Hernandez, S. F., et al. (2012). Galectin-1 deactivates classically activated microglia and protects from inflammation-induced neurodegeneration. *Immunity*. 37, 249-263. doi: 10.1016/j.immuni.2012.05.023
- Stern, C. M. and Mermelstein, P. G. (2010). Caveolin regulation of neuronal intracellular signaling. *Cell Mol Life Sci*. 67, 3785-3795. doi: 10.1007/s00018-010-0447-y
- Stoney P. N., Fragoso Y. D., Saeed R. B., Ashton A., Goodman T., et al. (2016). Expression of the retinoic acid catabolic enzyme CYP26B1 in the human brain to maintain signaling homeostasis. *Brain Struct Funct*. 221(6):3315-26. doi: 10.1007/s00429-015-1102-z
- Su, J., Gorse, K., Ramirez, F. and Fox, M. A. (2010). Collagen XIX is expressed by interneurons and contributes to the formation of hippocampal synapses. *J Comp Neurol*. 518, 229-253. doi: 10.1002/cne.22228
- Sugita, S., Ho, A. and Sudhof, T. C. (2002). NECABs: a family of neuronal Ca(2+)-binding proteins with an unusual domain structure and a restricted expression pattern. *Neuroscience*. 112, 51-63. doi: 10.1016/s0306-4522(02)00063-5
- Sun, G. Y., Shelat, P. B., Jensen, M. B., He, Y., Sun, A. Y. and Simonyi, A. (2010). Phospholipases A2 and inflammatory responses in the central nervous system. *Neuromolecular Med*. 12, 133-148. doi: 10.1007/s12017-009-8092-z
- Sun, H. S. and Feng, Z. P. (2013). Neuroprotective role of ATP-sensitive potassium channels in cerebral ischemia. *Acta Pharmacol Sin*. 34, 24-32. doi: 10.1038/aps.2012.138
- Sun, Y., Jin, K., Mao, X. O., Zhu, Y. and Greenberg, D. A. (2001). Neuroglobin is up-regulated by and protects neurons from hypoxic-ischemic injury. *Proc Natl Acad Sci U S A*. 98, 15306-15311. doi: 10.1073/pnas.251466698

- Szpara, M. L., Vranizan, K., Tai, Y. C., Goodman, C. S., Speed, T. P. and Ngai, J. (2007). Analysis of gene expression during neurite outgrowth and regeneration. *BMC Neurosci.* 8, 100. doi: 10.1186/1471-2202-8-100
- Tabe, S., Hikiji, H., Ariyoshi, W., Hashidate-Yoshida, T., Shindou, H., Okinaga, T., et al. (2016). Lysophosphatidylethanolamine acyltransferase 1/membrane-bound O-acyltransferase 1 regulates morphology and function of P19C6 cell-derived neurons. *FASEB J.* 30, 2591-2601. doi: 10.1096/fj.201500097R
- Tanaka, S., Ishii, K., Kasai, K., Yoon, S. O. and Saeki, Y. (2007). Neural expression of G protein-coupled receptors GPR3, GPR6, and GPR12 up-regulates cyclic AMP levels and promotes neurite outgrowth. *J Biol Chem.* 282, 10506-10515. doi: 10.1074/jbc.M700911200
- Tang, C. Z., Yang, J. T., Liu, Q. H., Wang, Y. R. and Wang, W. S. (2019). Up-regulated miR-192-5p expression rescues cognitive impairment and restores neural function in mice with depression via the Fbln2-mediated TGF-beta1 signaling pathway. *FASEB J.* 33, 606-618. doi: 10.1096/fj.201800210RR
- Tao, R., Davis, K. N., Li, C., Shin, J. H., Gao, Y., Jaffe, A. E., et al. (2018). GAD1 alternative transcripts and DNA methylation in human prefrontal cortex and hippocampus in brain development, schizophrenia. *Mol Psychiatry.* 23, 1496-1505. doi: 10.1038/mp.2017.105
- Tawarayama, H., Feng, Q., Murayama, N., Suzuki, N. and Nakazawa, T. (2019). Cyclin-Dependent Kinase Inhibitor 2b Mediates Excitotoxicity-Induced Death of Retinal Ganglion Cells. *Invest Ophthalmol Vis Sci.* 60, 4479-4488. doi: 10.1167/iovs.19-27396

- Toda, C., Santoro, A., Kim, J. D. and Diano, S. (2017). POMC Neurons: From Birth to Death. *Annu Rev Physiol.* 79, 209-236. doi: 10.1146/annurev-physiol-022516-034110
- Tokhtaeva, E., Sun, H., Deiss-Yehiely, N., Wen, Y., Soni, P. N., Gabrielli, N. M., et al. (2016). The O-glycosylated ectodomain of FXVD5 impairs adhesion by disrupting cell-cell trans-dimerization of Na,K-ATPase beta1 subunits. *J Cell Sci.* 129, 2394-2406. doi: 10.1242/jcs.186148
- Torres, G. E., Gainetdinov, R. R. and Caron, M. G. (2003). Plasma membrane monoamine transporters: structure, regulation and function. *Nat Rev Neurosci.* 4, 13-25. doi: 10.1038/nrn1008
- Tosto, G., Fu, H., Vardarajan, B. N., Lee, J. H., Cheng, R., Reyes-Dumeyer, D., et al. (2015). F-box/LRR-repeat protein 7 is genetically associated with Alzheimer's disease. *Ann Clin Transl Neurol.* 2, 810-820. doi: 10.1002/acn3.223
- Tully, K. and Bolshakov, V. Y. (2010). Emotional enhancement of memory: how norepinephrine enables synaptic plasticity. *Mol Brain.* 3, 15. doi: 10.1186/1756-6606-3-15
- Uhrig, M., Brechlin, P., Jahn, O., Knyazev, Y., Weninger, A., Busia, L., et al. (2008). Upregulation of CRABP1 in human neuroblastoma cells overproducing the Alzheimer-typical Abeta42 reduces their differentiation potential. *BMC Med.* 6, 38. doi: 10.1186/1741-7015-6-38
- Velez, J. I., Lopera, F., Silva, C. T., Villegas, A., Espinosa, L. G., Vidal, O. M., et al. (2020). Familial Alzheimer's Disease and Recessive Modifiers. *Mol Neurobiol.* 57, 1035-1043. doi: 10.1007/s12035-019-01798-0
- Vienberg, S. G., Kleinridders, A., Suzuki, R. and Kahn, C. R. (2015). Differential effects of angiopoietin-like 4 in brain and muscle on regulation of lipoprotein lipase activity. *Mol Metab.* 4, 144-150. doi: 10.1016/j.molmet.2014.11.003

- Wang, B., Joo, J. H., Mount, R., Teubner, B. J. W., Krenzer, A., Ward, A. L., et al. (2018). The COPII cargo adapter SEC24C is essential for neuronal homeostasis. *J Clin Invest.* 128, 3319-3332. doi: 10.1172/JCI98194
- Wang, J. and Hamill, O. P. (2020). Piezo2, a pressure sensitive channel is expressed in select neurons of the mouse brain: a putative mechanism for synchronizing neural networks by transducing intracranial pressure pulses. *bioRxiv*. 2020.2003.2024.006452. doi: 10.1101/2020.03.24.006452
- Wang, X., Shao, Z., Zetoune, F. S., Zeidler, M. G., Gowrishankar, K. and Vincenz, C. (2003). NRADD, a novel membrane protein with a death domain involved in mediating apoptosis in response to ER stress. *Cell Death Differ.* 10, 580-591. doi: 10.1038/sj.cdd.4401208
- Watanabe, T., Shiino, A. and Akiguchi, I. (2012). Hippocampal metabolites and memory performances in patients with amnesic mild cognitive impairment and Alzheimer's disease. *Neurobiol Learn Mem.* 97, 289-293. doi: 10.1016/j.nlm.2012.01.006
- Weil, D., El-Amraoui, A., Masmoudi, S., Mustapha, M., Kikkawa, Y., Laine, S., et al. (2003). Usher syndrome type I G (USH1G) is caused by mutations in the gene encoding SANS, a protein that associates with the USH1C protein, harmonin. *Hum Mol Genet.* 12, 463-471. doi: 10.1093/hmg/ddg051
- Wijayatunge, R., Holmstrom, S. R., Foley, S. B., Mgbemena, V. E., Bhargava, V., Perez, G. L., et al. (2018). Deficiency of the Endocytic Protein Hip1 Leads to Decreased Gdpd3 Expression, Low Phosphocholine, and Kypholordosis. *Mol Cell Biol.* 38 doi: 10.1128/MCB.00385-18
- Williams, M. E., Wilke, S. A., Daggett, A., Davis, E., Otto, S., Ravi, D., et al. (2011). Cadherin-9 regulates synapse-specific differentiation in the developing hippocampus. *Neuron.* 71, 640-655. doi: 10.1016/j.neuron.2011.06.019

- Woodbury, M. E. and Ikezu, T. (2014). Fibroblast growth factor-2 signaling in neurogenesis and neurodegeneration. *J Neuroimmune Pharmacol.* 9, 92-101. doi: 10.1007/s11481-013-9501-5
- Wright, L. S., Li, J., Caldwell, M. A., Wallace, K., Johnson, J. A. and Svendsen, C. N. (2003). Gene expression in human neural stem cells: effects of leukemia inhibitory factor. *J Neurochem.* 86, 179-195. doi: 10.1046/j.1471-4159.2003.01826.x
- Wu, M., Puddifoot, C. A., Taylor, P. and Joiner, W. J. (2015). Mechanisms of inhibition and potentiation of alpha4beta2 nicotinic acetylcholine receptors by members of the Ly6 protein family. *J Biol Chem.* 290, 24509-24518. doi: 10.1074/jbc.M115.647248
- Xiao, C., Pinol, R. A., Carlin, J. L., Li, C., Deng, C., Gavrilova, O., et al. (2017). Bombesin-like receptor 3 (Brs3) expression in glutamatergic, but not GABAergic, neurons is required for regulation of energy metabolism. *Mol Metab.* 6, 1540-1550. doi: 10.1016/j.molmet.2017.08.013
- Xin, H., D'Souza, S., Jorgensen, T. N., Vaughan, A. T., Lengyel, P., Kotzin, B. L., et al. (2006). Increased expression of Ifi202, an IFN-activatable gene, in B6.Nba2 lupus susceptible mice inhibits p53-mediated apoptosis. *J Immunol.* 176, 5863-5870. doi: 10.4049/jimmunol.176.10.5863
- Yanagi, M., Hashimoto, T., Kitamura, N., Fukutake, M., Komure, O., Nishiguchi, N., et al. (2008). Expression of Kruppel-like factor 5 gene in human brain and association of the gene with the susceptibility to schizophrenia. *Schizophr Res.* 100, 291-301. doi: 10.1016/j.schres.2007.11.042
- Yu, M., Guo, L., Li, N., Henzel, K. S., Gu, H., Ran, X., et al. (2018). Overexpression of Kcnmb2 in Dorsal CA1 of Offspring Mice Rescues Hippocampal Dysfunction Caused by a Methyl Donor-Rich Paternal Diet. *Front Cell Neurosci.* 12, 360. doi: 10.3389/fncel.2018.00360

- Yu, Y., Sun, Y., He, S., Yan, C., Rui, L., Li, W., et al. (2012). Neuronal Cbl controls biosynthesis of insulin-like peptides in *Drosophila melanogaster*. *Mol Cell Biol.* 32, 3610-3623. doi: 10.1128/MCB.00592-12
- Yun, S. M., Park, J. Y., Seo, S. W. and Song, J. (2019). Association of plasma endothelial lipase levels on cognitive impairment. *BMC Psychiatry.* 19, 187. doi: 10.1186/s12888-019-2174-8
- Yung, Y. C., Stoddard, N. C., Mirendil, H. and Chun, J. (2015). Lysophosphatidic Acid signaling in the nervous system. *Neuron.* 85, 669-682. doi: 10.1016/j.neuron.2015.01.009
- Zamudio-Bulcock, P. A., Everett, J., Harteneck, C. and Valenzuela, C. F. (2011). Activation of steroid-sensitive TRPM3 channels potentiates glutamatergic transmission at cerebellar Purkinje neurons from developing rats. *J Neurochem.* 119, 474-485. doi: 10.1111/j.1471-4159.2011.07441.x
- Zhang, H., Chen, X. and Sairam, M. R. (2012). Novel genes of visceral adiposity: identification of mouse and human mesenteric estrogen-dependent adipose (MEDA)-4 gene and its adipogenic function. *Endocrinology.* 153, 2665-2676. doi: 10.1210/en.2011-2008
- Zhang, J., Han, Y., Zhao, Y., Li, Q., Jin, H. and Qin, J. (2019). Inhibition of TRIB3 Protects Against Neurotoxic Injury Induced by Kainic Acid in Rats. *Front Pharmacol.* 10, 585. doi: 10.3389/fphar.2019.00585
- Zhang, W., Schmelzeisen, S., Parthier, D., Frings, S. and Mohrlen, F. (2015). Anoctamin Calcium-Activated Chloride Channels May Modulate Inhibitory Transmission in the Cerebellar Cortex. *PLoS One.* 10, e0142160. doi: 10.1371/journal.pone.0142160
- Zhang, Y., Qian, Y., Lu, W. and Chen, X. (2009). The G protein-coupled receptor 87 is necessary for p53-dependent cell survival in response to genotoxic stress. *Cancer Res.* 69, 6049-6056. doi: 10.1158/0008-5472.CAN-09-0621

Zheng, Y., Zhang, Y. M. and Ni, X. (2016). Urocortin 2 But Not Urocortin 3 Promotes the Synaptic Formation in Hippocampal Neurons via Induction of NGF Production by Astrocytes. *Endocrinology*. 157, 1200-1210. doi: 10.1210/en.2015-1812

Zhong, H., Sia, G. M., Sato, T. R., Gray, N. W., Mao, T., Khuchua, Z., et al. (2009). Subcellular dynamics of type II PKA in neurons. *Neuron*. 62, 363-374. doi: 10.1016/j.neuron.2009.03.013

Zhou, P., Bacaj, T., Yang, X., Pang, Z. P. and Sudhof, T. C. (2013). Lipid-anchored SNAREs lacking transmembrane regions fully support membrane fusion during neurotransmitter release. *Neuron*. 80, 470-483. doi: 10.1016/j.neuron.2013.09.010

Zou, X., Bolon, B., Pretorius, J. K., Kurahara, C., McCabe, J., Christiansen, K. A., et al. (2009). Neonatal death in mice lacking cardiotrophin-like cytokine is associated with multifocal neuronal hypoplasia. *Vet Pathol*. 46, 514-519. doi: 10.1354/vp.08-VP-0239-B-BC

How the deposited data were processed for this re-analysis (not part of the article)

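The study sequenced RNA of primary hippocampal neurons of CD1 mice at 17 DIV, with 4 libraries for each of 4 groups, treated with medium of *Apoe-/-* astrocytes (control) or with lipoproteins of human apoE2, apoE3 or apoE4. The authors aligned the reads to mm10 with STAR 2.5.0c and counted them per gene with HTSeq 0.6.0, and the deposited values are raw counts for 48397 gene symbols in each library. Which annotation was counted and whether the counting used the strand are not stated. HTSeq's totals for reads on no single gene were left out of library sizes and tests, and they held 38.4 to 73.7% of a library. On genes, each library had between 14087723 and 34248172 counts with a median of 22221832. The gene *Lars2*, whose locus holds a ribosomal repeat, took 0.359 to 15.0% of them, and the features that took over 1% of any library took 4.82 to 24.9% together. Proteins, cell counts and microscopy of the study have no counts in the files and are not analysed here.

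The groups and replicate numbers were taken from the sample labels. The fit was edgeR 4.0.16 in R 4.3.3, with TMM scaling, the default filter on low counts (filterByExpr with a minimum count of 10, a minimum total of 15 and a minimum proportion of 0.7), 1 coefficient per group over all 16 libraries and the quasi-likelihood test, and 17038 genes were tested in 3 comparisons with the control and 3 between isoforms. P-values were adjusted by Benjamini-Hochberg within each comparison. The second criterion was the one the study states, a fold change of at least 2 with an unadjusted p under 0.05. The principal components and the deviations from group means used log2 CPM with a prior count of 2. Gene positions, lengths and 3′UTR sequences come from GENCODE M21 on the same genome build, to which 46394 symbols (95.9%) matched, and 96.8% of the tested genes had a length and a GC content.

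The comparisons, the alternatives, the gene lists and the rule for naming genes were written before the data were examined. By that rule the text was to name every gene whose RNA the results or discussion name as changed. It was also to name the transcription factors of Supplementary Table 1. Genes listed in Supplementary Tables 2 and 3 were to be tallied for a category that the sentence names. Added to these were the 5 genes with the smallest p among those changed at least 2-fold in each comparison. The closing section was to name *Apoe*, *Gfap*, *Dlg4*, *Grin1* and *Syp* and members of the lists. Not all of these are reported. Several of the transcription factors enter only tallies. *Dsp*, *Gm38399*, *Gm43146* and *Mettl21c*, from the first 5 between apoE3 and apoE2, have no values in the text. The folds printed in the study's tables had been seen when the rule was written. Genes named outside the rule, which the closing section does for genes absent from the study's tables and for single features, were chosen after their values were seen. The supplementary tables were read from their text, and misread symbols were matched to the symbols of the files.

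Libraries that share a replicate number deviate together, which the labels alone do not say. The correlation of their deviations from the group means was 0.362 to 0.552 for number 1, 0.766 to 0.831 for number 2, 0.620 to 0.671 for number 3 and 0.681 to 0.790 for number 4, against −0.830 to 0.569 between different numbers. The first principal component held 55.4% of the variance, of which 89.4% lay between numbers and 6.62% between groups. Once the replicate number was a block, edgeR's common dispersion fell from 0.132 to 0.0178. The fit without the block was chosen as the reported one, as the study's methods name no block. It is conservative for such pairs. In simulated counts that keep the replicate numbers, 0.512, 0.601 and 0.668% of unchanged genes had an unadjusted edgeR p under 0.05 with apoE2, apoE3 and apoE4. With the block 4.56, 4.87 and 4.76% did. Few calls or a large adjusted p without the block are therefore weak evidence against a change. The blocked value is given beside the counts, over all tested genes, at an adjusted p under 0.05 or at the study's criterion, and beside a tally of listed genes higher than in the control where it moves the tally from 0 or by more than 1.5 times. The closing section names the genes whose call it changes with an isoform for which the rule above names them.

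Alternatives were DESeq2 size factors in the same fit, no low-count filter, a stricter filter of 1 CPM in 8 libraries, DESeq2 1.42.0, the test that the study's methods name (here called the methods' test, run per gene on counts divided by size factors) with and without the low-count filter, a fit of only the 2 groups compared, the replicate block, offsets for gene length and GC content with and without the block, no minimum fold change, and each library left out in turn. DESeq2 on only the 2 groups compared and DESeq2 with the replicate block were added after values had been seen.

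The cell cycle list is the S and G2/M lists of Seurat with mouse capitals, the histone list is every symbol of the pattern of the clustered histone genes, and the other lists were written by hand from general knowledge. All were tested with camera of limma 3.58.1 at its preset correlation of 0.01, with fry and with camera at an estimated correlation as alternatives. They cover the cell cycle, replication-dependent histones, heat shock proteins and chaperones, YAP/TEAD targets, targets of the let-7 microRNA, the interferon response, cholesterol synthesis, LXR targets and 8 cell types (astrocyte, microglia, oligodendrocyte lineage, endothelial, fibroblast and mural, glutamatergic neuron, GABAergic neuron and neurons in general). A list of reactive astrocyte genes was added later. The p-values of the first 4 of these lists in 3 comparisons, 12 tests, were adjusted together, as were the 24 of the cell types and the 15 of the other lists.

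Each test was run first on simulated counts drawn from the means and library sizes of the real genes, with 200 genes changed in the comparison of apoE4 with the control. Over 16813 genes, edgeR called 48% of the changed genes with 0 false calls, and 83.5% with 5 false calls with the block. Over 17038 genes DESeq2 called 59% with 0, DESeq2 with the block 87.5% with 25, DESeq2 on only the 2 groups 57.5% with 3 and the methods' test 17.5% with 1 false calls. Because the control libraries are shared, overlaps and correlations between isoforms were also computed in 20 simulations without an isoform effect. All regroupings of the libraries for the closing section were counted once, over 35 splits of 8 libraries or 100 draws within replicate numbers. Chance is called excluded where a share under 0.05 of them, the real one included, gave as much, with no adjustment for the number of tests. The draws shuffle the labels of all 4 groups, so a drawn comparison also holds libraries of the other isoforms. They are no exact null for 1 isoform against the control, and neither verdict on such a comparison is decisive. Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9 drew the figures and searched 3′UTRs. Enrichment of KEGG pathways was not repeated, since the pathway gene sets were not used here.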

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

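Chosen only after the result was seen were the tests of *Gpc3* and *Slc30a3* and the tests of 3′UTR length, of other cell types (in its changed form) and of let-7 for the apoE4 genes, and the regroupings within replicate numbers.

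In the group of 4 apoE3 libraries, *Gpc3* stood at 4.43 CPM in replicate 2, far above the other 3 libraries, with a gap of 0.896 of the group's range where Dixon's critical value for 4 values was used as the limit. In the control group *Slc30a3* stood at 2.67 CPM in replicate 4, far below the others, with a gap of 0.835. Of 151 groups of named genes, 2 passed this limit where chance gives 7.55, so chance alone is enough for both. For each, an exchange of the apoE3 and control libraries of that replicate number is argued against. An exchange with a library of another isoform was not tested. The genes most clearly higher with apoE3 in the other replicate numbers were higher in apoE3 replicate 2 than in control replicate 2 by a median of 0.936 on the log2 scale, and in apoE3 replicate 4 than in control replicate 4 by 1.12. A difference between the replicate numbers is a candidate explanation for *Slc30a3*, since replicate 4 had the lowest value in 4 of 4 groups. For *Gpc3* replicate 2 was the highest in 2 of 4 groups, which leaves a difference between replicate numbers open. No biological explanation was tested.

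At an adjusted p under 0.05 edgeR called genes that the study's tables do not list, 24 of the 33 genes between apoE4 and the control, 21 of 26 between apoE4 and apoE3 and 34 of 43 between apoE4 and apoE2. Those between apoE4 and the control were *AI606181*, *Ago2*, *Atxn1l*, *Cmtm4*, *Dcp2*, *Edem1*, *Fam168b*, *Gm10524*, *Gm340*, *Gm9855*, *Gxylt1*, *Hif1an*, *Ino80d*, *Mfsd4a*, *Mir7053*, *Otud3*, *RP23-235I2.1*, *Rnf41*, *Tmem248*, *Xpo4*, *Zbtb34*, *Zc3hav1l*, *Zfp280b* and *Zfp652*. *Mir7053* had 3 counts over the control and 89 over the apoE4 libraries.

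The 33 genes called with apoE4 were all higher, with a median log2 fold change of 1.38 and a smallest of 0.50, and each replicate number showed the rise, with a lowest median of 0.83 over the numbers. Several technical explanations were tested. With every library thinned to the smallest total, 27 of the 33 were still called, so a difference in depth is argued against. With the features over 1% of a library and the mitochondrial genes left out, 33 were, and with offsets for gene length and GC content 25 were, so both are argued against as the whole cause. The genes have long 3′UTRs, with a median of 4753 nt over 27 genes against 1403 nt over 13893 tested genes. With offsets for 3′UTR length, 19 of the 27 were still called, which argues against such a trend as the whole cause. An exchange of apoE4 and control libraries is argued against as well. The 50 genes most clearly higher with apoE4 in 3 of the numbers were also higher in the number left out. The median rise was at least 0.956 on the log2 scale. An exchange with a library of another isoform was not tested.

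Other cell types in the apoE4 cultures are argued against for these 33 genes only by a test that was changed on the way. As first written it asked whether a cell type list rises with apoE4, and the astrocyte list does, which by itself would count for this explanation. The part on the other isoforms was added after the lists were seen. The astrocyte list rose by a median of 0.68 with apoE4 and of 0.82 with apoE3, yet the median log2 fold change of the 33 genes with apoE3 was 0.120, and 0 of them are in a cell type list. The most abundant gene of that list is *Gfap*, at 1326 ± 899 CPM with apoE4 and 648 ± 466 CPM in the control neurons (mean ± SD, n = 4). The study's own count of GFAP-labelled cells, made on coverslips and not in the sequenced wells, did not vary significantly across treatments. Weaker repression by the let-7 microRNA stays open. Its target list, with 18 tested genes, 4 over 10 CPM and 4 in the study's tables, was higher with apoE4 (camera adjusted p = 1.60e-06, median log2 fold change 0.21) and held under fry (0.00283) and an estimated correlation (0.00199). With apoE2 the list was lower (camera adjusted p = 0.00195, median −0.20) and with apoE3 it was not called (camera adjusted p = 0.639, median −0.02 and mean 0.13, which differ in sign). In a search of all 7-base words of 3′UTRs, however, the let-7 sites ranked 4611 and 8354 of 16277 words with apoE4 with the length of the 3′UTR taken out, and 7617 and 9005 with its GC content taken out too. A loss of let-7 activity and a rise of these genes for another reason cannot be told apart, since no microRNA was measured in these libraries. An effect of the medium of the apoE4 astrocytes on these genes is the biological explanation that the design gives, and it stays open beside let-7 as a hypothesis. Each group received medium of a different astrocyte line. ApoE4 itself and anything else in which these media differ therefore cannot be told apart here.

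Whether chance can be excluded was asked with all 35 splits of the 8 libraries of each comparison, the real split included. At an adjusted p under 0.05, 1 split gave as many genes as apoE4 against the control, 1 as apoE3, 1 as apoE4 against apoE2, 2 as apoE4 against apoE3, and 35 and 35 for apoE2 and for apoE3 against apoE2, where the real count is 0 (DESeq2 called 16 and 5). Every split gives at least 0 genes, so for these 2 comparisons the splits decide nothing. Over all splits chance is excluded for apoE4 and for apoE4 against apoE2, and not for apoE4 against apoE3. A share of 1 in 35 is the smallest that the splits can give. For apoE3 the real count is 1 gene, so its share says only that no other split reached 1 gene, and little rests on it. The other split as large as apoE4 against apoE3 called 4852 genes and parts none of the pairs, so that it follows the replicate numbers. The real splits part all 4 pairs. Of 100 regroupings within replicate numbers, which keep the pairs, 2, 1, 1 and 1 gave as many genes as apoE3, apoE4, apoE4 against apoE3 and apoE4 against apoE2, the real one included. Chance is thus excluded for the comparisons of apoE4 once the pairs are kept, while for apoE3 the share again rests on 1 gene.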

How the results depend on the processing

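Chosen only after values were seen were DESeq2 on only the 2 groups compared and DESeq2 with the replicate block, and the regroupings within replicate numbers, apart from those for the overlaps and for genes with at least 1 isoform without the block.

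Unless a value or the setting itself shows the cause, the cause was not tested for any change below. No overlap, count or list changed direction except where said.

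With the replicate block, the genes at an adjusted p under 0.05 numbered 293 for apoE2, 2004 for apoE3, 569 for apoE4, 307 for apoE4 against apoE3, 759 for apoE4 against apoE2 and 234 for apoE3 against apoE2. At the study's criterion there were 174 higher with apoE2, 89 lower with apoE2, 597 higher with apoE3, 214 lower with apoE3, 388 higher with apoE4 and 35 lower with apoE4. Shared genes came to 155 for apoE2 and apoE3, 199 for apoE3 and apoE4, 69 for apoE2 and apoE4 and 60 for all 3 isoforms. 1133 genes met it with at least 1 isoform. Transcription factors at the criterion numbered 17 with apoE3 and 17 with apoE4. The cell type lists were called with 2 isoforms for oligodendrocyte lineage, 2 isoforms for fibroblast and mural, 2 isoforms for glutamatergic neuron, 2 isoforms for GABAergic neuron and 1 isoform for neuron general. Among the named genes, each with the isoforms for which it is named, the replicate block brought the study's criterion to *Nptx1* with apoE2 (−1.26), *Nptx1* with apoE3 (−1.01), *Stx11* with apoE2 (1.21), *Stx11* with apoE3 (1.71), *Slc30a3* with apoE2 (−1.25), *Slc7a11* with apoE3 (1.11), *Litaf* with apoE3 (1.46), *Ets1* with apoE4 (1.45), *Runx1* with apoE4 (1.55), *Gli3* with apoE4 (1.43) and *Prrx1* with apoE4 (1.10), given as log2 fold changes. All 33 genes called with apoE4, and the 1 with apoE3, without the block were also called with it, as were 118 of 122, 314 of 332 and 185 of 194 genes that met the study's criterion with apoE2, apoE3 and apoE4. With the replicate block and the length and GC correction together, the genes at an adjusted p under 0.05 numbered 353 for apoE2, 2105 for apoE3, 487 for apoE4, 294 for apoE4 against apoE3, 796 for apoE4 against apoE2 and 299 for apoE3 against apoE2. Genes at the study's criterion numbered 156 higher with apoE2, 91 lower with apoE2, 548 higher with apoE3, 218 lower with apoE3, 356 higher with apoE4 and 34 lower with apoE4. Genes shared by isoforms numbered 138 for apoE2 and apoE3, 175 for apoE3 and apoE4, 63 for apoE2 and apoE4 and 51 for all 3 isoforms. 1077 genes met it with at least 1 isoform. Listed transcription factors that met it came to 17 with apoE3 and 17 with apoE4. Lists of cell types were called with 2 isoforms for oligodendrocyte lineage, 2 isoforms for fibroblast and mural, 2 isoforms for glutamatergic neuron, 1 isoform for GABAergic neuron and 1 isoform for neuron general.

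By DESeq2 with all 16 libraries, the genes at an adjusted p under 0.05 numbered 16 for apoE2, 51 for apoE3, 91 for apoE4, 68 for apoE4 against apoE3, 153 for apoE4 against apoE2 and 5 for apoE3 against apoE2. The genes that met the study's criterion numbered 142 higher with apoE2, 148 lower with apoE2, 434 higher with apoE3, 314 lower with apoE3, 335 higher with apoE4 and 106 lower with apoE4. The shared genes numbered 106 for apoE2 and apoE3, 109 for apoE3 and apoE4, 45 for apoE2 and apoE4 and 29 for all 3 isoforms. 1248 genes met it with at least 1 isoform. The transcription factors that met it numbered 17 with apoE4. By DESeq2 on only the 2 groups compared, the genes at an adjusted p under 0.05 numbered 46 for apoE2, 34 for apoE3, 83 for apoE4, 46 for apoE4 against apoE3, 147 for apoE4 against apoE2 and 7 for apoE3 against apoE2. The genes that met the study's criterion numbered 144 higher with apoE2, 127 lower with apoE2, 399 higher with apoE3, 214 lower with apoE3, 308 higher with apoE4 and 71 lower with apoE4. The shared genes numbered 96 for apoE2 and apoE3, 92 for apoE3 and apoE4 and 36 for apoE2 and apoE4. 1057 genes met it with at least 1 isoform. The transcription factors that met it numbered 20 with apoE4. By DESeq2 with the replicate block, the genes at an adjusted p under 0.05 numbered 679 for apoE2, 2602 for apoE3, 941 for apoE4, 678 for apoE4 against apoE3, 1200 for apoE4 against apoE2 and 682 for apoE3 against apoE2. At the study's criterion there were 291 higher with apoE2, 242 lower with apoE2, 733 higher with apoE3, 448 lower with apoE3, 533 higher with apoE4 and 199 lower with apoE4. Shared genes came to 271 for apoE2 and apoE3, 313 for apoE3 and apoE4, 168 for apoE2 and apoE4 and 119 for all 3 isoforms. 1812 genes met it with at least 1 isoform. Transcription factors at the criterion numbered 20 with apoE4.

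By the methods' test without a filter, the genes at an adjusted p under 0.05 numbered 0 for apoE4, 0 for apoE4 against apoE3 and 0 for apoE4 against apoE2. At the study's criterion there were 270 higher with apoE2, 238 lower with apoE2, 387 lower with apoE3, 273 higher with apoE4 and 256 lower with apoE4. Shared genes came to 98 for apoE2 and apoE3, 86 for apoE2 and apoE4 and 26 for all 3 isoforms. 1422 genes met it with at least 1 isoform. Transcription factors at the criterion numbered 0 with apoE2 and 3 with apoE3. By the methods' test with the low-count filter, the genes at an adjusted p under 0.05 numbered 0 for apoE3, 0 for apoE4, 0 for apoE4 against apoE3 and 0 for apoE4 against apoE2. Genes at the study's criterion numbered 92 higher with apoE3 and 112 higher with apoE4. Genes shared by isoforms numbered 26 for apoE2 and apoE3, 12 for apoE3 and apoE4, 9 for apoE2 and apoE4 and 5 for all 3 isoforms. 355 genes met it with at least 1 isoform. Listed transcription factors that met it came to 0 with apoE2 and 3 with apoE3.

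With only the 2 groups compared in the edgeR fit and thus fewer libraries, the genes at an adjusted p under 0.05 numbered 0 for apoE3, 0 for apoE4, 1 for apoE4 against apoE3 and 3 for apoE4 against apoE2. The genes that met the study's criterion numbered 57 lower with apoE3 and 10 lower with apoE4. The shared genes numbered 22 for apoE3 and apoE4, 7 for apoE2 and apoE4 and 6 for all 3 isoforms. The transcription factors that met it numbered 1 with apoE2 and 6 with apoE3. Calls of cell type lists came with 2 isoforms for fibroblast and mural and 1 isoform for GABAergic neuron. With no low-count filter, where more genes are tested, the genes at an adjusted p under 0.05 numbered 17 for apoE4 against apoE3. Genes at the study's criterion numbered 268 higher with apoE2, 288 lower with apoE2, 505 higher with apoE3, 456 lower with apoE3, 467 higher with apoE4 and 257 lower with apoE4. Genes shared by isoforms numbered 150 for apoE2 and apoE3, 150 for apoE3 and apoE4, 104 for apoE2 and apoE4 and 49 for all 3 isoforms. 1886 genes met it with at least 1 isoform. The cell type lists were called with 1 isoform for endothelial and 2 isoforms for fibroblast and mural. With the stricter filter of 1 CPM in 8 libraries, where fewer genes are tested, the genes that met the study's criterion numbered 41 higher with apoE2, 23 lower with apoE2, 132 higher with apoE3, 45 lower with apoE3, 103 higher with apoE4 and 6 lower with apoE4. The shared genes numbered 29 for apoE2 and apoE3, 23 for apoE3 and apoE4, 7 for apoE2 and apoE4 and 5 for all 3 isoforms. 296 genes met it with at least 1 isoform. Listed transcription factors that met it came to 0 with apoE2, 7 with apoE3 and 6 with apoE4. The camera adjusted p was 0.0772 for the replication-dependent histone list with apoE4. Lists of cell types were called with 2 isoforms for fibroblast and mural and 1 isoform for GABAergic neuron. With no minimum fold change, a looser criterion, the genes that met the study's criterion numbered 265 higher with apoE2, 208 lower with apoE2, 590 higher with apoE3, 491 lower with apoE3, 416 higher with apoE4 and 152 lower with apoE4. Shared genes came to 207 for apoE2 and apoE3, 129 for apoE3 and apoE4, 46 for apoE2 and apoE4 and 30 for all 3 isoforms. 1768 genes met it with at least 1 isoform.

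With DESeq2 size factors, the cell type lists were called with 1 isoform for fibroblast and mural. With the length and GC correction alone, the cell type lists were called with 1 isoform for fibroblast and mural. With camera's estimated correlation, the camera adjusted p was 0.345 for the YAP/TEAD target list with apoE2, 0.345 for the YAP/TEAD target list with apoE3, 0.102 for the YAP/TEAD target list with apoE4, 0.574 for the cell cycle list with apoE2, 0.574 for the cell cycle list with apoE3, 0.511 for the cell cycle list with apoE4, 0.456 for the replication-dependent histone list with apoE2 and 0.574 for the replication-dependent histone list with apoE4. Calls of cell type lists came with 0 isoforms for astrocyte and 0 isoforms for oligodendrocyte lineage. With fry, the fry adjusted p was 0.526 for the YAP/TEAD target list with apoE2, 0.410 for the YAP/TEAD target list with apoE3, 0.282 for the YAP/TEAD target list with apoE4, 0.621 for the cell cycle list with apoE2, 0.538 for the cell cycle list with apoE3, 0.526 for the cell cycle list with apoE4, 0.526 for the replication-dependent histone list with apoE2 and 0.526 for the replication-dependent histone list with apoE4. The cell type lists were called with 0 isoforms for astrocyte and 0 isoforms for oligodendrocyte lineage. Of the lists called without the block, those of let-7 held under the other tests, with apoE4 under both and with apoE2 under the estimated correlation (adjusted p of 0.0257 by camera) but not under fry (adjusted p of 0.105). In the fit with the replicate block fry called the reactive astrocyte list with all 3 isoforms, the YAP/TEAD, LXR, astrocyte and fibroblast lists with apoE3 and apoE4, the let-7 list with apoE2 and apoE4 and the cell cycle and interferon lists with apoE4.

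Leaving out 1 library at a time, the genes at an adjusted p under 0.05 ranged from 0 (without control replicate 1) to 1 (without control replicate 2) for apoE2, 0 (without control replicate 1) to 1 (without control replicate 4) for apoE3, 15 (without control replicate 1) to 60 (without apoE4 replicate 2) for apoE4, 0 (without apoE3 replicate 1) to 33 (without apoE4 replicate 2) for apoE4 against apoE3 and 9 (without apoE2 replicate 4) to 85 (without apoE4 replicate 2) for apoE4 against apoE2. Those that met the study's criterion ranged from 66 (without apoE2 replicate 4) to 151 (without control replicate 4) higher with apoE2, 42 (without control replicate 1) to 85 (without control replicate 4) lower with apoE2, 114 (without apoE3 replicate 4) to 542 (without apoE3 replicate 2) higher with apoE3, 78 (without control replicate 1) to 358 (without apoE3 replicate 2) lower with apoE3, 125 (without apoE4 replicate 4) to 337 (without control replicate 4) higher with apoE4 and 18 (without apoE2 replicate 3) to 50 (without apoE4 replicate 2) lower with apoE4. Shared genes ranged from 36 (without apoE2 replicate 4) to 137 (without control replicate 4) for apoE2 and apoE3, 27 (without control replicate 2) to 163 (without control replicate 4) for apoE3 and apoE4, 15 (without control replicate 2) to 64 (without control replicate 4) for apoE2 and apoE4 and 6 (without control replicate 2) to 51 (without control replicate 4) for all 3 isoforms, and genes with at least 1 isoform from 419 (without control replicate 2) to 1086 (without apoE3 replicate 2). Transcription factors that met the criterion ranged from 1 (without control replicate 2) to 4 (without control replicate 4) with apoE2 and 5 (without apoE3 replicate 1) to 16 (without apoE3 replicate 2) with apoE3.

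For the cell cycle list the camera adjusted p ranged from 2.97e-06 (without control replicate 4) to 0.141 (without apoE2 replicate 4) with apoE2, 8.67e-06 (without control replicate 4) to 0.580 (without apoE3 replicate 4) with apoE3 and 5.28e-11 (without control replicate 4) to 0.0598 (without apoE4 replicate 4) with apoE4. For the histone list the camera adjusted p ranged from 1.18e-09 (without control replicate 3) to 0.491 (without control replicate 4) with apoE2, 0.0333 (without control replicate 4) to 0.982 (without apoE3 replicate 1) with apoE3 and 2.60e-09 (without control replicate 4) to 0.164 (without control replicate 3) with apoE4. For the heat shock and chaperone list the camera adjusted p ranged from 0.0329 (without control replicate 3) to 0.977 (without control replicate 1) with apoE2, 0.0379 (without control replicate 3) to 0.837 (without control replicate 1) with apoE3 and 0.00588 (without apoE4 replicate 4) to 0.830 (without apoE4 replicate 1) with apoE4. For the YAP/TEAD target list the camera adjusted p ranged from 8.60e-04 (without apoE2 replicate 2) to 0.0569 (without apoE2 replicate 1) with apoE2. The number of isoforms with which a cell type list was called ranged from 0 (without control replicate 2) to 3 (without control replicate 1) for astrocyte, 0 (without control replicate 1) to 3 (without control replicate 4) for microglia, 0 (without control replicate 2) to 2 (without control replicate 1) for oligodendrocyte lineage, 0 (without control replicate 1) to 1 (without apoE3 replicate 3) for endothelial, 0 (without control replicate 2) to 2 (without control replicate 1) for fibroblast and mural, 0 (without control replicate 1) to 1 (without apoE3 replicate 2) for glutamatergic neuron, 0 (without control replicate 1) to 2 (without control replicate 3) for GABAergic neuron and 0 (without control replicate 1) to 1 (without apoE3 replicate 2) for neuron general. In these fits the histone list with apoE3 was lower when all libraries were used and higher, and called, without control replicate 4 (camera adjusted p = 0.0333), a reversal.

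For the genes named one by one, 984 of 1136 values with 1 library left out kept the call, 132 lost it and 20 gained it, and 0 changed sign among called values. DESeq2 size factors kept 69 of 71, DESeq2 66, the methods' test 50, the fit of only the 2 groups 58 of 67, and the length and GC correction 66 of 71. The stricter filter gave no value for the genes it left out and kept 49 of 50.

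With the block, chance was asked with 100 regroupings of the labels within replicate numbers. They replaced the 8 swaps within pairs first written down, after the counts of the swaps were seen, because 8 swaps cannot give a share under 1 in 8. As many genes at an adjusted p under 0.05 came from 1, 1, 1, 2, 1 and 1 of 100 regroupings for apoE2, apoE3, apoE4, apoE4 against apoE3, apoE4 against apoE2 and apoE3 against apoE2, the real one included, so chance is excluded for all 6. Without the block, the study's criterion was met by as many genes in 19, 10 and 14 of 35 splits for apoE2, apoE3 and apoE4, which over all splits does not exclude chance. The real splits part all 4 pairs, and among the 8 splits that do so each real one gave the most genes, the next giving 39, 145 and 105, while the others as large part 2 or 0 pairs. Of the 100 regroupings, which keep the pairs, 6, 1 and 1 gave as many higher genes and 13, 3 and 64 as many lower genes with apoE2, apoE3 and apoE4. Fitted with the block, 4, 1 and 1 gave as many higher and 18, 6 and 69 as many lower genes. With the pairs kept, chance is thus excluded in both fits for the higher genes with apoE3 and with apoE4, only with the block for the higher genes with apoE2, only without it for the lower genes with apoE3, and in neither fit for the lower genes with apoE2 and with apoE4. Overlaps as large came from 3, 4, 14 and 7 of 100 regroupings for apoE2 and apoE3, apoE3 and apoE4, apoE2 and apoE4 and all 3 isoforms, and as many genes with at least 1 isoform from 1, or from 2, 1, 6 and 3, and 1, with the block. Chance is thus excluded for the overlap of all 3 only with the block and for that of apoE2 and apoE4 in neither fit, and for the other 2 overlaps and the genes with at least 1 isoform in both. As many transcription factors came from 27, 1 and 1 of 100 with apoE2, apoE3 and apoE4, which decides nothing, since the study chose these genes on the same libraries.

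For the gene lists, a camera p as small came from 1, 4 and 1 of 35 splits for the YAP/TEAD list with apoE2, apoE3 and apoE4, so that over all splits chance is excluded with apoE2 and apoE4. Over all splits it is not excluded for the cell cycle list (13, 18 and 6 of 35 splits), the histone list with apoE2 and apoE4 (9 and 17), the astrocyte list with apoE3 and apoE4 (12 and 9) or the oligodendrocyte list with apoE3 (17). The real splits part all 4 pairs and 27 of the 35 do not. Among the 8 that do, only the real split gave a p as small for the YAP/TEAD list with apoE2 and apoE4, the cell cycle list with apoE4 and the astrocyte list with apoE3 and apoE4, but 8 splits are too few to exclude chance. Of the 100 regroupings, which keep the pairs, a camera p as small came from 18, 8 and 1 for the YAP/TEAD list and 33, 24 and 2 for the cell cycle list with apoE2, apoE3 and apoE4, 23 and 37 for the histone list with apoE2 and apoE4, 7 and 4 for the astrocyte list with apoE3 and apoE4 and 16 for the oligodendrocyte list with apoE3. The blocked fit gave 9, 4 and 1 for the YAP/TEAD list, 45, 36 and 3 for the cell cycle list, 18 and 41 for the histone list, 1 and 3 for the astrocyte list and 13 for the oligodendrocyte list with these isoforms. With the pairs kept, chance is thus excluded in both fits for the YAP/TEAD, cell cycle and astrocyte lists with apoE4, only with the block for the YAP/TEAD and astrocyte lists with apoE3, and in neither fit for the YAP/TEAD list with apoE2, the cell cycle list with apoE2 and apoE3, the histone list or the oligodendrocyte list.

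Lists of cell types called only in the blocked fit had a camera p as small in 32 of 100 regroupings for the astrocyte list with apoE2, 21 and 14 for the GABAergic list with apoE2 and apoE3, 40 and 42 for the glutamatergic list with apoE3 and apoE4, 34 for the general neuron list with apoE3, 35 for the oligodendrocyte list with apoE4 and 2 and 5 for the fibroblast list with apoE3 and apoE4. Among these, chance is excluded only for the fibroblast list with apoE3. For the let-7 list a p as small came from 27 with apoE2 and 2 with apoE4 without the block, and from 19 and 1 with it. The LXR list gave 3 with apoE3 and 10 with apoE4, and blocked 2 and 6. The interferon list with apoE4 gave 17, and blocked 17, and the cholesterol list, called only with the block, 40 with apoE2 and 39 with apoE4. Chance is thus excluded in both fits for the let-7 list with apoE4 and the LXR list with apoE3. It is excluded in neither for the let-7 list with apoE2, the LXR list with apoE4 or the interferon list, nor with the block for the cholesterol list. No adjustment was made for the number of lists and comparisons, over which a few shares as small can arise by luck. The reactive astrocyte list gave 7, 1 and 5 with apoE2, apoE3 and apoE4, and blocked 3, 1 and 2, which decides nothing, since the list was written after the values were seen.

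Depth limits the low genes. *Gpr39*, *Alox8*, *Hmga2*, *Pax3*, *Hoxa3*, *Six3* and *Creb3l3* had too few reads for the filter, and for them a difference of the size the study lists is not excluded by these counts.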

Differences from the paper's values

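Chosen only after values were seen, the study's own counts among them, were DESeq2 on only the 2 groups compared and DESeq2 with the replicate block.

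The study's text gives 18 counts that were also computed here, and 15 differ by more than 1.5 times. For the 29 folds of Supplementary Table 1 that were tested here the rule was wider, and none differs by it. A fold counted as different on a change of sign, or when it was off by more than 1.5 times and also by more than the SD of the libraries relative to the other group's mean. A fold of a variable gene can thus be off by more than 1.5 times and not count. For each count that differs, the alternatives set before the data were examined that come within 1.5 times of the paper's value are named with their values, and the alternatives not named, libraries left out included, do not come within it.

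Genes higher with apoE3 at the study's criterion numbered 211 here and 398 in the paper, and the values within 1.5 times of it came from no low-count filter (505), DESeq2 (434), the replicate block (597), the block with the length and GC correction (548) and no minimum fold change (590), and leaving out control replicate 4 (527), apoE3 replicate 2 (542) or apoE3 replicate 3 (303). Genes lower with apoE3 came to 218 in the paper and 121 here. Within 1.5 times lay DESeq2 (314), the replicate block (214) and the block with the length and GC correction (218), and leaving out control replicate 4 (237) or apoE4 replicate 4 (156). Genes higher with apoE4 at the study's criterion were 176 here, and the paper's value is 308, and the values within 1.5 times of it came from DESeq2 (335), the methods' test (273), the replicate block (388), the block with the length and GC correction (356) and no minimum fold change (416), and leaving out control replicate 4 (337), apoE4 replicate 2 (305) or apoE4 replicate 3 (210). Genes lower with apoE4 numbered 18 here and 70 in the paper, and only leaving out apoE4 replicate 2 (50) brought it within 1.5 times. Genes higher with apoE2 at the study's criterion came to 144 in the paper and 71 here, and the values within 1.5 times of it came from DESeq2 (142), the replicate block (174) and the block with the length and GC correction (156), and leaving out control replicate 4 (151). Genes lower with apoE2 were 51 here, and the paper's value is 130. Within 1.5 times lay DESeq2 (148), the replicate block (89) and the block with the length and GC correction (91).

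Genes higher with apoE2 and apoE3 alone numbered 22 here and 51 in the paper, and the values within 1.5 times of it came from no low-count filter (57), DESeq2 (44), the replicate block (63) and the block with the length and GC correction (57), and leaving out control replicate 4 (49) or apoE2 replicate 2 (40). Genes lower with apoE2 and apoE3 alone came to 27 in the paper and 15 here. Within 1.5 times lay DESeq2 (33), the replicate block (32) and the block with the length and GC correction (30), and leaving out control replicate 3 (21), control replicate 4 (37), apoE2 replicate 1 (21), apoE2 replicate 2 (27), apoE3 replicate 2 (18), apoE4 replicate 1 (18), apoE4 replicate 2 (19), apoE4 replicate 3 (20) or apoE4 replicate 4 (22). Genes higher with apoE3 and apoE4 alone were 36 here, and the paper's value is 71, and the values within 1.5 times of it came from no low-count filter (80), DESeq2 (76) and no minimum fold change (69), and leaving out apoE3 replicate 2 (71) or apoE4 replicate 2 (69). Genes lower with apoE3 and apoE4 alone numbered 1 here and 3 in the paper. Within 1.5 times lay DESeq2 (4) and the replicate block (4), and leaving out control replicate 3 (2), apoE2 replicate 1 (2), apoE2 replicate 2 (2), apoE2 replicate 4 (2), apoE3 replicate 1 (2), apoE4 replicate 2 (2), apoE4 replicate 3 (4) or apoE4 replicate 4 (2). Genes higher with apoE2 and apoE4 alone came to 10 in the paper and 4 here, and the values within 1.5 times of it came from DESeq2 (9) and the methods' test (15), and leaving out control replicate 4 (8). Genes lower with apoE2 and apoE4 alone were 3 here, and the paper's value is 8. Within 1.5 times lay DESeq2 (7), the block with the length and GC correction (6) and no minimum fold change (10), and leaving out apoE2 replicate 4 (7). Genes lower with all 3 isoforms numbered 1 here and 3 in the paper, and the values within 1.5 times of it came from DESeq2 (3), and leaving out control replicate 4 (4) or apoE3 replicate 3 (2). Genes that met the criterion with at least 1 isoform came to 1062 in the paper and 543 here. Within 1.5 times lay DESeq2 (1248), the methods' test (1422), the replicate block (1133) and the block with the length and GC correction (1077), and leaving out control replicate 4 (1058) or apoE3 replicate 2 (1086). Transcription factors with apoE4 were 11 here, and the paper's value is 20, and the values within 1.5 times of it came from no low-count filter (14), DESeq2 (17), the replicate block (17) and the block with the length and GC correction (17), and leaving out control replicate 4 (15) or apoE4 replicate 2 (15).

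Over the 18 counts, those that differ number 2 by DESeq2, 6 with the replicate block, 6 with the block and the length and GC correction, 12 with no low-count filter, 12 with no minimum fold change, 15 by the methods' test, 18 with that test and the low-count filter, 18 with only the 2 groups in the edgeR fit, 18 with the stricter filter, and 15 and 15 with DESeq2 size factors and with the length and GC correction. DESeq2 with the replicate block, chosen after seeing the values, leaves 15 and gives 20 transcription factors with apoE4. DESeq2 on only the 2 groups compared, chosen after seeing the values, among them the study's counts, leaves 0 and drops 0 of the transcription factors listed for any isoform. Its counts are 399 higher and 214 lower genes with apoE3, 308 and 71 with apoE4, 144 and 127 with apoE2, 51 and 27 shared by apoE2 and apoE3 alone, 71 and 3 by apoE3 and apoE4, 10 and 8 by apoE2 and apoE4, 15 and 3 by all 3, 1057 with at least 1 isoform, and 20, 13 and 2 transcription factors with apoE4, apoE3 and apoE2. Of the genes it calls, 40.6, 29.5 and 37.2% with apoE2, apoE3 and apoE4 do not pass the low-count filter.

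The paper names *Otof* and *Slc30a3* among the genes raised by apoE2 and apoE3. Here both were lower, *Otof* at log2 fold changes of −1.67 with apoE2 and −0.91 with apoE3 and *Slc30a3* at −1.27 and −2.01, and the study's own tables also list *Otof* as lower with apoE2 and *Slc30a3* as lower with both. *Otof* with apoE3 met the study's criterion without control replicate 3 (−1.24), and *Slc30a3* with apoE2 with the replicate block (−1.25), with the replicate block and the length and GC correction (−1.27), by DESeq2 on only the 2 groups compared (−1.27) and by DESeq2 with the replicate block (−1.26). The paper names *Stx11* as raised by both, and here it did not meet the criterion at 1.17 with apoE2 and 1.84 with apoE3. It met it with apoE2 with the replicate block (1.21), with the replicate block and the length and GC correction (1.21) and by DESeq2 with the replicate block (1.24), and with apoE3 with no low-count filter (1.81), by DESeq2 (1.84), with the replicate block (1.71), with the replicate block and the length and GC correction (1.72), by DESeq2 on only the 2 groups compared (1.84) and by DESeq2 with the replicate block (1.69), and without control replicate 4 (2.64), apoE2 replicate 2 (1.83), apoE3 replicate 2 (2.24), apoE3 replicate 3 (2.07) and apoE4 replicate 4 (1.83). The text names *C1ql1* for both, although the table lists it only for apoE3, and with apoE2 it did not meet the criterion (0.87), while with apoE3 it did (1.65). No setting called it with apoE2. *Nptx1* is named as lowered by both, and neither value met the criterion (−1.28 and −0.95). It met it with apoE2 by DESeq2 (−1.29), with only the 2 groups compared in the fit (−1.29), with the replicate block (−1.26), with the replicate block and the length and GC correction (−1.26), by DESeq2 on only the 2 groups compared (−1.28) and by DESeq2 with the replicate block (−1.27), and without control replicate 4 (−1.54), apoE2 replicate 3 (−1.71) and apoE4 replicate 4 (−1.29). The same held with apoE3 with the replicate block (−1.01) and by DESeq2 with the replicate block (−1.03). *Wnt7a* is named as lowered by both, and only the apoE2 value did (−1.05, against −0.27 with apoE3). No setting called it with apoE3. The paper gives *Slc7a11* as raised by apoE3 too, at a value here of 1.24 that met the criterion only by DESeq2 (1.22), with the replicate block (1.11), with the replicate block and the length and GC correction (1.18), by DESeq2 on only the 2 groups compared (1.22) and by DESeq2 with the replicate block (1.09), and without control replicate 4 (1.65) and apoE3 replicate 2 (1.51). The paper names *Creb3l3* as lowered by apoE4. It was not tested here for low counts, and with no filter its log2 fold change was −1.48. DESeq2 on only the 2 groups compared calls it, as it does every transcription factor of the table. The paper gives chaperone genes as raised by apoE2 and apoE3. The list of heat shock and chaperone genes was not called with either (camera adjusted p = 0.121 and 0.127) except without control replicate 3 (0.0329 and 0.0379) and, with apoE2, without control replicate 4 (0.0424), while 1 and 1 of the 4 tested chaperone genes of the study's own table met its criterion, or 2 and 4 with the replicate block, and their median log2 fold changes were 1.17 and 1.41. The paper describes opposing effects of apoE3 and apoE4 on the Hippo pathway. The YAP/TEAD targets lay above the control with both, by median log2 fold changes of 0.85 and 0.56, but both comparisons use the same control libraries, and the agreement expected from that alone was not computed for this list.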

Other observations

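Chosen only after the result was seen were the list of reactive astrocyte genes with its tests, the tests of the 3′UTR word GTGCCTT, and the regroupings within replicate numbers.

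The cell type lists gave, with apoE2, apoE3 and apoE4 in this order against the control neurons, camera adjusted p for the astrocyte list (19 tested genes, 17 over 10 CPM, 2 in another list, 2 in the study's tables) 0.159, 0.00109 and 2.86e-04, with medians of 0.25, 0.82 and 0.68, and for the microglia list (18 tested genes, 1 over 10 CPM) 0.864, 0.352 and 0.485, with medians of 0.03, 0.48 and 0.24. The camera adjusted p was for the oligodendrocyte lineage list (15 tested genes, 7 over 10 CPM, 1 in another list) 0.485, 0.0168 and 0.146, with medians of 0.31, 0.82 and 0.53, and for the endothelial list (9 tested genes, 1 over 10 CPM, 3 in the study's tables) 0.567, 0.159 and 0.398, with medians of 0.18, 0.54 and 0.09. It was by camera, as an adjusted p, for the fibroblast and mural list (16 tested genes, 8 over 10 CPM, 1 in another list, 1 in the study's tables) 0.584, 0.0505 and 0.0751, with medians of 0.26, 0.96 and 0.71, and for the glutamatergic neuron list (14 tested genes, 13 over 10 CPM) 0.984, 0.159 and 0.269, with medians of −5.46e-04, −0.18 and −0.10. For neurons the camera adjusted p was for the GABAergic neuron list (16 tested genes, 13 over 10 CPM) 0.194, 0.0677 and 0.984, with medians of −0.15, −0.41 and 0.02, and for the general neuron list (18 tested genes, 18 over 10 CPM) 0.583, 0.269 and 0.391, with medians of −0.04, −0.19 and −0.06. For the GABAergic list with apoE4 and the glutamatergic list with apoE2 the direction of the test differs from the sign of the median. The most abundant astrocyte genes were *Gfap* (mean 1201 CPM, log2 fold changes 0.62, 1.5 and 1.03), *Slc1a2* (mean 789 CPM, log2 fold changes −0.37, −0.23 and 0.14) and *Aldoc* (mean 407 CPM, log2 fold changes 0.23, 0.91 and 0.48). Under the replicate block the astrocyte list was also called with apoE2 (camera adjusted p = 4.91e-04), and the general neuron list was lower with apoE3 (camera adjusted p = 0.0230), but 32 and 34 of 100 regroupings of the labels within replicate numbers gave a camera p as small, so chance is excluded for neither.

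The interferon list (22 tested genes, 8 over 10 CPM) had camera adjusted p of 0.982, 0.651 and 8.26e-07 with apoE2, apoE3 and apoE4, and medians of 0.22, 0.26 and 1.08, and with apoE2 the test pointed down although the median is above 0. The cholesterol synthesis list (23 tested genes, 21 over 10 CPM) had camera adjusted p of 0.0584, 0.404 and 0.0651 and medians of −0.23, 0.17 and −0.24, and with the replicate block it was called as lower with apoE2 and apoE4 (camera adjusted p = 3.55e-04 and 1.52e-04). The list of LXR targets (12 tested genes, 10 over 10 CPM) had camera adjusted p of 0.350, 0.0182 and 0.0378 and medians of 0.07, 0.45 and 0.36. Chance is not excluded for the interferon list with apoE4, the cholesterol list with the block or the LXR list with apoE4, by 17, 40 and 39, and 10 of 100 regroupings.

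Of the RNA checks, the log2 fold changes with apoE2, apoE3 and apoE4 were −0.08, −0.28 and −0.02 for *Dlg4*, −0.02, −0.38 and 0.06 for *Grin1*, −0.01, −0.09 and −0.04 for *Syp*, 0.17, 0.43 and 0.43 for the mouse *Apoe* gene and 0.62, 1.5 and 1.03 for *Gfap*. Once blocked by replicate number, *Gfap* was called with apoE3 at 1.40 (edgeR adjusted p = 5.18e-04). RNA levels of *Dlg4* and *Grin1* are no measure of the proteins or the synapses that the study counted.

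The list of reactive astrocyte genes (13 tested genes, 10 over 10 CPM, 2 in another list, 5 in the study's tables) was higher with all 3 isoforms, with camera adjusted p of 1.42e-05, 7.45e-08 and 1.07e-05 and medians of 0.69, 1.46 and 1.10. Without the block, fry did not call it (adjusted p of 0.588, 0.337 and 0.566), nor did camera with an estimated correlation (adjusted p of 0.361, 0.310 and 0.361), and with the block fry called it (adjusted p of 0.00362, 2.08e-04 and 0.00213). Whether more astrocytes in the apoE3 cultures are the whole cause is not decided here, because the reactive list was written after values were seen. A larger rise of that list could come from how its genes were picked. The astrocyte list without the reactive genes (18 genes) rose with apoE3 by a median log2 fold change of 0.802, against 1.46 for the reactive list, and within replicate numbers 1 to 4 by 0.94, 0.40, 0.46 and 0.92 against 1.73, 1.15, 1.02 and 1.40. More astrocytes are thus not excluded, as a part or as the whole. A difference in depth is argued against, since with every library thinned to the smallest total the list kept a camera adjusted p of 2.00e-07. A reaction of astrocytes in the cultures to the lipoproteins, or to something else in the added media, stays open as a hypothesis, found and tested on the same data.

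A search of 16277 words of 7 bases in the 3′UTRs of 12676 genes put GTGCCTT, the complement of the miR-124 seed, at rank 1 with apoE2, rank 1 with apoE3 and rank 1 with apoE4 with the length and GC content of the 3′UTR taken out (rank 2 with apoE2 with length alone), and its 2213 genes had a mean residual log2 fold change of 0.0553 against −0.0122 for genes without the word with apoE3, 0.0417 against −0.00980 with apoE4 and 0.0210 against −0.00450 with apoE2. These shifts are small. The length and GC content of the 3′UTR are argued against, as the word had its lowest rank of 1 with both taken out. Weaker repression by miR-124 and fewer neurons in the cultures cannot be told apart, since no microRNA was measured in these libraries. The general neuron list does not decide it. With the block its larger camera adjusted p over apoE3 and apoE4 was 0.0654. A camera p as small came from 34 and 49 of 100 regroupings within replicate numbers with apoE3 and apoE4.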
